# Osteopontin Expression Identifies a Subset of Recruited Macrophages Distinct from Kupffer Cells in the Fatty Liver

**DOI:** 10.1016/j.immuni.2020.08.004

**Published:** 2020-09-03

**Authors:** Anneleen Remmerie, Liesbet Martens, Tinne Thoné, Angela Castoldi, Ruth Seurinck, Benjamin Pavie, Joris Roels, Bavo Vanneste, Sofie De Prijck, Mathias Vanhockerhout, Mushida Binte Abdul Latib, Lindsey Devisscher, Anne Hoorens, Johnny Bonnardel, Niels Vandamme, Anna Kremer, Peter Borghgraef, Hans Van Vlierberghe, Saskia Lippens, Edward Pearce, Yvan Saeys, Charlotte L. Scott

## Abstract

Metabolic-associated fatty liver disease (MAFLD) represents a spectrum of disease states ranging from simple steatosis to non-alcoholic steatohepatitis (NASH). Hepatic macrophages, specifically Kupffer cells (KCs), are suggested to play important roles in the pathogenesis of MAFLD through their activation, although the exact roles played by these cells remain unclear. Here, we demonstrated that KCs were reduced in MAFLD being replaced by macrophages originating from the bone marrow. Recruited macrophages existed in two subsets with distinct activation states, either closely resembling homeostatic KCs or lipid-associated macrophages (LAMs) from obese adipose tissue. Hepatic LAMs expressed Osteopontin, a biomarker for patients with NASH, linked with the development of fibrosis. Fitting with this, LAMs were found in regions of the liver with reduced numbers of KCs, characterized by increased Desmin expression. Together, our data highlight considerable heterogeneity within the macrophage pool and suggest a need for more specific macrophage targeting strategies in MAFLD.

## Introduction

Due to the increasing prevalence of obesity and associated insulin resistance, non-alcoholic fatty liver disease (NAFLD), recently renamed metabolic associated fatty liver disease (MAFLD) (Eslam et al., 2020), has become a global problem (Byrne and Targher, 2015). MAFLD consists of a spectrum of disease states ranging from simple steatosis to the more end-stage of the disease termed non-alcoholic steatohepatitis (NASH), encompassing fibrosis, cirrhosis and hepatocellular carcinoma (HCC). Not all patients progress from the steatosis phase to NASH, and the reasons underlying the progression remain unclear. Additionally, as there is currently no treatment for NASH, liver transplantation is often the only option. Thus, further research is required to understand MAFLD pathogenesis and design new treatment strategies.

It is commonly accepted that multiple hits coming from the gut and adipose tissue are key regulators of disease progression (Buzzetti et al., 2016). Hepatic macrophages (macs) have been implicated in this process, being activated to become pro-inflammatory by the excess lipids and damage in the fatty liver and by signals originating from the intestine. However, it is not clear which macs are involved. Kupffer cells (KCs) are the main mac population in the healthy liver, where they reside with at least part of their body in the liver sinusoids, interacting with liver sinusoidal endothelial cells (LSECs), hepatic stellate cells (HSCs), and hepatocytes (Bonnardel et al., 2019). Although there has been considerable interest in the role of KCs in MAFLD, many existing studies have relied on the use of non-specific markers to identify “KCs,” together with non-specific methods like clodronate-liposome-mediated depletion to study theirfunc- tions. It has recently become clear that these approaches cannot distinguish between resident KCs (ResKCs) and other macs, recruited to the liver in response to inflammation. As a result, these poorly defined “KCs” have been attributed many, often contradictory, roles in MAFLD, and the relative contributions of bona fide KCs and recruited macs remain largely unknown (Remmerie and Scott, 2018). By developing tools to identify and manipulate KCs based on their expression of the C-type lectin, CLEC4F, we have shown that ResKCs are replaced by monocyte-derived KCs (moKCs) upon depletion with diphtheria toxin and that with time, these moKCs then become resident (Scott et al., 2016). We have previously reported a similar replacement of the ResKC pool by moKCs in mice fed a methionine- and choline-deficient diet (MCD), a protocol that leads to a NASH- like disorder (Devisscher et al., 2017). However, whether this holds true in a more clinically relevant model of MAFLD remains to be seen.

Here, we have employed cellular indexing of transcriptomes and epitopes by sequencing (CITE-seq) to investigate the transcriptomes and surface epitopes of CD45^+^ cells in the livers of mice with MAFLD, induced by feeding a Western diet (WD) for 12, 24, or 36 weeks. In combination with flow cytometry, fate mapping, and confocal microscopy, this revealed that ResKCs are not pro-inflammatory in MAFLD. Rather, ResKCs are gradually lost as the disease progresses, being replaced by moKCs. Monocytes recruited to the liver also differentiated into a distinct subset of osteopontin-expressing CLEC4F^-^ macs with a transcriptome similar to that of lipid-associated macs (LAMs) in adipose tissue (Jaitin et al., 2019) and scar-associated macs in the fibrotic human liver (Ramachandran et al., 2019) and hence were termed hepatic LAMs. Notably, hepatic LAMs were differentially activated as compared with ResKCs and moKCs and had distinct abilities to metabolize lipids. Together, our data reveal considerable heterogeneity within the hepatic macrophage pool in MAFLD and suggest a need for more specific mac targeting strategies.

## Results

### MAFLD Induces Changes in the Transcriptome and Surface Proteome of Hepatic Immune Cells

To assess the roles of hepatic macs in MAFLD, mice were fed a Western diet (WD) consisting of excess fat and cholesterol and supplemented with sucrose and fructose in the drinking water, a protocol generating all stages of human MAFLD and NASH (Ganz et al., 2015). Control mice were fed a standard diet (SD). WD-fed mice gained a significant amount of weight compared with SD-fed mice (Figure S1A) and had an increased liver weight and liver to body weight ratio (Figure S1B). From 12 weeks, WD- fed mice also showed progressively elevated serum AST and ALT, cholesterol, triglyceride and fasting insulin concentrations as well as glucose intolerance (Figures S1C–S1F). Histological analysis confirmed that WD-fed mice exhibited all features of human MAFLD, with NASH developing at later time points (Caldwell et al., 2010; Sethunath et al., 2018) (Figures S1G and S1H), while some of these mice (1/82 at 12 weeks, 2/77 at 24 weeks, and 5/34 at 36 weeks) also developed HCC.

To investigate mac heterogeneity in MAFLD, we employed CITE-Seq (Peterson et al., 2017; Stoeckius et al., 2017). To avoid bias, total live CD45^+^ cells from the liver were isolated from a total of 6 mice (one from each of the SD- and WD-fed groups at 12, 24, or 36 weeks), stained with a panel of 112 antibodies including isotype controls, and loaded onto the 10X Genomics Chromium platform. After sequencing, aggregation of the samples, quality control, removal of contaminating CD45^-^ cells, and exclusion of cells resembling doublets, a total of 56,407 cells remained (6,116 cells from 12-week SD, 10,465 cells from 12-week WD, 5,357 from 24-week SD, 10,788 from 24-week WD, 11,018 cells from 36-week SD, and 12,663 from 36-week WD). 25 clusters could be identified by generating a UMAP from the transcriptome data using 20 principal components (Figure 1A). 16 discrete cell types could be identified based on the differentially expressed genes (DEGs) (Figure S2A, Table S1, www.livercellatlas.org), combined with protein expression profiles (Figures 1B, S2B, and S2C) and their expression of a set of standard cell identity genes (Figure 1C), including B cells, T cells, NK cells, patrolling monocytes, classical monocytes, KCs *(Clec4f^+^),* other macrophages *(Clec4f^-^),* pDCs, cDC1s, and cDC2s (Figure 1D). Three additional clusters (13, 19, and 24) were designated as neutrophils based on their protein expression of Ly6G (Figure 1B). However, only one of these (cluster 24) expressed mRNA for *Ly6g* (Figure 1C), likely reflecting the technical difficulties involved in isolating good quality mRNA from neutrophils.

Examination of the distribution of cells originating from the mice fed the different diets at each time point suggested that many cells, including macs, B cells, and cDC1s, were altered in MAFLD (Figure 1E). To investigate this further, we assessed how the transcriptome of each population was affected. This effort found multiple cell types with a set of conserved DEGs (Figures 1F–1H and S2D; Table S1), including increased *Ccl5* expression, which has previously been associated with steatosis and fibrosis (Berres et al., 2010; Kim et al., 2018; Kirovski et al., 2010) and decreased expression of *Ccl4* and the TIS11 family members, *Zfp36, Zfp36l1,* and *Zfp36l2,* thought to function in post-transcriptional gene degradation (Baou et al., 2009) (Figures 1F-1H and S2D). A number of DEGs were also cell-type specific (Figures 1F-1H and S2D; Table S1). CITE-Seq analysis found 5 surface proteins to be differentially expressed by one or more cell types over time in MAFLD, including increased expression of CD8ß byTcellsand reduced TIM4on KCs (Figures 1l-1K). The increase in CD8^+^ T cells is in agreement with recent findings in mice and humans (Bhattacharjee et al., 2017; Ghazarian et al., 2017; Haas et al., 2019), highlighting the robustness of our approach. Based on our previous work (Devisscher et al., 2017; Scott et al., 2016), the decrease in TIM4 expression in KCs suggests that ResKCs may be replaced by newly recruited macs.

### Hepatic Myeloid Cells Are Heterogeneous in MAFLD

We next used flow cytometry to explore the macs present in the liver at the different time points of MAFLD (gating strategy in Figure S3A). This found an increase in total Ly6C^hi^ monocytes from 24 weeks on the WD compared with SD-fed mice (Figures 2A and 2B). Although only a slight increase in the number of macs defined as CD64^+^F4/80^+^ was observed at 24 weeks (Figures 2A and 2B), the numbers and proportions of CLEC4F^+^TIM4^-^ KCs and CLEC4F^-^ macs increased from 24 weeks on the WD. There was a concomitant reduction in the proportion of CLEC4F^+^TIM4^+^ ResKCs after feeding the WD for 24 weeks, and the number of these cells was reduced at 36 weeks (Figures 2A, 2C, and S3B). Notably, F4/80 and CD11b expression could not discriminate between the different macs (Figure S3C). In the few mice with HCC, CLEC4F^+^TIM4^+^ KCs were almost absent (Figures S3D and S3E). Increases in neutrophils, eosinophils, cDC1s, and cDC2s from 24 weeks on the WD (Figures S3F- S3H) were also observed, consistent with the histological evidence of inflammation (Figure S1G). While the total numbers of cDC1s and cDC2s were increased in WD-fed mice (Figure S3F), there was a reduction in the % of cDC1s and a reciprocal increase in the % of cDC2s (Figure S3G), consistent with a recent report (Haas et al., 2019). Moreover, as recently reported (Brown et al., 2019), hepatic cDC2s were heterogeneous in terms of Mgl1, CCR2, and Tbet expression (Figure S3H).

### CLEC4F^-^ Macs and TIM4^-^ KCs Are Recruited from the Bone Marrow

To test the hypothesis that CLEC4F^+^TIM4^-^ KCs and CLEC4F^-^ macs were newly recruited from the bone marrow (BM) in MAFLD, we generated shielded chimeras in which CD45.2 mice were irradiated with their livers protected before being reconstituted with congenic donor BM and put on the SD or WD (Figure 2D). Chimerism of the hepatic monocyte and mac populations was then compared with that of blood monocytes, which derive exclusively from the BM. 18 weeks after reconstitution, there was no chimerism of CLEC4F^+^TIM4^+^ ResKCs in SD- or WD-fed mice, whereas CLEC4F^+^TIM4^-^ KCs and CLEC4F^-^ macs were chimeric, demonstrating their BM origin (Figure 2E). As TIM4 has been described to be expressed with time (Bain et al., 2016; Scott et al., 2016; Shaw et al., 2018), to determine if the lack of chimerism in WD-fed ResKCs was because the CLEC4F^+^TIM4^-^ moKCs had not been in the tissue long enough to acquire TIM4 expression, we also analyzed chimerism after 24 weeks. A small proportion of CLEC4F^+^TIM4^+^ ResKCs were chimeric at this time, suggesting that while some moKCs may give rise to these cells, this is likely an inefficient process (Figure 2F). Notably, local proliferation of KCs was not found to contribute to the maintenance of their numbers in MAFLD, as the number of Ki67^+^ CLEC4F^+^ KCs was identical in SD- and WD-fed mice (Figures 2G and 2H). This was not due to an intrinsic inability of the ResKCs to proliferate in the diseased liver, as administration of CSF1-Fc to SD- or WD-fed mice (24 weeks) induced proliferation of TIM4^+^ ResKCs irrespective of the diet (Figure 2I). To determine if loss of signals originating from LSECs or HSCs recently described to drive KC differentiation and maintenance (Bonnardel et al., 2019; Sakai et al., 2019) were responsible for the reduced ResKC population, we examined these by qPCR (sorted as described in Bonnardel et al., 2019) after feeding the diets for 36 weeks. However, none of the LSEC- or HSC-derived signals were found to be reduced (Figures 2J and 2K); thus, loss of these signals was not driving loss of ResKCs.

### ResKC Niche Cells Undergo Increased Proliferation

To further investigate the response of the ResKC niche cells to MAFLD, we next performed scRNA-seq analysis of live CD45^-^ cells from mice fed the SD or WD for 24 and 36 weeks (4 samples in total). After sequencing, aggregation of the samples, quality control, removal of ambient mRNA signals, alignment with the Harmony Algorithm (Korsunsky et al., 2019), removal of contaminating CD45^+^ cells, and exclusion of cells resembling doublets, a total of 33,241 cells remained (8,747 from 24-week SD, 11,759 from 24-week WD, 7,247 cells from 36-week SD, and 5,488 from 36-week WD). 15 clusters could be identified by generating a UMAP using 20 principal components (Figure 3A, www.livercellatlas.org). 5 discrete cell types, hepatocytes, endothelial cells, HSCs, cholangiocytes, and a small population of cells resembling hepatic stem or progenitor cells (HpSCs), could be identified by analysis of DEGs (Figure 3B; Table S2). Analysis of the origins of the cells found that some clusters were predominantly composed of cells originating from the WD-fed mice, including clusters 10 and 12 (Figure 3C). Closer inspection found that these clusters were proliferating endothelial cells and hepatocytes respectively (Figure 3D). qPCR for *Mki67* expression on purified cells from mice fed the diets for 36 weeks confirmed this increase in proliferation in LSECs and also identified increased proliferation in HSCs and Cholangiocytes (Figure 2E). A trend toward increased proliferation was also observed in the hepatocytes. Confocal microscopy for Ki-67 in mice fed either diet for 36 weeks further confirmed an increase in proliferation in MAFLD with Ki-67^+^ cells (Figure S4A).

In addition to increased proliferation, we also investigated other changes in the transcriptomes of the niche cells. To account for the heterogeneity between clusters of the same cell type (primarily due to zonation in hepatocytes and zonation and distinct endothelial cell subsets in endothelial cells) (Halpern et al., 2018; 2017) (Figures S4B–S4D), we examined DEGs between the different clusters from mice fed the SD or WD for 24 or 36 weeks. This identified a number of conserved DEGs between the clusters (Figures 3F and S4E; Table S3). Some of these were found after feeding the WD for 24 and 36 weeks, while some were specific to the mice fed the WD for 36 weeks (Figures 3F and S4E). Any DEGs moving in different directions at 24 and 36 weeks were excluded. Two conserved downregulated genes in the niche cells *(Fos* & *Zfp36)* were also observed in the CD45^+^ cells (Figures 1F–1H and S2D); however, the relevance of this remains to be examined. Some of the DEGs were confirmed using qPCR (Figure 3G); this included *Cd36* and *Fabp4,* indictive of the increased lipid load. Conversely, we were not able to validate some of the DEGs shown in the scRNA-seq analysis, such as *Hspa5* (Figure 3G). Moreover, confocal microscopy for HSPA5 also did not reveal any differences in protein expression (Figure S4G); however, as this primarily stained the hepatocytes, this analysis demonstrated the increased size of hepatocytes in WD- compared with SD-fed mice (Figure S4G). These results highlight that while the expression of signals important for ResKC development and maintenance are not lost in MAFLD, the niche cells have an altered transcriptome and also undergo increased proliferation in MAFLD. Additionally, hepatocytes increase in size which could alter the distribution of signals to ResKCs. These alterations to the niche could therefore play a role in the loss of ResKCs in MAFLD.

### Recruited Macrophages Colonize the ResKC Niche

Having identified changes in the ResKC niche in MAFLD, we next set out to explore whether resident and recruited macs occupied the same or distinct niches in MAFLD. We therefore localized CLEC4F^+^TIM4^+^ ResKCs, CLEC4F^+^TIM4^-^ moKCs, and CLEC4F^-^ macs using confocal microscopy after feeding the SD or WD for 12, 24, and 36 weeks. This revealed that all MAFLD macs, irrespective of CLEC4F and TIM4 expression, were located in the zones between the portal and central veins, with at least a part of their body in contact with LSECs (CD31^+^) and hepatic stellate cells (Desmin^+^) (Figures 4A–4C). This location was identical to that observed for ResKCs in healthy liver (Bonnardel et al., 2019). Notably, there were also some CLEC4F^-^ macs found in close proximity to the large vessels (central & portal veins), but these were also found in the SD-fed mice (Figure 4B). Automated identification of the macs based on expression of F4/80 followed by classification into TIM4^+^ KCs, TIM4^-^ KCs, or CLEC4F^-^ macs identified similar proportions of the different subsets as retrieved by flow cytometry (Figures 4B, 4C, and S3B). However, this identified regions where CLEC4F^-^ macs were the main mac subset present (Figures 4A and 4B). These zones were characterized by increased Desmin expression (Figures 3D and 3E), a characteristic of fibrotic stellate cells and myofibroblasts (Ballardini et al., 1988). Thus, these findings suggest that recruited macs populate the ResKC niche in MAFLD, with CLEC4F^-^ macs being predominantly found in fibrotic zones.

### Recruited Macs Exist in Distinct Subsets

We next investigated the similarities and differences between CLEC4F^-^ macs and KCs. To this end, we isolated cells of the monocyte and mac lineages from the CITE-seq data (18,241 cells) and re-clustered them (Figures S5A and 4F, www.livercellatlas.org). The sub-clusters revealed by this additional analysis varied between diets and time points (Figures 4G and S5B). Analysis of the DEGs and surface proteins expressed per cluster allowed them to be identified more precisely (Figures 4H, 4I and S5C–S5E). Clusters 0,1,3,5,14, and 17 were monocyte-like cells (Figures 4F, S5D, and S5E; Table S3), and of these, cluster 3 was the main population in the SD-fed mice, whereas cluster 17 was a minor population, present in all conditions but increased in WD-fed mice (Figures 4G and S5B). Cells in cluster 17 were enriched for IFN-induced genes, including *Ifit1, Ifit3,* and *Isg15* (Figure S5D; Table S3), similar to a subset of monocytes recently reported (Ydens et al., 2020). Cluster 11 was identified as patrolling Ly6C^lo^ monocytes, while clusters 4, 7, 10, and 12 had features of monocytes and macs, suggesting that they were transitioning monocytes differentiating into macs (Figures 4F, 4I, S5D, and S5E; Table S3). Clusters 6, 8, 9, 15, 22, and 23 were identified as ResKCs on the basis of their expression of *Clec4f* and ResKC genes (Beattie et al., 2016; Scott et al., 2016), including *Timd4, C2, Xlr, Marco* & *Cd163* (Figures 4H, S5D, and S5E; Table S3). Of these, cluster 6, enriched for genes associated with inflammation, was restricted to the mouse fed the SD for 36 weeks (Figures 4G, S5B, and S5F; Table S4). However, no significant differences in the expression of these genes were observed by qPCR (Figure S5G).

Clusters 2, 13, 16, 18, 19, 20, and 21 were also identified as macs. Of these, clusters 19 and 21 were proliferating cells containing *Clec4f* KCs and *Clec4f* macs (Figures 4H, S5D, and S5E).

Cells in cluster 13 were identified as moKCs, expressing *Clec4f* and many other KC signature genes, but lacking expression of ResKC genes such as *Timd4* (Figures 4H, S5D, and S5E). Based on a list of capsule mac signature genes (Table S4) generated by comparing the gene expression profile of liver capsule macs (Sierro et al., 2017) with those of ResKCs and Ly6- C^hi^ monocytes (Scott et al., 2016) and mapping the signature onto our data using the signature finder algorithm (Pont et al., 2019), cluster 20 was identified as liver capsule macs (Figure S5C). Clusters 2 and 16, which were specific to WD-fed mice, could not yet be further identified and were called Mac1 and Mac2, respectively (Figure 4F). Cluster 18 identified a group of cells that shared expression of *Mmp12* (Figures S5D and S5E). However, mapping individual cells in this cluster onto the other clusters using the FindTransferAnchors function of the Seurat R package showed that this was a heterogeneous population of ResKCs, moKCs, Mac1s, and Mac2s; thus, for further analysis, they were included with the cells of the same identity.

To determine which clusters represented the macs identified in our flow cytometry analysis, we purified the 3 subsets based on CLEC4F and TIM4 from SD- and WD-fed mice (12 and 24 weeks) and performed bulk RNA-seq (Figure S6A). 

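The count files hold bulk RNA-seq of 35 samples of sorted liver macs in 6 groups. ResKCs (CLEC4F+TIM4+) were sorted from 7 SD samples and 5 WD samples at 12 weeks and from 6 SD samples and 6 WD samples at 24 weeks. moKCs (CLEC4F+TIM4-) gave 5 samples and CLEC4F- macs gave 6 samples, all from the WD at 24 weeks. One field in the labels of the 5 WD samples at 12 weeks names the standard diet, whereas their titles and descriptions name the WD and Figures S6E and S7C show 5 WD ResKC samples at this time; they were treated as WD. The authors prepared TruSeq libraries, sequenced them as single reads on a NextSeq500, mapped the reads to mm10 with HiSat2 and counted them per gene with FeatureCounts. The deposited values are whole-number counts per gene symbol, without normalization. At the sequencing depth of the samples, 3 counts of a gene correspond to between 0.198 and 0.259 counts in 1e+06 (CPM), and such floors cover counting error only. The alignment names in the file headers follow 2 naming schemes, with 22 samples in the first and 13 in the second. All 5 WD ResKC samples at 12 weeks and all 6 SD ResKC samples at 24 weeks are of the first scheme, and the other groups hold both; the paper does not state what the schemes stand for. From the counts, genes over 1 CPM in at least 5 samples were kept, libraries were scaled with edgeR's TMM factors, and 1 model with a mean for each of the 6 groups was fitted to all 35 samples. Groups were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Differentially expressed genes (DEGs) were those with an absolute log2 fold change over 1.5 and an adjusted p under 0.01. CPM values are TMM-scaled.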

PCA analysis and comparison of the 3 populations in a triwise plot revealed that the majority of DEGs between the 3 populations were either specific to the CLEC4F^-^ macs *(Spp1, Chil3, Ccr2,* and *Gpr183)* or shared between the moKCs and ResKCs with the exception of residency genes (Beattie et al., 2016; Scott et al., 2016) specific to the ResKCs, including *Timd4, Cd163, C6, Xlr,* and *Marco* (Figure S6A). 

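The 4 genes named for the CLEC4F- macs were higher in every one of the 6 CLEC4F- mac samples than in any WD ResKC or moKC sample at 24 weeks. *Spp1*, on chromosome 5 of mm10 from 104435118 to 104441050, had 373 ± 129 CPM (SD, n = 6) in CLEC4F- macs, 24.7 ± 12.9 CPM (SD, n = 5) in moKCs and 14.8 ± 15.2 CPM (SD, n = 6) in WD ResKCs. The log2 fold change of WD ResKCs against CLEC4F- macs was -4.65 (standard error 0.66, adjusted p = 1.08e-06, edgeR's quasi-likelihood test), and that of moKCs against CLEC4F- macs was -3.92 (standard error 0.69, adjusted p = 7.98e-05). For *Chil3*, *Ccr2* and *Gpr183* the log2 fold changes of WD ResKCs against CLEC4F- macs were -6.45, -6.89 and -5.00, and those of moKCs were -5.98, -4.64 and -4.36. *Ccr2* stood at 717 ± 331 CPM (SD, n = 6) in CLEC4F- macs, 28.7 ± 10.6 CPM (SD, n = 5) in moKCs and 6.03 ± 0.737 CPM (SD, n = 6) in WD ResKCs. Among the residency genes, *Cd163* had 1488 ± 437 CPM (SD, n = 6) in WD ResKCs, 68.7 ± 34.7 CPM (SD, n = 5) in moKCs and 14.0 ± 7.53 CPM (SD, n = 6) in CLEC4F- macs, and *Xlr* had 18.6 ± 4.01, 2.65 ± 1.59 and 2.73 ± 1.69 CPM in the same groups. Both were lower in all moKC samples than in any WD ResKC sample, with log2 fold changes of ResKCs against moKCs of 4.44 (standard error 0.31, adjusted p = 3.52e-12) and 2.81 (standard error 0.31, adjusted p = 2.50e-07). *C6* parted the ResKCs from the CLEC4F- macs (log2 fold change 5.05, adjusted p = 1.91e-09) and the moKCs from the CLEC4F- macs (log2 fold change 3.71, adjusted p = 1.60e-06). CLEC4F- mac replicate 4 stood apart, with a log2 CPM of 7.32 against 3.61 to 4.55 in the others of its group. In fits without 1 replicate these fold changes of *C6* ran from 4.85 to 6.34 and from 3.09 to 5.01. Between ResKCs and moKCs its log2 fold change was 1.34 (standard error 0.46, adjusted p = 0.111), with 1 of the 5 moKC samples at the level of the ResKCs; without that sample it was 1.96 (adjusted p = 0.011). In the triwise comparison of ResKCs (mean of SD and WD), moKCs and CLEC4F- macs, 1734 genes differed between at least 1 pair of populations by an absolute log2 fold change over 1 with an adjusted p under 0.05. The population that lay farthest from the mean of the 3 was the CLEC4F- macs for 1088 genes (62.7%), of which 605 were higher and 483 lower there. It was the ResKCs for 617 genes (35.6%) and the moKCs for 29 genes (1.67%). The share of the CLEC4F- macs moved most, to 54.6%, without moKC replicate 1.

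**Figure D1:**
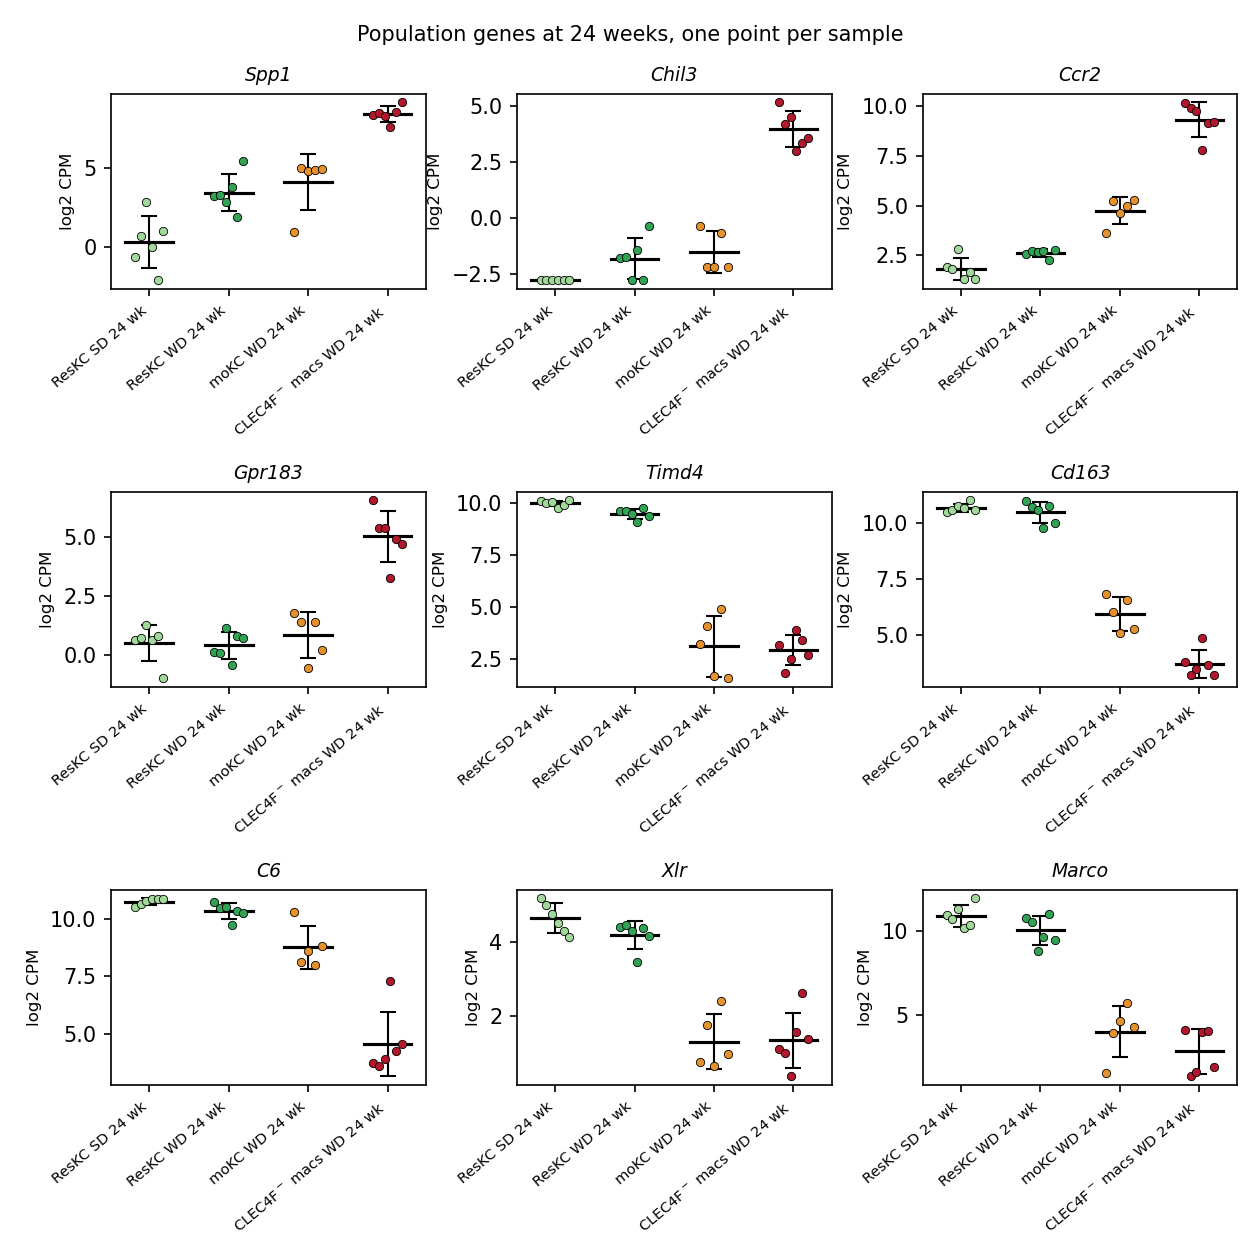
Log2 CPM of the 4 CLEC4F- mac genes and 5 residency genes at 24 weeks, one point per sample, with the mean (line) and SD (bar) of each group. *Spp1*, *Chil3*, *Ccr2* and *Gpr183* are highest in the 6 CLEC4F- mac samples, and *C6* of 1 moKC sample lies within the range of the ResKCs.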

To define the signature of each population, we compared the cells to one another and took the genes with a Log fold change (FC) >2. This process was refined for the CLEC4F^-^ macs by an additional comparison of their DEGs with BM monocytes. Similarly, an additional comparison was carried out between moKCs and ResKCs, to ensure selection of DEGs that were unique to the moKC population. 

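With the same cut-off on the log2 fold change (over 2 against both other populations, WD at 24 weeks), 180 genes were higher in CLEC4F- macs, 49 in ResKCs and 1 in moKCs. This count also required an adjusted p under 0.05 in both comparisons (edgeR's quasi-likelihood test), over the genes that passed the filter.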

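All 31 genes of the moKC signature in Table S5 passed the filter. Of these, 30 were higher in moKCs than in WD ResKCs at 24 weeks, with a median log2 fold change of 0.82, and 2 exceeded a log2 fold change of 2. Against the CLEC4F- macs all 31 were higher in moKCs, with a median of 0.98, and 4 exceeded 2.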

Using the signature finder algorithm (Pont et al., 2019) to map the resulting signatures (Table S5) onto the scRNA-seq data (Figure S6B), we confirmed the annotations of the populations in the scRNA-seq data. Notably, while the CLEC4F^-^ macs mapped primarily onto the Mac2s, they also showed some similarities to the Mac1s (Figure S6B), indicating that the CLEC4F^-^ cells are heterogeneous.

### Hepatic Lipid-Associated Macs Differentiate in MAFLD

To investigate the heterogeneity of the CLEC4F^-^ macs, we used triwise plots to define the DEGs that separated the as yet unidentified Mac1s and Mac2s from the other recruited population, the moKCs (Figure S6C). Comparison of these DEGs with ResKCs confirmed the similarity between moKCs and ResKCs, while the 2 unidentified mac clusters were distinct (Figure 5A; Table S4). The Mac1s were enriched for genes such as *Cx3cr1, Itgax, H2-M2,* and *Olfml3,* while the Mac2s were enriched for *Spp1, F10, Chil3, Fabp5,* and *Gpnmb* expression (Figures 5A and S6C-S6E). Notably, the gene expression profile of Mac1s somewhat resembles moKCs (Figure 5A) and macs *en route* to becoming moKCs (Bonnardel et al., 2019). While this manuscript was under review, *Clec1b* (encoding CLEC2) was proposed to be a good marker of moKCs that appeared to be expressed earlier than CLEC4F (Tran et al., 2020). To confirm this, we examined expression of CLEC4F and CLEC2 in *Clec4f*-DTR mice (Scott et al., 2016) 3 and 6 days post-ResKC depletion during the generation of moKCs (Scott et al., 2016). This analysis confirmed CLEC2 to be an early marker of macs becoming moKCs, and hence, we termed the CLEC2^+^CLEC4F^-^ macs “pre-moKCs” (Figure S6F). As the Mac1s seemed to resemble macs *en route* to becoming moKCs, we checked if these would be pre-moKCs. Fitting with the scRNA-seq data, the CLEC4F^-^ macs could be split into 2 populations based on CLEC2 expression (Figures S6D and S6G). Thus, Mac1s are pre-moKCs. To define Mac2s, we next performed KEGG pathway analysis (Table S4). This suggested the Mac2s to be relevant in diseases, including MAFLD (Figure 5B). While *Cd9* and *Trem2* expression was increased across mac subsets in MAFLD (Table S6), the overall signature of the Mac2s closely resembled those of *Cd9-* and *Trem2-ex-* pressing lipid-associated macrophages (LAMs) described recently in obese adipose tissue (AT; Figure S6H) (Hill et al., 2018; Jaitin et al., 2019), suggesting that this cluster may be their hepatic counterpart. Indeed, when we calculated the signature of the AT LAMs compared with other AT macs (Jaitin et al., 2019) (Table S7), the signature finder algorithm (Pont et al., 2019) mapped the LAM signature onto the Mac2s (Figure 5C). Thus, we called these cells hepatic LAMs. 

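*Cd9* (chromosome 6, 125460266 to 125494791 in mm10) and *Trem2* (chromosome 17, 48346401 to 48354147) were followed in the sorted populations. *Cd9* had 18.1 ± 5.21 CPM (SD, n = 6) in SD ResKCs and 104 ± 43.6 CPM (SD, n = 6) in WD ResKCs at 24 weeks, a log2 fold change of 2.53 (standard error 0.32, adjusted p = 6.17e-06 from edgeR's quasi-likelihood test). *Trem2* rose from 35.7 ± 20.7 to 107 ± 55.0 CPM (SD, n = 6 each), a log2 fold change of 1.58 (standard error 0.34, adjusted p = 0.00316). In both genes every WD sample exceeded every SD sample at 24 weeks. At 12 weeks the log2 fold changes were 1.20 for *Cd9* (standard error 0.31, adjusted p = 0.148) and 1.04 for *Trem2* (standard error 0.33, adjusted p = 0.344). Neither passed the adjustment over all genes in the fit of all samples. *Cd9* stayed over 0.05 in 9 of 10 other settings and passed with DESeq2 (adjusted p = 0.0498). It also passed in 1 of the 12 fits without 1 replicate, the one without SD replicate 7 (log2 fold change 1.42, adjusted p = 0.0209). The diet effects at 24 and 12 weeks did not differ past the adjustment in either gene (difference of the log2 fold changes 1.32, adjusted p = 0.159, and 0.54, adjusted p = 0.664, same model). moKCs had 131 ± 61.5 CPM of *Cd9* and 144 ± 60.6 CPM of *Trem2* (SD, n = 5), and CLEC4F- macs had 315 ± 52.4 and 307 ± 48.7 CPM (SD, n = 6). No moKCs or CLEC4F- macs from SD-fed mice were sequenced, so the change with the diet was measured in ResKCs only.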

Comparison of the DEGs between hepatic and AT LAMs identified 67 DEGs with a Log FC >1.5, indicating tissue-specific influences on the differentiation of these cells (Figure S6I; Table S7). The hepatic LAMs also showed some overlap with the scar-associated macs that have recently been described in fibrotic human livers (Ramachandran et al., 2019) and whose signature is also enriched for expression of *TREM2* and *CD9* (Figure S6J). Examination of the CITE-seq data did not reveal any specific antibodies for phenotypic analysis of the hepatic LAMs, while flow cytometry analysis of potential surface markers showed reactivity that was either non-selective (e.g. CD9) (Figures 5D and 5E) or gave no signal above controls (GPNMB, CD63; data not shown). Thus, we next examined other suitable markers of the LAM population and identified *Spp1* to be specifically enriched in LAMs (Figure 4I). As *Spp1* encodes the che- mokine osteopontin, implicated in fibrosis and NASH (Arriazu et al., 2017; Glass et al., 2018), we tested whether it could be used as a marker of hepatic LAMs. Using the PrimeFlow assay to measure mRNA transcripts by flow cytometry, we detected *Spp1* primarily in CLEC4F^-^ macs, identifying the hepatic LAMs (Figures 5D and 5E). While the SPP1 antibody proved unsuitable for flow cytometry, we were able to confirm the presence of SPP1-expressing macs in MAFLD by immunofluorescence, using EPCAM to exclude SPP1-expressing cholan- giocytes (Figures 5F and 3B).

### Hepatic LAMs and KCs Have Distinct Abilities to Metabolize Lipid

We next sought to investigate how the different macs compared functionally. We first examined expression of a list of generic prototypical immune activation-associated genes in hepatic LAMs, pre-moKCs, moKCs, and ResKCs pooled from mice fed the WD (24 and 36 weeks). 

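In bulk RNA-seq of the populations sorted from WD-fed mice at 24 weeks (Figure S7A), all 32 genes of the activation list were measured. Between ResKCs and moKCs, 1 of the 32 was higher and 1 lower in ResKCs with an adjusted p under 0.05 over all genes (1 and 2 with adjustment over the list alone). Between ResKCs and CLEC4F- macs, 7 were higher and 10 lower in ResKCs (8 and 10 over the list). *Il18*, *Fpr2*, *Tlr4*, *Cd38*, *Tgm2*, *Mrc1* and *Abca1* were each higher in ResKCs than in CLEC4F- macs, with log2 fold changes from 0.49 to 1.43. The largest was *Mrc1*, at 1408 CPM in ResKCs and 522 CPM in CLEC4F- macs (log2 fold change 1.43, standard error 0.15, adjusted p = 6.67e-09, edgeR's quasi-likelihood test), and 6 of the 7 passed an adjusted p of 0.05. Of these, *Il18* failed in 2 of 10 other settings (adjusted p up to 0.0802) and in 5 of the 12 fits without 1 replicate, and *Fpr2* failed in 1 setting (0.0732) and in 4 of the 12 fits. The gene that did not pass was *Abca1* (log2 fold change 0.52, standard error 0.21, adjusted p = 0.060). *Ccl3*, *Itgax*, *Socs3* and *Plin2* were lower in ResKCs than in CLEC4F- macs, like *Spp1* and *Chil3*. Their log2 fold changes were -2.59 (adjusted p = 6.49e-05), -2.92 (adjusted p = 1.90e-08), -1.81 (adjusted p = 0.00579) and -0.59 (adjusted p = 0.000216). For *Socs3*, 2 of the 6 ResKC samples lay below all CLEC4F- mac samples, and its log2 fold change was -0.73 (adjusted p = 0.0392) in a fit with the mean of 10 immediate-early and heat-shock genes as a covariate. *Socs3* passed in all 10 other settings and failed in 1 of the 12 fits without 1 replicate. That fit left out CLEC4F- mac replicate 1 (-1.22, adjusted p = 0.0538).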

Overall, the different KCs expressed these genes similarly, while hepatic LAMs expressed lower *Il18, Fpr2, Tlr4, Cd38, Tgm2, Mrc1,* and *Abca1* and higher *Spp1, Ccl3, Itgax, Socs3, Chil3,* and *Plin2* (Figures 6A and S7A). We next examined expression of lipid metabolism genes, as this is proposed to be a main function of ResKCs. This revealed a similar pattern in which moKCs were similar to ResKCs, with the exception of *Apoc1* (lower) and *Pparg* (higher), whereas LAMs showed lower or equal expression of most of these genes compared with the KC populations, with the exception of *Lpl* &*Pparg* (Figures 6B and S7B). 

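The sorted populations of Figure S7B were compared over the 16 genes of the lipid metabolism list. *Apoc1* had 1118 ± 258 CPM (SD, n = 6) in WD ResKCs, 530 ± 219 CPM (SD, n = 5) in moKCs and 180 ± 90.9 CPM (SD, n = 6) in CLEC4F- macs at 24 weeks. Its log2 fold change was 1.08 for ResKCs against moKCs (standard error 0.25, adjusted p = 0.0134, edgeR's quasi-likelihood test) and 2.63 for ResKCs against CLEC4F- macs (standard error 0.25, adjusted p = 8.36e-10). Against the moKCs *Apoc1* passed 0.05 in all 10 other settings. It failed in 1 of the 11 fits without 1 replicate, the one without moKC replicate 4 (0.94, adjusted p = 0.0599). *Pparg* had 37.9 ± 5.73 CPM in ResKCs, 43.2 ± 13.6 CPM in moKCs and 85.1 ± 6.03 CPM in CLEC4F- macs. ResKCs and moKCs could not be told apart in *Pparg* (log2 fold change -0.19, standard error 0.18, adjusted p = 0.683), whereas all 6 ResKC samples lay below all CLEC4F- mac samples (log2 fold change -1.17, standard error 0.17, adjusted p = 2.18e-06). Against the moKCs the fold change of *Pparg* ran from -0.369 to -0.0684 in the fits without 1 replicate (adjusted p from 0.196 to 0.933). Replicate 1 of the moKCs was lowest, at a log2 CPM of 4.36 against 5.53 to 5.84 in the others. *Lpl* was lower in ResKCs than in CLEC4F- macs by a log2 fold change of -0.35 (standard error 0.14, adjusted p = 0.0602), and passed 0.05 in 6 of 10 other settings (adjusted p from 0.00771 to 0.116) and in 2 of the 12 fits without 1 replicate. Of the 16 genes, 3 were higher in ResKCs than in moKCs and none was lower at an adjusted p under 0.05. Against the CLEC4F- macs, 8 were higher and 1 lower in ResKCs.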

Pre-moKCs had an intermediate phenotype between the KCs and the LAMs (Figure 6B). Consistent with these findings, CLEC4F^-^ macs contained fewer neutral lipids than their ResKC or moKC counterparts (Figure 6C), as measured by BODIPY or LIPIDTOX staining. Despite containing more neutral lipid than CLEC4F^-^ macs, moKCs also contained less lipid than the ResKCs (Figure 6C). To examine this further, we performed lipidomic analysis. Due to a number of factors including cell numbers required, the lack of a *Spp1* antibody, the lack of knowledge of CLEC2 expression at the time of analysis, and the overall similarity between ResKCs and moKCs, we compared total CLEC4F^+^ KCs with CLEC4F^-^ macs. This showed that although KCs and CLEC4F^-^ macs shared some lipid species, others were found only in KCs and not in CLEC4F^-^ macs (Figure 6D), further suggesting that these cells have distinct abilities to metabolize lipids. Thus, hepatic LAMs and moKCs represent distinct fates for monocytes recruited to the liver in MAFLD in terms of their transcriptome, localization, and function.

### ResKCs Are Not Pro-inflammatory in MAFLD

Finally, we examined how ResKCs responded in MAFLD. The gradual loss of ResKCs during MAFLD indicates that these cells are affected by the lipemic environment, and it is generally believed that immune activation of KCs occurs in MAFLD (Krenkel and Tacke, 2017). However, the exact effects of MAFLD on KCs are contentious (Morgantini et al., 2019; Xiong et al., 2019). 

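A score for the 32 genes of the activation list was computed for every ResKC sample as the mean of their centred log2 CPM. At 12 weeks it was -0.08 ± 0.29 (SD, n = 5) on the WD and 0.03 ± 0.31 (SD, n = 7) on the SD, a difference of -0.10 (two-sided exact permutation test, p = 0.57), and -0.23 with replicate number as a block (exact permutation test, p = 0.250). At 24 weeks it was 0.03 ± 0.10 on the WD and -0.00043 ± 0.27 on the SD (SD, n = 6 each), a difference of 0.03 (two-sided exact permutation test, p = 0.799). The single genes moved in both directions. At 24 weeks, 4 of the 32 were higher and 6 lower on the WD with an adjusted p under 0.05 over all genes, and 5 were higher and 9 lower with adjustment over the list alone. At 12 weeks no gene of the list passed the adjustment over all genes, and 2 were higher with adjustment over the list alone. With the mean of 10 immediate-early and heat-shock genes as a covariate, the difference at 24 weeks was 0.39 (exact permutation test, p = 0.00433). This covariate was itself lower on the WD at 24 weeks, with a mean log2 CPM of 7.02 ± 0.796 against 8.75 ± 0.963 on the SD (SD, n = 6 each). The adjusted difference therefore depends on a covariate that differs with the diet, and no activation can be read from it.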

Consistent with a recent report (Morgantini et al., 2019), we did not observe immune activation of KCs at any stage of MAFLD in either the scRNA-seq or bulk RNA-seq analysis, as evidenced by expression of genes associated with immune cell activation. 

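*Tnf* (chromosome 17, 35199381 to 35202007 in mm10), *Il1b* (chromosome 2, 129364570 to 129371139) and *Il10* (chromosome 1, 131019845 to 131024974) were lower in ResKCs from WD-fed mice at both times. At 24 weeks *Tnf* had 51.7 ± 31.9 CPM on the SD and 16.9 ± 8.04 CPM on the WD (SD, n = 6 each), a log2 fold change of -1.61 (standard error 0.61, adjusted p = 0.0922 from edgeR's quasi-likelihood test). *Il1b* had 796 ± 334 and 210 ± 111 CPM, a log2 fold change of -1.92 (standard error 0.53, adjusted p = 0.0215), and *Il10* had 24.4 ± 11.6 and 7.23 ± 2.36 CPM, a log2 fold change of -1.75 (standard error 0.40, adjusted p = 0.00549). At 12 weeks the log2 fold changes were -1.77 (adjusted p = 0.413), -1.09 (adjusted p = 0.572) and -0.87 (adjusted p = 0.535), with 5 WD against 7 SD samples, and the samples of the 2 diets overlapped in all 3 genes. None of the 3 genes had a diet effect at 24 weeks that differed from that at 12 weeks (adjusted p from 0.495 to 0.964 in the same model). With the mean of 10 immediate-early and heat-shock genes as a covariate, the log2 fold changes at 24 weeks were 0.23 for *Tnf*, -0.37 for *Il1b* and -0.57 for *Il10* (adjusted p = 0.812, 0.540 and 0.258). *Il1b* at 24 weeks passed 0.05 in 7 of 10 other settings. It also failed with the naming scheme (-1.36, adjusted p = 0.131) or hepatocyte genes (-1.69, adjusted p = 0.0532) as a covariate, and without WD replicate 4 (adjusted p = 0.0514).

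**Figure D2:**
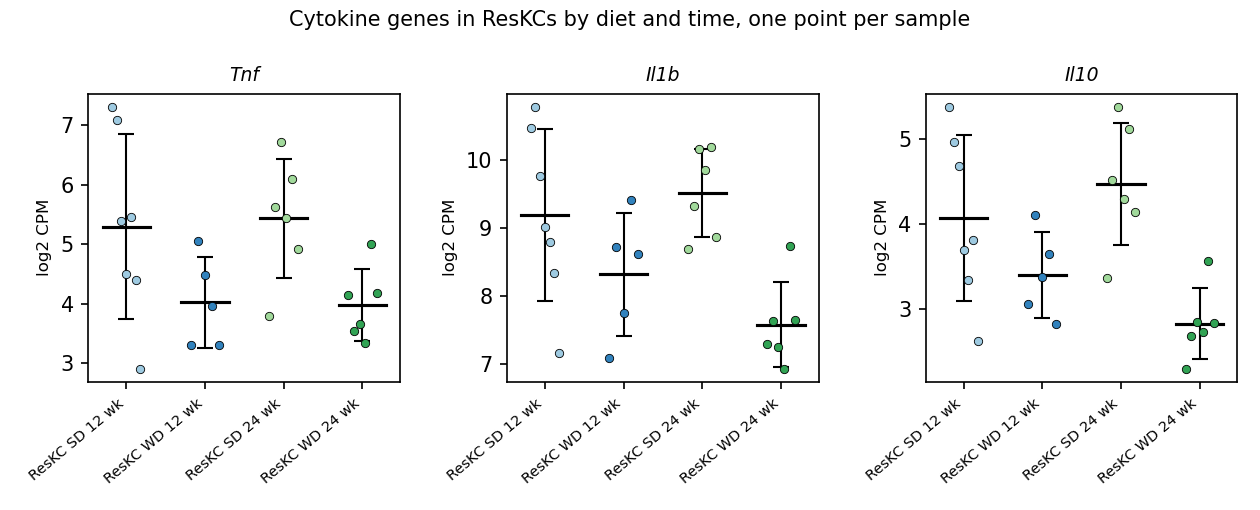
Log2 CPM of *Tnf*, *Il1b* and *Il10* in ResKCs by diet and time, one point per sample, with the mean (line) and SD (bar) of each group. At 24 weeks 3, 5 and 5 of the 6 WD samples lie below every SD sample in *Tnf*, *Il1b* and *Il10*.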

Although we observed a slight decrease in *Tnfa, Il1b,* and *Il10* expression in ResKCs from WD-fed mice (Figures 7A and S7C), no differences were found in pro-inflammatory cytokine production (Figure 7B), thus demonstrating that ResKCs are not pro-inflammatory in MAFLD. Furthermore, although changes could be seen in the ResKC transcriptome when examining all the DEGs between SD- and WD-fed mice at the different time points, the scale of these changes was modest compared with the differences between KCs and CLEC4F^-^ macs (Table S6). 

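At an adjusted p under 0.05 with no limit on the fold change, 1169 genes differed between WD and SD ResKCs at 24 weeks (650 higher and 519 lower on the WD) and 4433 between WD ResKCs and CLEC4F- macs. At 12 weeks 5 genes did so: *Il1rn* and *Lpl* were higher and *Klf3*, *Ripor1* and *Arid4a* lower on the WD. These 5 genes, named after their values were seen, had log2 fold changes between -0.45 and 0.88 and the same adjusted p of 0.0474 (edgeR's quasi-likelihood test). SD ResKCs at 24 weeks were also set against SD ResKCs at 12 weeks. No gene passed an adjusted p of 0.05 there, and 1208 genes had an unadjusted p under 0.05.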

Using a log FC >1.5 as a cut-off, analysis of the scRNA-seq data revealed 2 DEGs in ResKCs at 12 weeks, 0 DEGs at 24 weeks, and 13 DEGs at 36 weeks (Figure 7C). 

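In ResKCs at 12 weeks no gene passed both limits for a DEG (5 WD and 7 SD samples), and 1172 genes had an unadjusted p under 0.05. With replicate number as a block, 1 gene passed, the major urinary protein gene *Mup9* (named after its values were seen), whose reads can be split among near-identical paralogs. The deviations of same-numbered samples from their group means were weakly related at 12 weeks (correlation -0.112 over 5 pairs). At 24 weeks 109 genes passed, 94 higher and 15 lower on the WD (6 samples each). Between WD ResKCs and CLEC4F- macs at 24 weeks 786 genes passed, 315 higher and 471 lower in ResKCs. For that comparison same-numbered samples had a correlation of 0.117 over 6 pairs, and 684 genes passed with replicate number as a block. Among the alternatives, the limits of the paper's methods (log2 fold change over 1 and adjusted p under 0.05) moved the count at 24 weeks most, to 450 genes. From the counts of its own Table S6, the paper reasons that the response of ResKCs to the WD was modest beside the distance between KCs and CLEC4F- macs.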

Analysis of the more in-depth bulk RNA-seq data showed 1 DEG in WD ResKCs at 12 weeks and 100 DEGs at 24 weeks, compared with 781 DEGs between WD ResKCs and CLEC4F^-^ macs at 24 weeks (Figure S7D; Table S6). KEGG pathway analysis suggested that many of the upregulated genes in WD ResKCs were associated with cell adhesion and cytokine-receptor interactions (data not shown). 

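The 3 MMe genes are *Abca1*, *Cd36* and *Plin2*. In ResKCs at 24 weeks *Cd36* rose from 292 ± 86.0 CPM on the SD to 666 ± 129 CPM on the WD (SD, n = 6 each), a log2 fold change of 1.19 (standard error 0.17, adjusted p = 4.08e-05, edgeR's quasi-likelihood test). *Plin2* rose from 329 ± 52.5 to 571 ± 77.1 CPM, a log2 fold change of 0.80 (standard error 0.12, adjusted p = 7.51e-05). All 6 WD samples exceeded all 6 SD samples in both genes. *Abca1* had 522 ± 209 CPM on the SD and 704 ± 157 CPM on the WD, a log2 fold change of 0.43 (standard error 0.21, adjusted p = 0.207). At 12 weeks the log2 fold changes of *Abca1*, *Cd36* and *Plin2* were 0.44, 0.40 and 0.48, and none passed the adjustment over all genes (adjusted p = 0.572, 0.509 and 0.128). The mean centred log2 CPM over the 3 genes was higher on the WD by 0.42 at 12 weeks (two-sided exact permutation test, p = 0.00379, 5 WD and 7 SD samples) and by 0.84 at 24 weeks (exact permutation test, p = 0.00216, the smallest p that 6 samples against 6 allow). These tests belong to a family of 9 list scores, over which the adjusted values were 0.00779 and 0.00648. With replicate number as a block, the difference at 12 weeks was 0.46 (exact permutation test, p = 0.0625, the smallest that 5 pairs allow).

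**Figure D3:**
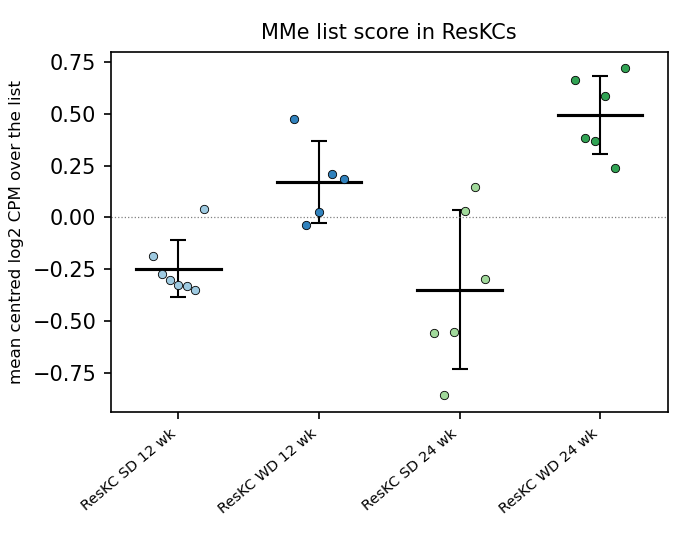
Mean centred log2 CPM over *Abca1*, *Cd36* and *Plin2* in ResKCs by diet and time, one point per sample, with the mean (line) and SD (bar) of each group. The 6 WD samples at 24 weeks lie above all 6 SD samples of that time.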

There was also some increased expression of genes associated with metabolically activated macs (MMe) in ResKCs from mice with MAFLD (Figures 7A and S7C); however, this did not correlate with a difference in the ResKC metabolome between SD and WD (12 weeks), although the ResKC profile was distinct from *in vitro* M0, M1, and M2 macrophages (Figures 7D and S7F). Moreover, LIPIDTOX and BODIPY staining showed that the neutral lipid content of ResKCs did not increase in WD-fed mice at 12, 24, or 36 weeks (Figures 7E–7G); rather, there was a slight decrease after 36 weeks (Figures 7E and 7F). 

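A score for the 16 genes of the lipid metabolism list, the mean of their centred log2 CPM, was higher in ResKCs on the WD at both times. At 12 weeks it was 0.16 ± 0.13 (SD, n = 5) on the WD and -0.14 ± 0.27 (SD, n = 7) on the SD, a difference of 0.30 (two-sided exact permutation test, p = 0.0455). The value adjusted over the family of 9 list scores was 0.0585, and with replicate number as a block the difference was 0.38 (exact permutation test, p = 0.0625, the smallest that 5 pairs allow). At 24 weeks it was 0.19 ± 0.12 on the WD and -0.16 ± 0.21 on the SD (SD, n = 6 each), a difference of 0.35 (two-sided exact permutation test, p = 0.00433, adjusted 0.00779), and 5 of the 6 WD samples exceeded every SD sample. The difference at 24 weeks was 0.23 (exact permutation test, p = 0.0996) with the mean of 10 immediate-early and heat-shock genes as a covariate. Over 8 other settings it ran from 0.161 to 0.457 at 24 weeks and from 0.147 to 0.417 at 12 weeks (exact permutation tests, p up to 0.0996 and 0.0625). The mean log2 CPM of hepatocyte genes was also higher on the WD, at 6.45 against 5.61 at 24 weeks and 6.46 against 5.77 at 12 weeks. A part of the rise from hepatocyte RNA therefore remains open. The diet effects at 24 and 12 weeks differed by 0.05, which was not past a permutation of the time labels within each diet (exact permutation test, p = 0.752).

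**Figure D4:**
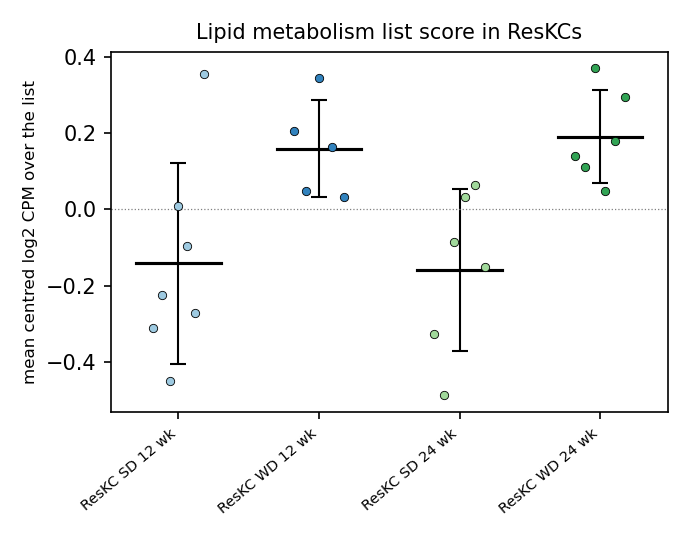
Mean centred log2 CPM over the 16 lipid metabolism genes in ResKCs by diet and time, one point per sample, with the mean (line) and SD (bar) of each group. The WD means are 0.16 at 12 weeks and 0.19 at 24 weeks, and the SD means are -0.14 and -0.16.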

Analysis of the ResKC lipid metabolism profile at the different time points on the diet identified a trend toward slightly increased expression of these genes in WD-fed mice (Figures 7H and S7E), possibly compensating for the increased lipid load.

Focused ion beam milling combined with scanning electron microscopy (FIB-SEM) and lipidomics analysis also did not identify any overt differences in either lipid droplet volume or in the lipid species present in CLEC4F^+^ KCs isolated from mice fed the SD or WD (Figure S7G; data not shown). Taken together, this suggests that while ResKCs react in MAFLD, they are not pro-inflammatory, nor do they harbor an increased or altered lipid load. Thus, the biggest difference in MAFLD macs stems from the recruitment of LAMs which are distinct from ResKCs, moKCs, and pre-moKCs, highlighting the need to differentiate between these mac subsets.

## Discussion

MAFLD represents a spectrum of disease states ranging from simple steatosis to NASH, which can lead to cirrhosis and HCC. However, not all patients progress from MAFLD to NASH, and while the reasons why some do and some don’t remain largely unclear, hepatic macs have been proposed to play a role in this. Recently, it has become clear that hepatic macs, especially in disease settings, do not represent a homogeneous population of ResKCs but rather can exist in multiple subsets and/or activation states (Remmerie et al., 2020; Xiong et al.,2019). To begin to assess the roles played by the distinct mac populations in MAFLD, we set out to characterize mac heterogeneity and localize the subsets within the liver. We identified four subsets of hepatic macs in MAFLD, including ResKCs and 3 subsets of recruited macs, moKCs, pre-moKCs, and the distinct hepatic LAMs. Notably, all populations were found within the KC niche in contact with hepatic stellate cells (HSCs) and liver sinusoidal endothelial cells (LSECs) (Bonnardel et al., 2019). However, LAMs were predominantly found in regions characterized by increased Desmin expression, suggestive of fibrosis. During reviewing, two additional papers were published investigating macs in MAFLD (Seidman et al., 2020; Tran et al., 2020). It is currently unclear exactly how the populations identified here correlate to those described by Seidman et al. (2020). Comparison of the datasets would suggest that the hepatic LAMs would most likely be present in the KN-RM gate; however, with the expression pattern of F4/80, TIM4, and CD11b, some LAMs may also be in the Ly6C^lo^-RM gate (Seidman et al., 2020). However, as distinct diets were used, this may also affect the populations present. With this in mind, it will also be important to examine whether LAMs are found within CLEC2^-^ macs recruited in the MCD-model (Tran et al., 2020). Additionally, Xiong et al. (2019) have also described a population of macs termed NASH-associated macs (NAMs). In contrast to our study, the NAMs were identified as KCs. However, only a subset of these cells expressed KC identity genes like *Cd5l* or *Clec4f* (Remmerie et al., 2020; Xiong et al., 2019), suggesting that these may also include LAMs.

How important is the distinction between the recruited mac subsets? 

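Among the DEGs between WD ResKCs and CLEC4F- macs at 24 weeks whose samples did not overlap, the 3 picked by the highest fitted rise in ResKCs were *Adra2c*, *Ric3* and *En2*, and the 3 picked for a fall were *Gpr141*, *Mcf2l* and *Tnfsf8*. *Adra2c* and *Ric3* were at or under 3 counts in every CLEC4F- mac sample, so that their expression in ResKCs was at least 20.5-fold and 37.9-fold higher. *En2* had a log2 fold change of 7.42 (standard error 1.10, adjusted p = 2.33e-06, edgeR's quasi-likelihood test). *Gpr141*, *Mcf2l* and *Tnfsf8* were at or under 3 counts in every ResKC sample and at least 182-fold, 26.3-fold and 14.1-fold higher in CLEC4F- macs. Fitted values rank genes near 0 counts high, so these genes need not have the greatest measured change.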

While others have suggested minimal differences between TIM4^-^ macs and ResKCs in NASH (Seidman et al., 2020), by dividing the population into moKCs and LAMs, we identified that moKCs largely resembled ResKCs, while LAMs had more than 700 DEGs compared with ResKCs, including differences in lipid metabolism and immune activation. Moreover, as the hepatic LAMs best resemble scar-associated macrophages described in fibrotic human livers (Ramachandran et al., 2019), this distinction is also clinically relevant. Moreover, hepatic LAMs expressed *Sppi* encoding the chemokine Osteo- pontin. Osteopontin has recently been described as a good biomarker of NASH in patient serum (Glass et al., 2018). Thus, as hepatic LAMs were only identified in the later stages of disease correlating with worsening disease and fibrosis, it is tempting to speculate that this increase in osteopontin observed in patients could be attributed to the hepatic LAMs. In addition, osteopontin has been implicated in driving collagen I production from HSCs (Seth et al., 2014) and thus is thought to contribute to fibrosis (Arriazu et al., 2017). This could suggest that hepatic LAMs drive the progression to NASH. Indeed, recent studies blocking osteopontin in mice models of NASH have suggested a protective effect (Coombes et al., 2016; Honda et al., 2020; Kiefer et al., 2010). Unfortunately, to date, we do not have the tools to target this population specifically to address these questions, but generating these is an important aim for the future.

Turning our attention to the ResKCs, we found that, contrary to the current line of thinking (Reid et al., 2016; Tosello-Trampont et al., 2012; Krenkel and Tacke, 2017), ResKCs are not pro-inflammatory in MAFLD. Thus, this questions the proposed role of KCs as drivers of NASH, through their role as inflammatory mediators (Krenkel and Tacke, 2017). 

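The DEGs were also set against the gene lists of Table S6 with its log2 fold changes over 1.5. Of the 100 genes that Table S6 gives for WD against SD ResKCs at 24 weeks, 87 were among the 109 found here. Of the 781 genes it gives for ResKCs against CLEC4F- macs, 722 were among the 786 found here. Across all 145 and 1170 genes that Table S6 lists for these comparisons, the log2 fold changes had a Pearson correlation of 0.955 and 0.990 with those of Table S6; these are correlations across genes, which are not independent replicates, and the lists come from the same samples.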

While not pro-inflammatory, ResKCs had an altered transcriptome in MAFLD; however, the scale of these changes was modest compared with differences between ResKCs and LAMs. Moreover, minor, if any, changes were observed in the metabolomics and lipidomics profiles of KCs. One possibility is that the modest response observed here is because we can only profile the remaining ResKCs. Perhaps if we were to catch the ResKCs just prior to their loss, increased differences would be observed. The modest response of ResKCs is in contrast to a recent report, where over 800 DEGs genes have been identified between NASH and healthy ResKCs. For example, we did not observe the altered expression of *C6 or Cdl63* (Seidman et al., 2020). 

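*C6* (chromosome 15, 4727175 to 4814967 in mm10) had 1737 ± 164 CPM in SD ResKCs and 1333 ± 284 CPM in WD ResKCs at 24 weeks (SD, n = 6 each), a log2 fold change of -0.38 (standard error 0.42, adjusted p = 0.626, edgeR's quasi-likelihood test). In 5 of the 6 WD samples it was below every SD sample. *Cd163* (chromosome 6, 124304656 to 124330527) had 1667 ± 222 CPM on the SD at 24 weeks, and its log2 fold change on the WD was -0.16 (standard error 0.25, adjusted p = 0.736). At 12 weeks the log2 fold changes were -0.14 for *C6* (adjusted p = 0.954) and -0.15 for *Cd163* (adjusted p = 0.904). For *Cd163* at 24 weeks the sign was not stable, with 0.02 in a fit with the mean of 10 immediate-early and heat-shock genes as a covariate.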

The reasons for these differences remain unclear but could be related to the timing or diet used. As many KC residence and identity genes were downregulated in NASH TIM4^+^ KCs in the study from Seidman et al. (2020), one possibility is that the proportion of moKCs acquiring TIM4 expression may be different between the models, leading to a more immature KC profile in NASH in the study from the Glass lab. Indeed, many of the DEGs reported between NASH and healthy KCs, including *C4b, Timd4, Marco,* and *Hmoxi,* were dysregulated between our moKCs and ResKCs. However, overall, the differences between moKCs and ResKCs in our model were also relatively modest (72 DEGs, LogFC > 1.5).

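In the samples from WD-fed mice at 24 weeks, *Timd4* had 732 ± 116 CPM in ResKCs (SD, n = 6) and 12.5 ± 11.5 CPM in moKCs (SD, n = 5), a log2 fold change of 5.88 (standard error 0.41, adjusted p = 3.52e-12, edgeR's quasi-likelihood test). *Marco* had 1242 ± 669 and 22.3 ± 18.1 CPM, a log2 fold change of 5.80 (standard error 0.73, adjusted p = 2.83e-06), and *Hmox1* had 2321 ± 532 and 1038 ± 261 CPM, a log2 fold change of 1.16 (standard error 0.19, adjusted p = 0.000272). All 6 ResKC samples exceeded all 5 moKC samples in these 3 genes. The populations were sorted on TIM4, the protein of *Timd4*, so the separation in *Timd4* is no result independent of the sort. *C4b* had 1131 ± 193 CPM in ResKCs and 476 ± 581 CPM in moKCs, a log2 fold change of 1.25 (standard error 0.38, adjusted p = 0.0621). Replicate 1 of the moKCs lay above the ResKC mean, and without it the log2 fold change of *C4b* was 2.38 (adjusted p = 3.86e-08).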

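Between WD ResKCs and moKCs at 24 weeks 68 genes passed both limits for a DEG, 49 higher and 19 lower in ResKCs. Of the 73 genes that Table S6 gives for this comparison with a log2 fold change over 1.5, 61 were among the 68. Besides *Timd4*, whose protein was used for the sort, the genes picked by the highest fitted rise in ResKCs were *Chst8* and *Erich3*. Such fits rank genes near 0 counts high, and these 2 were at or under 3 counts in every moKC sample and at least 9.72-fold and 4.85-fold higher in ResKCs. The genes picked for a fall were *Mmp9*, *Cd207* and *Ccr3*. *Cd207* had 145 ± 59.7 CPM in ResKCs (SD, n = 6) and 993 ± 396 CPM in moKCs (SD, n = 5), a log2 fold change of -2.77 (standard error 0.33, adjusted p = 1.07e-06, edgeR's quasi-likelihood test). The log2 fold change of *Mmp9* was -4.11 (standard error 0.81, adjusted p = 0.00229) with all samples and -1.19 (adjusted p = 0.261) without moKC replicate 1. Between moKCs and CLEC4F- macs, 319 genes passed the limits, 135 higher and 184 lower in moKCs.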

Despite these differences, our observation that ResKCs were gradually lost from the tissue in MAFLD is consistent with the other recent studies (Seidman et al., 2020; Tran et al., 2020). Regarding why ResKCs fail to self-maintain in MAFLD, one hypothesis is that they are no longer correctly adapted to the niche. While our data did not identify any major changes in the niche signals important for KC development and maintenance (Bonnardel et al., 2019; Sakai et al., 2019), we observed an increase in niche cell proliferation, suggesting an increased need to maintain cell numbers in MAFLD. Moreover, we also identified differences in the transcriptomes of these cells. However, further work is required to better understand the precise signals at play. With the knowledge that ResKCs have been suggested to be protective in NASH (Tran et al., 2020), our data suggesting a lack of ResKCs in HCC and the finding that osteopontin expression correlates with worse disease (Glass et al., 2018), perhaps if we can understand the signals driving ResKC loss and LAM generation in MAFLD, this could open the door to therapeutic options for patients to prevent and/or reverse progression to NASH and HCC.

Together, our data highlight the heterogeneity within the macrophage pool in MAFLD and highlight the need for examination of this heterogeneity when considering therapeutic options.

## Star* Methods

Detailed methods are provided in the online version of this paper and include the following:

• Key Resources Table

• Lead Contact
○ Materials Availability
○ Data and Code Availability
○ Additional Resources

• Experimental Model and Subject Details
○ In Vivo Animal Studies

• Method Details
○ Diet induced MAFLD
○ Intraperitoneal Glucose Tolerance Test
○ Insulin ELISA
○ Colorimetric assays
○ Histological analysis
○ Isolation of Liver Cells
○ Flow Cytometry and Cell Sorting
○ Confocal microscopy
○ Generation of BM chimeras
○ CSF1Fc administration
○ DT administration
○ RNA Sequencing, CITE-seq and qPCR
○ Preprocessing Data
○ Metabolomic profiling of Macrophages
○ Generation of M0, M1 and M2 *in vitro* macrophages
○ Lipidomic profiling of Macrophages
○ HCS LipidTOX Deep Red staining for microscopy
○ FIB-SEM
○ Lipid droplet analysis
○ Quantification of Microscopy
• Quantification and Statistical Analysis

**Table:** Key Resources Table

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		
Armenian Hamster Monoclonal CD103-PE (clone 2E7)	eBioscience	12-1031-82; RRID: AB_465799
Rat Monoclonal CD11b - BV605 (clone M1/70)	BD Horizon	563015; RRID: AB_2737951
Rat Monoclonal CD11b - PE-Cy7 (clone M1/70)	BD PharMingen	552850; RRID: AB_394491
Armenian Hamster Monoclonal CD11c -PE-eFluor610 (clone N418)	eBioscience	61-0114-82; RRID: AB_2574530
Rat Monoclonal CD172a - BB630P (clone P84)	BD Customs	624294
Rat Monoclonal CD19 - PE-Cy5 (clone 1D3)	eBioscience	15-0193-82 ; RRID: AB_657672
Rat Monoclonal CD206 - APC (clone C068C2)	BioLegend	141708; RRID: AB_10900231
Rat Monoclonal CD26 - FITC (clone H194-112)	BD PharMingen	559652; RRID: AB_397295
Rat Monoclonal CD31 - Unconjugated (clone MEC 13.3)	BD PharMingen	550274; RRID: AB_393571
Rat Monoclonal CD38 - AF700 (clone 90)	eBioscience	56-0381-82; RRID: AB_657740
Armenian Hamster Monoclonal CD3e -PE-Cy5 (clone 145-2C11)	TONBOBiosciences	55-0031; RRID: AB_2621815
Rat Monoclonal CD43 - BUV737 (clone S7)	BD Horizon	612840; RRID: AB_2738790
Rat Monoclonal CD45 - BV510 (clone 30-F11)	BioLegend	103138; RRID: AB_2563061
Rat Monoclonal CD45 - PE-Cy7 (clone 30-F11)	eBioscience	25-0451-82; RRID: AB_469625
Mouse Monoclonal CD45.1 - PE (clone A20)	BD PharMingen	553776; RRID: AB_395044
Mouse Monoclonal CD45.2 - AF700 (clone 104)	eBioscience	56-0454-82; RRID: AB_657752
Rat Monoclonal CD45R - PE-Cy5 (clone RA3-6B2)	BD Biosciences	553091; RRID: AB_394621
Mouse Monoclonal CD64 - AF647 (clone X54-5/7.1)	BD PharMingen	558539; RRID: AB_647120
Mouse Monoclonal CD64 - BV711 (clone X54-5/7.1)	BioLegend	139311; RRID: AB_2563846
Rat Monoclonal CD9 - PE (clone MZ3)	BioLegend	124805; RRID: AB_1279327
Rat Monoclonal CD9 - PE/Dazzle594 (clone MZ3)	BioLegend	124822; RRID: AB_2800602
Rat Monoclonal CLEC2 - PE (clone 17D9)	Biolegend	146104; RRID: AB_2562382
Goat Polyclonal Clec4F - Unconjugated	R & D Systems	AF2784; RRID: AB_2081339
Rat Monoclonal Clec4F - Unconjugated (clone 370901)	R & D Systems	MAB2784; RRID: AB_2081338
Rabbit Polyclonal Desmin - Unconjugated	Abcam	ab15200; RRID: AB_301744
Donkey Anti-Goat IgG - AF488	Invitrogen	A-11055; RRID: AB_2534102
Donkey Anti-Goat IgG - AF555	Invitrogen	A-21432; RRID: AB_2535853
Donkey Anti-Goat IgG - AF647	Invitrogen	A-21447; RRID: AB_2535864
Donkey Anti-Rat IgG - Cy3	Jackson ImmunoResearch	712-166-153; RRID: AB_2340669
Rat Monoclonal Epcam - APC (clone G8.8)	eBioscience	17-5791-82; RRID: AB_2716944
Rat Monoclonal F4/80 - Biotin (clone BM8)	eBioscience	13-4801-85; RRID: AB_466657
Rat Monoclonal F4/80 - BV785 (clone BM8)	BioLegend	123141; RRID: AB_2563667
Rat Monoclonal F4/80 - eFluor450 (clone BM8)	eBioscience	48-4801-82; RRID: AB_1548747
Rabbit Polyclonal Glutamine Synthetase - Unconjugated	Abcam	ab73593: RRID: AB_2247588
Goat Anti-Rabbit IgG - AF514	Invitrogen	A-31558; RRID: AB_2536173
Rat Monoclonal IL12/IL23p40 - eFluor450 (clone C17.8)	eBioscience	48-7123-82; RRID: AB_2574111
Rat Monoclonal IL1b - APC-eFluor780 (clone NJTEN3)	eBioscience	47-7114-82; RRID: AB_2573996
Rat Monoclonal IL-6 - PE (clone MP5-20F3)	eBioscience	12-7061-82; RRID: AB_466165
Mouse Monoclonal Ki67 antigen - BV786 (clone B56)	BD Horizon	563756; RRID: AB_2732007
Rat Monoclonal Ki67 antigen -Unconjugated (clone TEC-3)	Agilent Dako	M7249; RRID: AB_2250503
Rat Monoclonal Ly6C - Biotin (clone AL-21)	BD PharMingen	557359; RRID: AB_396663
Rat Monoclonal Ly6C - eFluor450 (HK1.4)	eBioscience	48-5932-82; RRID: AB_10805519
Rat Monoclonal Ly6G - AF700 (clone 1A8)	BD PharMingen	561236; RRID: AB_10611860
Rat Monoclonal Ly6G - BUV395 (clone 1A8)	BD Horizon	563978: RRID: AB_2716852
Rat Monoclonal Ly6G - BUV563 (clone 1A8)	BD Horizon	612921: RRID: AB_2739334
Ra Monoclonal Lyve-1 - Biotin (ALY7)	eBioscience	13-0443-82; RRID: AB_1724157
Rat Monoclonal MGL1 - AF647 (LOM-8.7)	BioLegend	145603; RRID: AB_2561986
Rat Monoclonal MHCII - AF700 (clone M5/ 114.15.2)	eBioscience	56-5321-82; RRID: AB_494009
Rat Monoclonal MHCII - APC-eFluor780(clone M5/114.15.2)	eBioscience	47-5321-82; RRID: AB_1548783
Rat Monoclonal MHCII - BUV805 (clone M5/114.15.2)	BD Customs	624287
Mouse Monoclonal NK1.1 - PE-Cy5 (clone PK136)	BioLegend	108716; RRID: AB_493590
Rat Monoclonal SiglecF - BUV395 (clone E50-2440)	BD Biosciences	740280; RRID: AB_2740019
Goat Polyclonal Spp1 - Unconjugated	R & D Systems	AF808; RRID: AB_2194992
Mouse Monoclonal T-bet - PE-Cy7 (clone 4B10)	eBioscience	25-5825-82; RRID: AB_11042699
Rat Monoclonal Ter119 - PE-Cy5 (clone TER-119)	eBioscience	15-5921-82; RRID: AB_468810
Rat Monoclonal Tim4 - AF647 (clone RMT4-54)	BioLegend	130008; RRID: AB_2271648
Rat Monoclonal Tim4 - PerCP-Cy5.5 (clone RMT4-54)	eBioscience	46-5866-82; RRID: AB_2573781
Rat Monoclonal TNFa - APC (MP6-XT22)	BD PharMingen	554420; RRID: AB_398553
Mouse Monoclonal XCR1 - BV650 (ZET)	BioLegend	148220; RRID: AB_2566410
TotalSeq™-A0001 anti-mouse CD4 Antibody (clone RM4-5)	BioLegend	100569; RRID: AB_2749956
TotalSeq™-A0002 anti-mouse CD8a Antibody (clone 53-6.7)	BioLegend	100773; RRID: AB_2734151
TotalSeq™-A0003 anti-mouse CD366 (Tim-3) Antibody (clone RMT3-23)	BioLegend	119729; RRID: AB_2734178
TotalSeq™-A0004 anti-mouse CD279 (PD-1) Antibody (clone RMP1-30)	BioLegend	109123; RRID: AB_2734169
TotalSeq™-A0012 anti-mouse CD117 (c-kit) Antibody (clone 2B8)	BioLegend	105843; RRID: AB_2749960
TotalSeq™-A0013 anti-mouse Ly-6C Antibody (clone HK1.4)	BioLegend	128047; RRID: AB_2749961
TotalSeq™-A0014 anti-mouse/human CD11b Antibody (clone M1/70)	BioLegend	101265; RRID: AB_2734152
TotalSeq™-A0015 anti-mouse Ly-6G Antibody (clone 1A8)	BioLegend	127655; RRID: AB_2749962
TotalSeq™-A0070 anti-human/mouse CD49f Antibody (clone GoH3)	BioLegend	313633; RRID: AB_2734291
TotalSeq™-A0073 anti-mouse/human CD44 Antibody (clone IM7)	BioLegend	103045; RRID: AB_2734154
TotalSeq™-A0074 anti-mouse CD54 Antibody (clone YN1/1.7.4)	BioLegend	116127; RRID: AB_2734177
TotalSeq™-A0076 anti-mouse/human CD15 (SSEA-1) Antibody (clone MC-480)	BioLegend	125615; RRID: AB_2800603
TotalSeq™-A0077 anti-mouse CD73 Antibody (clone TY/11.8)	BioLegend	127227; RRID: AB_2749980
TotalSeq™-A0078 anti-mouse CD49d Antibody (clone R1-2)	BioLegend	103623; RRID: AB_2734159
TotalSeq™-A0079 anti-mouse CD200 (OX2) Antibody (clone OX-90)	BioLegend	123811; RRID: AB_2734191
TotalSeq™-A0090 Mouse IgG1, ***k*** isotype Ctrl Antibody (clone MOPC-21)	BioLegend	400199
TotalSeq™-A0091 Mouse IgG2a, ***k*** isotype Ctrl Antibody (clone MOPC-173)	BioLegend	400285
TotalSeq™-A0092 Mouse IgG2b, ***k*** isotype Ctrl Antibody (clone MPC-11)	BioLegend	400373
TotalSeq™-A0093 anti-mouse CD19 Antibody (clone B4)	BioLegend	115559; RRID: AB_2749981
TotalSeq™-A0094 anti-mouse CD3e Antibody (clone 145-2C11)	BioLegend	100369; RRID: AB_2734149
TotalSeq™-A0095 Rat IgG2b, ***k*** Isotype Ctrl Antibody (clone RTK4530)	BioLegend	400673
TotalSeq™-A0097 anti-mouse CD25 Antibody (clone PC61)	BioLegend	102055; RRID: AB_2749982
TotalSeq™-A0098 anti-mouse CD135 Antibody (clone A2F10)	BioLegend	135316; RRID: AB_2749983
TotalSeq™-A0103 anti-mouse/human CD45R/B220 Antibody	BioLegend	103263; RRID: AB_2734158
TotalSeq™-A0104 anti-mouse CD102 Antibody (clone 3C4 (MIC2/4))	BioLegend	105613; RRID: AB_2734167
TotalSeq™-A0105 anti-mouse CD115 (CSF-1R) Antibody (clone AFS98)	BioLegend	135533; RRID: AB_2734198
TotalSeq™-A0106 anti-mouse CD11c Antibody (clone N418)	BioLegend	117355; RRID: AB_2750352
TotalSeq™-A0107 anti-mouse CD21/CD35 (CR2/CR1) Antibody (clone 7E9)	BioLegend	123427; RRID: AB_2750540
TotalSeq™-A0108 anti-mouse CD23 Antibody (clone B3B4)	BioLegend	101635; RRID: AB_2750358
TotalSeq™-A0109 anti-mouse CD16/32 Antibody (clone 93)	BioLegend	101343; RRID: AB_2750532
TotalSeq™-A0110 anti-mouse CD43 Antibody (clone S11)	BioLegend	143211; RRID: AB_2750541
TotalSeq™-A0111 anti-mouse CD5 Antibody (clone 53-7.3)	BioLegend	100637; RRID: AB_2749985
TotalSeq™-A0112 anti-mouse CD62L Antibody (clone MEL-14)	BioLegend	104451; RRID: AB_2750364
TotalSeq™-A0113 anti-mouse CD93 (AA4.1, early B lineage) Antibody (clone AA4.1)	BioLegend	136513; RRID: AB_2750375
TotalSeq™-A0114 anti-mouse F4/80 Antibody (clone BM8)	BioLegend	123153; RRID: AB_2749986
TotalSeq™-A0115 anti-mouse FcεRIα Antibody (clone MAR-1)	BioLegend	134333; RRID: AB_2749987
TotalSeq™-A0117 anti-mouse I-A/I-E Antibody (clone M5/114.15.2)	BioLegend	107653; RRID: AB_2750505
TotalSeq™-A0118 anti-mouse NK-1.1 Antibody (clone PK136)	BioLegend	108755; RRID: AB_2750536
TotalSeq™-A0119 anti-mouse Siglec H Antibody (clone 551)	BioLegend	129615; RRID: AB_2750537
TotalSeq™-A0130 anti-mouse Ly-6A/E (Sca-1) Antibody (clone D7)	BioLegend	108147; RRID: AB_2750535
TotalSeq™-A0171 anti-human/mouse/rat CD278 (ICOS) Antibody (clone C398.4A)	BioLegend	313555; RRID: AB_2800824
TotalSeq™-A0173 anti-mouse CD206 (MMR) Antibody (clone C068C2)	BioLegend	141735
TotalSeq™-A0184 anti-mouse CD335 (NKp46) Antibody (clone 29A1.4)	BioLegend	137633; RRID: AB_2734199
TotalSeq™-A0190 anti-mouse CD274 (B7-H1, PD-L1) Antibody (clone MIH6)	BioLegend	153604; RRID: AB_2783125
TotalSeq™-A0191 anti-mouse/rat/human CD27 Antibody (clone LG.3A10)	BioLegend	124235; RRID: AB_2750344
TotalSeq™-A0192 anti-mouse CD20 Antibody (clone SA275A11)	BioLegend	150423; RRID: AB_2734214
TotalSeq™-A0193 anti-mouse CD357 (GITR) Antibody (clone DTA-1)	BioLegend	126319; RRID: AB_2734195
TotalSeq™-A0194 anti-mouse CD137 Antibody (clone 17B5)	BioLegend	106111; RRID: AB_2783048
TotalSeq™-A0195 anti-mouse CD134 (OX-40) Antibody (clone OX-86)	BioLegend	119426; RRID: AB_2750376
TotalSeq™-A0197 anti-mouse CD69 Antibody (clone H1.2F3)	BioLegend	104546; RRID: AB_2750539
TotalSeq™-A0198 anti-mouse CD127 (IL-7Ra) Antibody (clone A7R34)	BioLegend	135045; RRID: AB_2750009
TotalSeq™-A0200 anti-mouse CD86 Antibody (clone GL-1)	BioLegend	105047; RRID: AB_2750348
TotalSeq™-A0201 anti-mouse CD103 Antibody (clone 2E7)	BioLegend	121437; RRID: AB_2750349
TotalSeq™-A0202 anti-mouse CD64 (FcγRI) Antibody (clone X54-5/7.1)	BioLegend	139325; RRID: AB_2750367
TotalSeq™-A0203 anti-mouse CD150 (SLAM) Antibody (clone TC15-12F12.2)	BioLegend	115945; RRID: AB_2783055
TotalSeq™-A0204 anti-mouse CD28 Antibody (clone 37.51)	BioLegend	102129
TotalSeq™-A0212 anti-mouse CD24 Antibody (clone M1/69)	BioLegend	101841; RRID: AB_2750380
TotalSeq™-A0214 anti-human/mouse integrin ß7 Antibody (clone FIB504)	BioLegend	321227; RRID: AB_2750504
TotalSeq™-A0225 anti-mouse CD196 (CCR6) Antibody (clone 29-2L17)	BioLegend	129825; RRID: AB_2783083
TotalSeq™-A0226 anti-mouse CD106 Antibody (clone 429 (MVCAM.A))	BioLegend	105725; RRID: AB_2783044
TotalSeq™-A0227 anti-mouse CD122 (IL-2Rb) Antibody (clone 5H4)	BioLegend	105909
TotalSeq™-A0228 anti-mouse CD183 (CXCR3) Antibody (clone CXCR3-173)	BioLegend	126543
TotalSeq™-A0229 anti-mouse CD62P (P-selectin) Antibody (clone RMP-1)	BioLegend	N/A
TotalSeq™-A0230 anti-mouse CD8b (Ly-3) Antibody (clone YTS156.7.7)	BioLegend	126623; RRID: AB_2800615
TotalSeq™-A0232 anti-mouse MAdCAM-1 Antibody (clone MECA-367)	BioLegend	120713; RRID: AB_2783058
TotalSeq™-A0236 Rat IgG1, ***k*** Isotype Ctrl Antibody (clone RTK2071)	BioLegend	400459
TotalSeq™-A0237 Rat IgG1, l Isotype Ctrl Antibody (clone G0114F7)	BioLegend	401919
TotalSeq™-A0238 Rat IgG2a, ***k*** Isotype Ctrl Antibody (clone RTK2758)	BioLegend	400571
TotalSeq™-A0240 Purified Rat IgG2c, ***k*** Isotype Ctrl Antibody (clone RTK4174)	BioLegend	400739
TotalSeq™-A0241 Armenian Hamster IgG Isotype Ctrl Antibody (clone HTK888)	BioLegend	400973
TotalSeq™-A0250 anti-mouse/human KLRG1 (MAFA) Antibody (clone 2F1/KLRG1)	BioLegend	138431; RRID: AB_2800648
TotalSeq™-A0376 anti-mouse CD195 (CCR5) Antibody (clone HM-CCR5)	BioLegend	107019; RRID: AB_2783049
TotalSeq™-A0377 anti-mouse CD197 (CCR7) Antibody (clone 4B12)	BioLegend	120129
TotalSeq™-A0378 anti-mouse CD223 (LAG-3) Antibody (clone C9B7W)	BioLegend	125229; RRID: AB_2783078
TotalSeq™-A0379 anti-mouse CD62E (Eselectin) Antibody (clone RME-1/CD62E)	BioLegend	N/A
TotalSeq™-A0381 anti-mouse Panendothelial Cell Antigen Antibody (clone MECA-32)	BioLegend	120507; RRID: AB_2783057
TotalSeq™-A0388 anti-mouse CD152 Antibody (clone UC10-4B9)	BioLegend	106325
TotalSeq™-A0415 anti-P2RY12 Antibody (clone S16007D)	BioLegend	848009; RRID: AB_2783419
TotalSeq™-A0416 anti-mouse CD300LG (Nepmucin) Antibody (clone ZAQ5)	BioLegend	147105; RRID: AB_2783116
TotalSeq™-A0422 anti-mouse CD172a (SIRPa) Antibody (clone P84)	BioLegend	144033; RRID: AB_2800670
TotalSeq™-A0424 anti-mouse CD14 Antibody (clone Sa14-2)	BioLegend	123333; RRID: AB_2800591
TotalSeq™-A0426 anti-mouse CD192 (CCR2) Antibody (clone SA203G11)	BioLegend	150625; RRID: AB_2783122
TotalSeq™-A0437 anti-mouse/human CD207 Antibody (clone 4C7)	BioLegend	N/A
TotalSeq™-A0438 anti-mouse/rat KKC2 Antibody	BioLegend	N/A
TotalSeq™-A0440 anti-mouse CD169 (Siglec-1) Antibody (clone N1/12)	BioLegend	142425; RRID: AB_2783106
TotalSeq™-A0441 anti-mouse CD71 Antibody (clone 3D6.112)	BioLegend	113824; RRID: AB_2800574
TotalSeq™-A0442 anti-mouse Notch 1 Antibody (HMN1-12)	BioLegend	130617; RRID: AB_2783085
TotalSeq™-A0443 anti-mouse CD41 Antibody (clone MWReg30)	BioLegend	133937; RRID: AB_2800635
TotalSeq™-A0448 anti-mouse CD204 (Msr1) Antibody (clone 1F8C33)	BioLegend	154703; RRID: AB_2783126
TotalSeq™-A0449 anti-mouse CD326 (Ep-CAM) Antibody (clone G8.8)	BioLegend	118237; RRID: AB_2800586
TotalSeq™-A0551 anti-mouse CD301a (MGL1) Antibody (clone LOM-8.7)	BioLegend	145611; RRID: AB_2783114
TotalSeq™-A0552 anti-mouse CD304 (Neuropilin-1) Antibody (clone 3E12)	BioLegend	145215; RRID: AB_2750383
TotalSeq™-A0554 anti-mouse CD309 (VEGFR2, Flk-1) Antibody (clone 89B3A5)	BioLegend	121921; RRID: AB_2783066
TotalSeq™-A0555 anti-mouse CD36 Antibody (clone HM36)	BioLegend	102621; RRID: AB_2800557
TotalSeq™-A0556 anti-mouse CD370 (CLEC9A-DNGR1) Antibody (clone 7H11)	BioLegend	N/A
TotalSeq™-A0557 anti-mouse CD38 Antibody (clone 90)	BioLegend	102733; RRID: AB_2750556
TotalSeq™-A0558 anti-mouse CD55 (DAF) Antibody (clone RIKO-3)	BioLegend	131809; RRID: AB_2783086
TotalSeq™-A0559 anti-mouse CD63 Antibody (clone NVG-2)	BioLegend	143915; RRID: AB_2783109
TotalSeq™-A0560 anti-mouse CD68 Antibody (clone FA-11)	BioLegend	137031; RRID: AB_2783099
TotalSeq™-A0561 anti-mouse CD79b (Igb) Antibody (clone HM79-12)	BioLegend	132811; RRID: AB_2783087
TotalSeq™-A0562 anti-mouse CD83 Antibody (clone Michel-19)	BioLegend	121519; RRID: AB_2783061
TotalSeq™-A0563 anti-mouse CX3CR1 Antibody (clone SA011F11)	BioLegend	149041; RRID: AB_2783121
TotalSeq™-A0564 anti-mouse Folate Receptor ß (FR-ß) Antibody (clone 10/FR2)	BioLegend	153307; RRID: AB_2800690
TotalSeq™-A0565 anti-mouse MERTK (Mer) Antibody (clone 2B10C42)	BioLegend	151511
TotalSeq™-A0566 anti-mouse CD301b (MGL2) Antibody (clone URA-1)	BioLegend	146817; RRID: AB_2783115
TotalSeq™-A0567 anti-mouse Tim-4 Antibody (clone RMT4-54)	BioLegend	130011; RRID: AB_2783084
TotalSeq™-A0568 anti-mouse/rat XCR1 Antibody (clone ZET)	BioLegend	148227; RRID: AB_2783120
TotalSeq™-A0570 anti-mouse/rat CD29 Antibody (clone HMß1-1)	BioLegend	102233; RRID: AB_2783042
TotalSeq™-A0573 anti-mouse CD140a Antibody (clone APA5)	BioLegend	135917; RRID: AB_2783094
TotalSeq™-A0595 anti-mouse CD11a Antibody (clone M17/4)	BioLegend	101125; RRID: AB_2783036
TotalSeq™-A0596 anti-mouse ESAM Antibody (clone 1G8/ESAM)	BioLegend	136209; RRID: AB_2800642	
Chemicals, Peptides, and Recombinant Proteins
Acetonnitrile	Sigma-Aldrich	14261
Antigenfix	Diapath	P0014
ß-mercaptoethanol	Sigma-Aldrich	M3148
Bodipy 493/503	Thermo Fisher	D3922
Brefeldin	BioLegend	420601
BUV805 - Streptavidin	BD Horizon	564923
BV605 - Streptavidin	BD Horizon	563260
Calcium chloride dihydrate	Merck	1023821000
Collagenase A	Sigma-Aldrich	11088793001
CSF1fc	Bio-Rad	PPP031
D-(-)-Fructose	Merck-Millipore	1040071000
D-(+)-Glucose	Sigma-Aldrich	G7528
D(+)-Saccharose	VWR International	PROL27483.294
DAPI	Invitrogen	D1306; RIDD: AB_2629482
DMEM	Invitrogen	41965-039
DnaseI	Sigma-Aldrich	04 536 282 001
Donkey Serum	Abcam	ab7475
EDTA	Westburg	51234
EGTA	Sigma-Aldrich	E3889
Eosin	VWR International	MERC 1.15935
FcBlock 2.4G2	Bioceros	N/A
FCS	Bodinco	5010
Fixable Viability due Live/Dead - eFluor506	eBioscience	65-0866-18
Fixable Viability due Live/Dead - eFluor780	eBioscience	65-0865-18
Fixation/Permeabilization Solution Kit	BD Cytofix/Cytoperm	554714
FoxP3 Transcription factor staining buffer kit	eBioscience	00-5523-00
Gentamicin	GIBCO	15710-049
GlutaMAX	Thermo Fisher	35050-038
Gluteraldehyde 25%	Sigma-Aldrich	G5882
Goat Serum	Sigma-Aldrich	G9023
HCS LipidTOX™ Deep Red	Invitrogen	H34477
Hematoxylin	VWR International	MERC1.05174
HEPES	Sigma-Aldrich	H3375
Isopropanol	Vel	T0108
Methanol	Merck Millipore	13680502
Monensin	BioLegend	420701
Paraformaldehyde 10%	EMS	15712
PE-Cy5 - Streptavidin	BioLegend	405205
Phalloidin - Alexa Fluor™ 680	Invitrogen	A22286
Phenol Red	Sigma-Aldrich	P3532
Poly-Lysine	Sigma-Aldrich	P8920
Potassium chloride	Sigma-Aldrich	P9541
Potassium Ferricyanide	EMS	20150
ProLong Diamond	Thermo Fisher	P36970
Rat Serum	Sigma-Aldrich	R9759
RPMI 1640	GIBCO	52400-025
Saponin	Sigma-Aldrich	4521
Sodium bicarbonate	Sigma-Aldrich	792519
Sodium chloride	Sigma-Aldrich	746398
Sodium Dihydrogen Phosphate Monohydrate	Sigma-Aldrich	1063461000
Sodium phosphate dibasic dihydrate	Sigma-Aldrich	71643
Tissue-Tek O.C.T	Sakura Finetek	4583
Xylene	Prolabo	PROL28973.363
Critical Commercial Assays
ALLin HS Red Taq Mastermix 2x	highQu	HQ.HSM0350
Cholesterol/Cholesteryl Ester Quantitation Kit	Abnova	KA0829
PicroSirius Red Staining Kit	Abcam	ab150681
PrimeFlow RNA assay kit	Thermo Fisher	88-18005-210
RNEasy Plus Micro Kit	QIAGEN	74034
SensiFAST cDNA Synthesis Kit	Bioline	BIO-65054
SensiFAST SYBR No-ROX Kit	Bioline	BIO-98020
*Spp1* Alexa Fluor 647 probes Type 1 for PrimeFlow	Thermo Fisher	PF-204
Triglyceride Colorimetric Assay Kit	Cayman	10010303
Ultra Sensitive Mouse Insulin ELISA kit	Crystal Chem Inc.	90080
Oligonucleotides
*Actb -* qPCR FWD	IDT	GCTTCTAGGCGGACTGTTACTGA
*Actb -* qPCR REV	IDT	GCCATGCCAATGTTGTCTCTTAT
*Atf3* - qPCR FWD	IDT	GAGGATTTTGCTAACCTGACACC
*Atf3* - qPCR REV	IDT	TTGACGGTAACTGACTCCAGC
*Bmp10-* qPCR FWD	IDT	ACCAGACGTTGGCAAAAGTCAGGC
*Bmp10-* qPCR REV	IDT	GATGATCCAGGAGTCCCACCCAAT
*Bmp2* - qPCR FWD	IDT	TGCACCAAGATGAACACAGC
*Bmp2* - qPCR REV	IDT	GTGCCACGATCCAGTCATTC
*Bmp6* - qPCR FWD	IDT	AAGACCCGGTGGTGGCTCTA
*Bmp6* - qPCR REV	IDT	CTGTGTGAGCTGCCCTTGCT
*Calr -* qPCR FWD	IDT	GAATACAAGGGCGAGTGGAA
*Calr -* qPCR REV	IDT	GGGGGAGTATTCAGGGTTGT
*Cd36 -* qPCR FWD	IDT	GGAGCCATCTTTGAGCCTTCA
*Cd36 -* qPCR REV	IDT	GAACCAAACTGAGGAATGGATCT
*Col1a2 -* qPCR FWD	IDT	TGAAGTGGGTCTTCCAGGTCTTTC
*Col1a2 -* qPCR REV	IDT	CACCCTTGTTACCGGATTCTCCTT
*Cp* - qPCR FWD	IDT	TCTACCAAGGAGTAGCCAGGA
*Cp* - qPCR REV	IDT	ATCTTCCCTCTCATCCGTGC
*Csf1 -* qPCR FWD	IDT	CGGGCATCATCCTAGTCTTGCTGACTGT
*Csf1 -* qPCR REV	IDT	ATAGTGGCAGTATGTGG GGGGCATCCTC
*Cxcl10 -* qPCR FWD	IDT	GTCTGAGTGGGACTCAAGGGAT
*Cxcl10 -* qPCR REV	IDT	TCAACACGTGGGCAGGATAG
*Cyp2e1* - qPCR FWD	IDT	GTTGCCTTGCTTGTCTGGAT
*Cyp2e1* - qPCR REV	IDT	AGGAATTGGGAAAGGTCCTG
*Dll4 -* qPCR FWD	IDT	TTCCAGGCAACCTTCTCCGA
*Dll4 -* qPCR REV	IDT	ACTGCCGCTATTCTTGTCCC
*Fabp4* - qPCR FWD	IDT	GATGAAATCACCGCAGACGACA
*Fabp4* - qPCR REV	IDT	ATTGTGGTCGACTTTCCATCCC
*Fga -* qPCR FWD	IDT	TTCTGCTCTGATGATGACTGGAA
*Fga -* qPCR REV	IDT	GGCTTCGTCAATCAACCCTTT
*Gdf2 -* qPCR FWD	IDT	TGAGTCCCATCTCCATCCTC
*Gdf2 -* qPCR REV	IDT	ACCCACCAGACACAAGAAGG
*Hspa5* - qPCR FWD	IDT	ACCCACCAAGAAGTCTCAGATCTT
*Hspa5* - qPCR REV	IDT	CGTTCACCTTCATAGACCTTGATTG
*Il1b* - qPCR FWD	IDT	GCAACTGTTCCTGAACTCAACT
*Il1b* - qPCR REV	IDT	ATCTTTTGGGGTCCGTCAACT
*Il34* - qPCR FWD	IDT	CTTTGGGAAACGAGAATTTGGAGA
*Il34* - qPCR REV	IDT	GCAATCCTGTAGTTGATGGGGAAG
*Il6* - qPCR FWD	IDT	TGATGGATGCTACCAAACTGG
*Il6* - qPCR REV	IDT	TTCATGTACTCCAGGTAGCTATGG
*Lcn2 -* qPCR FWD	IDT	TGCCACTCCATCTTTCCTGTT
*Lcn2 -* qPCR REV	IDT	GGGAGTGCTGGCCAAATAAG
*Mki67 -* qPCR FWD	IDT	ATCATTGACCGCTCCTTTAGGT
*Mki67 -* qPCR REV	IDT	GCTCGCCTTGATGGTTCCT
*Tgfb1 -* qPCR FWD	IDT	CTCCCGTGGCTTCTAGTGC
*Tgfb1 -* qPCR REV	IDT	GCCTTAGTTTGGACAGGATCTG
*Tnf-* qPCR FWD	IDT	TCTTCTCATTCCTGCTTGTGG
*Tnf-* qPCR REV	IDT	GGTCTGGGCCATAGAACTGA
*Tnfaip2* - qPCR FWD	IDT	AAACCAATGGTGATGGAAACTG
*Tnfaip2* - qPCR REV	IDT	GTTGTCCCATTCGTCATTCC
Software and Algorithms
Adobe Illustrator	Adobe	www.adobe.com
Enrichr	(Kuleshov et al., 2016)	http://amp.pharm.mssm.edu/Enrichr/
FlowJo v10.6.1	FlowJo	https://www.flowjo.com
GeneOntology	(Ashburner et al., 2000; The Gene Ontology Consortium, 2019)	http://geneontology.org/
GraphPad Prism 8	GraphPad	https://www.graphpad.com/
Harmony	(Korsunsky et al., 2019)	https://www.github.com/immunogenomics/harmony
Ilastik	(Berg et al., 2019)	https://www.ilastik.org/
ImageJ	(Schneider et al., 2012)	https://imagej.nih.gov/ij
Single-Cell Signature Explorer algorithm	(Pont et al., 2019)	https://sites.google.com/site/fredsoftwares/products/single-cell-signature-explorer
FastCAR		https://github.com/MarijnBerg/FastCAR
WEB-based GEne SeT AnaLysis Toolkit	(Liao et al., 2019)	http://www.webgestalt.org/
Zen Black	ZEISS Microscopy	www.zeiss.com
Experimental Models
Mouse: B6(C)-Ccr2 ^tm1^.^1Cln/J^	The Jackson Laboratory	JAX: 027619
Mouse: C57BL/6j SPF	Janvier Labs	N/A
Mouse: B6-Clec4f^hDTR/YFP-CIPHE^	(Scott et al., 2016)	N/A

### Experimental Model And Subject Details

#### *In Vivo* Animal Studies

The following mice were used in this study; C57BL/6J (Janvier), Ccr2GFP/+ (Satpathy etal., 2013) and *Clec4f*-DTR (Scott et al., 2016). All mice were used on a C57BL/6 background and only male mice were used for diet experiments while a mix of male and female mice were used for all experiments performed with normal chow diet. Mice were put on the diets from 5 weeks of age and sacrificed at indicated time points. All other mice were used between 6 and 12 weeks of age. All mice were bred and/or maintained at the VIB (Ghent University) under specific pathogen free conditions. All animals were randomly allocated to experimental groups. All experiments were performed in accordance with the ethical committee of the Faculty of Science, UGent and VIB.

#### Method Details

##### Diet induced MAFLD

To induce MAFLD and NASH, mice were fed a western diet (WD) high in fat, sugar and cholesterol as described previously (Ganz et al., 2015). This consisted of 58% fat, 1% cholesterol (Research Diets; D09061703i) and drinking water was supplemented with 23.1g/L fructose (MPBio) and 18.9g/L sucrose (VWR). Control mice were fed a standard diet with 11kcal% fat with corn starch (D12328i; Research Diets).

##### Intraperitoneal Glucose Tolerance Test

Following overnight fastening, mice were administered 2g/kg glucose via intraperitoneal injection. Blood glucose concentrations were measured 0, 15, 30, 60, 120 and 180 min later.

##### Insulin ELISA

Following overnight fasting, blood was collected from the tail, serum was collected and fasting insulin were measured on undiluted serum according to the manufacturer’s instructions using the Ultra Sensitive Mouse Insulin ELISA kit (Crystal Chem)

##### Colorimetric assays

After sacrifice, mice were bled by cardiac puncture and serum was collected. Serum cholesterol & cholesteryl esters were measured according to the manufacturer’s instructions using the Cholesterol & Cholesteryl Ester Quantitation Kit (Abnova). Serum triglycerides were measured according to the manufacturer’s instructions using the Triglyceride Colorimetric Assay Kit (Cayman).

##### Histological analysis

Livers were removed rapidly, a piece taken and fixed immediately in fresh 4% paraformaldehyde at RT for 24 h. Fixed livers were then dehydrated and embedded in paraffin, after which 5 μm cross sections were obtained using a Microm HM360. Sections were then deparaffinized, rehydrated and stained with hematoxylin and eosin using standard protocols. Sections were also stained for Picro- Sirius Red according to the manufacturer’s instructions using the Picro Sirius Red Stain kit (Abcam). Sections were imaged using a Zeiss AxioScan.Z1.

##### Isolation of Liver Cells

Liver cells were isolated by liver perfusion and digestion as described previously (Bonnardel et al., 2019). Briefly, after retrograde cannulation, livers were perfused for 1-2mins with an EGTA-containing solution, followed by a 5min (6ml/min) perfusion with 0.2mg/mL collagenase A. Livers were then removed, minced and incubated for 20mins with 0.4mg/mL collagenase A and 10U/ mL DNase at 37°C. All subsequent procedures were performed at 4°C. Samples were filtered over a 100 μm mesh filter and red blood cells were lysed. Samples were again filtered over a 40 μm mesh filter. After two centrifugation steps of 1 min at 50 g to isolate hepatocytes, remaining liver cells (leukocytes, LSECs and HSCs) were centrifuged at 400 g for 5mins before proceeding to antibody staining for flow cytometry.

##### Flow Cytometry and Cell Sorting

0.5-5x10^6^ cells were pre-incubated with 2.4G2 antibody (Bioceros) to block Fc receptor sand stained with appropriate antibodies at 4°C in the dark for 30-45 min. Cell viability was assessed using Fixable Viability dyes (eFluor780 oreFluor506; Thermo Fisher) and cell suspensions were analyzed with a BD FACSymphony or purified using a BD FACSAria II or III and FlowJo software (BD). Bodipy staining (Thermo Fisher) was performed after surface antibody staining for 15 min at room temperature. The full list of antibodies used can be found in the Key Resource Table. The Primeflow assay (Thermo Fisher) for Spp1 expression was performed in 96-well U-bottom plates according to the manufacturer’s instructions. Ki67 and Tbet staining was performed by fixing and permeabilizing extracellu- larly stained cells according to the manufacturer’s instructions using the FoxP3 Transcription factor staining buffer Kit (eBioscience). Lipidtox staining was performed after fixing and permeabilizing extracellularly stained cells according to the manufacturer’s instructions using the Fixation/Permeabilization Solution Kit (BD Cytofix/Cytoperm). To measure intracellular cytokines, 0.5-5x10^6^ cells were incubated for 3.5 h at 37°C in DMEM with 10%FCS, 1% glutamax, 0.1% ß-mercaptoethanol, 0.5% gentamicin with 1X mon- ensin and 1X brefeldin A (Biolegend). After incubation, cells were stained extracellularly as above. Intracellular cytokine staining was performed by fixing and permeabilizing extracellularly stained cells according to the manufacturer’s instructions using the Fixation/ Permeabilization Solution Kit (BD Cytofix/Cytoperm).

##### Confocal microscopy

Confocal staining was performed as described previously (Bonnardel et al., 2019). Immediately after sacrificing mice with CO_2_, inferior vena cava were cannulated and livers were perfused (4 mL/min) with Antigenfix (Diapath) for 5 min at room temperature. After excision, 2-3 mm slices of livers were fixed further by immersion in Antigenfix for 1 h at 4°C, washed in PBS, infused overnight in 34% sucrose and frozen in Tissue-Tek OCT compound (Sakura Finetek). 20 μm-thick slices cut on a cryostat (Microm HM 560, Thermo Scientific) were rehydrated in PBS for 5 min, permeabilized with 0.5% saponin and non-specific binding sites were blocked for 30 min with 2% bovine serum albumin, 1% fetal calf serum and 1% donkey or goat serum for 30 min. Tissue sections were labeled overnight at 4°C with primary antibodies followed by incubation for 1 h at room temperature with secondary antibodies. When two rat antibodies were used on the same section, the directly conjugated rat antibody was incubated for 1 h after staining with the unconjugated and anti-rat secondary and after an additional blocking step with 1% rat serum for 30 min. Slides were mounted in ProLong Diamond, imaged with a Zeiss LSM780 confocal microscope (Carl Zeiss, Oberkochen, Germany) with spectral detector and using spectral unmixing and analyzed using ImageJ and QuPath software.

##### Generation of BM chimeras

Bone marrow chimeras were generated as described previously (Scott et al., 2016). Briefly, 5 week old male C57BL/6J wild-type mice (CD45.2) on normal chow were anaesthetized by intraperitoneal administration of Ketamine (150 mg/kg) and Xylazine (10 mg/kg). Mice were lethally irradiated with 8 Gy, with the livers being protected with a 3-cm-thick lead cover. Once recovered from the anesthesia, mice were reconstituted by intravenous administration of 5-10 × 10^6^ BM cellsfrom CD45.1/CD45.2 wild-type mice. Mice were placed on either the SD or WD immediately after reconstitution. Chimerism was assessed 18 or 24 weeks after irradiation by flow cytometry.

##### CSF1Fc administration

Mice received the SD or WD for 24 weeks, before being injected subcutaneously with 1 mg/kg CSF1Fc or PBS for 4 days. Mice were sacrificed on day 6 and the % and number of KCs was assessed by flow cytometry.

##### DT administration

*Clec4f*-DTR mice or WT littermate controls were injected intraperitoneally with 500ng DT. Mice were sacrificed on 3 or 6 days after DT administration.

##### RNA Sequencing, CITE-seq and qPCR

###### Sorting and RNA Isolation

40000-160000 live CD45^+^ cells or CD45^-^ cells from livers of a C57BL/6 mouse fed the SD or WD for 12,24 and 36 weeks were purified, centrifuged at 400 g for 5 min and stained with 2.4G2 antibody to block Fc receptors and CITE-seq antibodies for 20mins at 4°C, before being washed in excess PBS with 2% FCS and 2mM EDTA. Cells were then resuspended in PBS with 0.04% BSA at ~1000 cells/mL. Cell suspensions (target recovery of 8000-10000 cells) were loaded on a GemCode Single-Cell Instrument (10x Genomics, Pleasanton, CA, USA) to generate single-cell Gel Bead-in-Emulsions (GEMs). ScRNA-Seq libraries were prepared using GemCode Single-Cell 3’Gel Bead and Library Kit (10x Genomics, V3 technology) according to the manufacturer’s instructions. Briefly, GEM-RT was performed in a 96-Deep Well Reaction Module: 55°C for 45min, 85°C for 5 min; end at 4°C. After RT, GEMs were broken down and the cDNA was cleaned up with DynaBeads MyOne Silane Beads (Thermo Fisher Scientific, 37002D) and SPRIselect Reagent Kit (SPRI; Beckman Coulter; B23318). cDNA was amplified with 96-Deep Well Reaction Module: 98°C for 3 min; cycled 12 times: 98°C for 15 s, 67°C for 20 s, and 72°C for 1 min; 72°C for 1 min; end at 4°C. Amplified cDNA product was cleaned up with SPRIselect Reagent Kit prior to enzymatic fragmentation. Indexed sequencing libraries were generated using the reagents in the GemCode Single-Cell 3’ Library Kit with the following intermediates: (1) end repair; (2) A-tailing; (3) adaptor ligation; (4) post-ligation SPRIselect cleanup and (5) sample index PCR. Pre-fragmentation and post-sample index PCR samples were analyzed using the Agilent 2100 Bioanalyzer.

###### qPCR

RNA was extracted from 25000 sorted macrophages (CLEC4F^+^ TIM4^+^, CLEC4F^+^ TIM4^-^ or CLEC4F^-^ TIM4^-^) or from 5000-25000 Hepatocytes, LSECs, HSCs or cholangiocytes from livers of C57BL/6 mice fed the SD or WD for 12, 24 and 36 weeks using a RNeasy Plus micro kit (QIAGEN). Sensifast cDNA synthesis kit (Bioline) was used to transcribe total RNA to cDNA. Real-time RT-PCR using SensiFast SYBR No-Rox kit (Bioline) was performed to determine gene expression, therefore a PCR amplification and detection instrument LightCycler 480 (Roche) was used. Gene expression was normalized to ß-actin gene expression.

###### Bulk RNA Sequencing Analysis

Libraries were constructed using the Illumina TruSeq RNA Preparation Kit. RNA sequencing was performed at the VIB Nucleomics Core using Illumina NextSeq500 with these parameters: High Output v2.5, 75 bp, Single Reads (76-8-8-0), 1.4 pM + 1.73% PhiX. All samples passed quality control based on the results of FastQC (v0.11.9). Reads were mapped to the mouse reference genome (mm10) via HiSat2 (v2.2.0) with max-intronlen set to 1000000. The aligned reads were counted via FeatureCounts (v2.0.0). The R package limma (v3.42.2) was used to normalize the data and to perform differential expression analysis. Genes that didn’t have a count per million (cpm) value > 1 in at least 5 samples were removed. As such, we continued with 13421 genes. 

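The filter of over 1 CPM in at least 5 samples, applied to the counts of all 35 samples, kept 13421 gene symbols. Of all symbols in the files, 54183 were found in the GENCODE M21 annotation of mm10, and 113 had more than 1 gene identifier there. Without the filter, no gene passed the limits for a DEG in ResKCs at 12 weeks.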

Benjamini-Hochberg was used to adjust the p values for multiple testing. The DE genes were defined based on a log2-ratio >1 or < -1 and adj.P value < 0.05. For the heatmap we first transformed the normalized expression table as ‘log2(2^expTable + 1)’ and subsequently scaled the values per gene by calculating the mean expression per gene and then subtracting that mean value of each expression value. The R package triwise (v0.99.5) was used to create the triwise plots.

###### scRNA-Sequencing Analysis

Sequencing libraries were loaded on an Illumina HiSeq with sequencing settings recommended by 10X Genomics (26/8/0/98 –2.1pM loading concentration, ADT and cDNA libraries were pooled in a 25:75 ratio). Sequencing was performed at the VIB Nucleomics Core (VIB, Leuven). The demultiplexing of the raw data was performed using CellRanger software (10x– version 3.1.0; cellranger mkfastq which wraps Illumina’s bcl2fastq). The reads obtained from the demultiplexing were used as the input for ‘cellranger count’ (CellRanger software), which aligns the reads to the mouse reference genome (mm10) using STAR and collapses to unique molecular identifier (UMI) counts. The result is a large digital expression matrix with cell barcodes as rows and gene identities as columns. The aggregation of the samples was performed using ‘cellranger aggr’ (CellRanger software).

##### Preprocessing Data

Preprocessing of the data was done by thescater R package (v1.12.2) according to workflow proposed by the Marioni lab (Lun et al., 2016). Outlier cells were identified based on 3 metrics (library size, number of expressed genes and mitochondrial proportion) and cells were first tagged as outliers when they were x median absolute deviation (MADs) higher or lower than the median value of each metric. For library size 4 MADs was used, for the number of expressed genes 4 MADs for used and for the mitochondrial proportion 5 MADs was used. For the patient data were respectively 3 MADs, 3 MADs and 5 MADs used. As second filtering, a principal component analysis plot was generated using the runPCA function of the scater R package (default parameters). Outlier cells in this principal component analysis plot were identified using the R package mvoutlier. Forthe CD45^-^cells, due to inclusion of hepatocytes an additional cleanup was necessary to remove ambient mRNA signals. Samples were corrected for ambient RNA using the R package FastCAR (v0.1.0). We defined an empty droplet as a cell barcode with at least 10 UMIs and less than a certain cut off. To define this cut off we first made a plot showing on the y axis how many UMIs are present in a barcode and on the x-as the number of barcodes (same plot as in the CellRanger web_summary output). By making this plot, a clear ‘drop’ in UMI counts becomes visible and we put ourcut off just before this ‘drop’. This cut off is always lower than the minimal UMI count from the ‘filtered’ CellRanger output. The corrected counts were merged together using the R package Harmony (v1.0). For all samples, after these initial analysis steps, additional low quality (low UMI counts, > 8% of mitochondrial genes), contaminating (potential doublets) and actively proliferating cells were also removed from the analysis. Low-abundance genes were removed by removing all genes that weren’t expressed (count > 0) in at least 3 cells. The counts were normalized and log2 transformed via the NormalizeData function of the Seurat R package (v3.1.1) using default parameters. Detecting highly variable genes, finding clusters and creating UMAP plots was done using the Seurat pipeline. For the clustering, the first 20 principal components were used and 0.6 was used as the resolution parameter. The monocytemacrophage UMAP was generated starting from the counts and using specific cells from the full UMAP (based on Mafb, Ly6c2, Fcgr1 and Adgre1 expression, 21156 cells). Then the same Seurat pipeline was followed as described above. The first 20 PCs were used and 0.8 was the resolution parameter. Differential gene expression was assessed using the findMarker function of the Seurat pipeline.

For the CITE-Seq data, we first checked in how many cells each antibody was expressed. The lowest expressed antibody was expressed in only 1 cell and was hence excluded from further analysis, while the second lowest antibody was expressed in 41% of the cells. The expression data were processed using the Seurat workflow, with CLR normalization and scaling of the data performed using the default parameters. Marker Enrichment Modeling (Diggins et al., 2017) was performed on the CITE-Seq data using the MEM R package (v2.0.0).The MEM heatmap was generated using pheatmap (v1.0.12). For each antibody we checked per cluster if the MEM values were similar to those of the isotype control antibodies. When MEM values of an antibody are ± 0.5 compared with the MEM values of the isotype across all clusters, the antibody was considered to not give a real signal above background and was hence removed from further analyses. The plots showing the expression of specific antibodies (Figure 1B) were generated by collating all cells with a count > 0 and calculating the 98% quantile cut-off of counts, with all the cells above this value being colored in red.

##### Metabolomic profiling of Macrophages

ResKCs (10x10^4^ - 25x10^4^) were sorted in DMEM supplemented with 10% FCS (Bodinco) using a BD FACSARIA II and ARIA III. Cells were then incubated for 30 min at 37°C, before being pelleted at -9°C and washed in 1ml ice cold NaCl (0.9%). Cells were then pelleted at -9°C and snap frozen in liquid nitrogen. Samples were than extracted in 100uL of 30:50:20 acetonitrile:methanol:milli-Q H_2_O pre-cooled at -20°C, dried using speed vac and resuspended in 20uL of 30:50:20 acetonitrile:methanol:milli-Q H_2_O for metabolites that are identified in negative ionization mode (polar), or in H_2_O for metabolites that are identified in positive ionization mode (nonpolar). Metabolite quantification was carried out using Agilent 1290 Infinity II UHPLC in line with a Bruker impact IIQTOF-MS operated in full scan (MS1) mode. LC separation was performed on a Waters CSH-C18 column (100 × 2.1 mm, 1.7 μm particles) using a binary solvent gradient of 100% buffer A (0.1% formic acid in water) to 97% buffer B (50:50 methanol:acetonitrile). Flow rate was 400 μL/min, autosampler temperature was 4°C, and injection volume was 3 μL. Data processing was performed using TASQ™ Software (Target Analysis for Screening and Quantification) (Bruker Daltonics Inc.).

##### Generation of M0, M1 and M2 *in vitro* macrophages

Bone marrow cells were isolated from tibias and femurs of WT mice and grown in complete medium (RPMI-1640 medium containing 10 mM glucose, 2 mM L-glutamine, 100 U ml^-1^ penicillin-streptomycin and 10% FCS) with 20 ng ml^-1^ murine macrophage colonystimulating factor 1 (CSF-1; Peprotech) for 7 days, and supplemented with CSF-1 on days 3 and 5. On day 7 macrophages were harvested and then maintained in 20 ng ml^-1^ CSF-1 for subsequent experiments in which they were either maintained in medium alone (M0), or stimulated with 50 ng ml^-1^ IFN-μ (R&D systems) and 20 ng ml^-1^ LPS (M1), or 20 ng ml^-1^ IL-4 (M2) (Peprotech) for 18 h.

##### Lipidomic profiling of Macrophages

The protocol for lipid extraction was adapted from Matyash et al. (Matyash et al., 2008). Frozen cell pellets (60000-150000 cells) were resuspended in ice cold PBS and transferred to glass tubes before the addition of methanol and methyl tert-butyl ether. The tubes were then shaken for 1 h at 4°C. Water was added to separate the phases before centrifugation at 1,000 x g for 10 min. The upper organic phase was collected and dried in a Genevac EZ2 speed vac. Samples were resuspended in 2:1:1 isopropanol:acetonitrile:- milli-Q H2O priorto analysis. LC-MS was carried out using an Agilent Zorbax Eclipse Plus C18 column using an Agilent 1290 Infinity II UHPLC inline with an Agilent 6495 Triple Quad QQQ-MS. Lipids were identified by fragmentation and retention time, and were quantified using Agilent Mass Hunter software.

##### HCS LipidTOX Deep Red staining for microscopy

25000 ResKCs were sorted into DMEM supplemented with 10% FCS (Bodinco) using an ARIA II and ARIA III (BD Biosciences). Cells were incubated on coverslips pre-coated with poly-lysine for 30 min at 37°C. Cells were washed and then fixed using Antigenfix (Di- apath). Cells were washed and stained with DAPI (Invitrogen) and LipidTOX Deep Red staining (Invitrogen) for 1 h at room temperature. Slides were mounted in ProLong Diamond, imaged with a Zeiss LSM780 confocal microscope (Carl Zeiss, Oberkochen, Germany) and analyzed using ImageJ software.

##### FIB-SEM

100000 CLEC4F^+^ KCs were sorted into DMEM supplemented with 10% FCS (Bodinco) using a BD FACSARIA II and ARIA III. Cells were resuspended in DMEM +10% FCS at room temperature and were incubated for 2 h at 37°C to adhere onto coverslips. Following that, samples were incubated in freshly prepared fixative (2% paraformaldehyde (PFA, Applichem), 2.5% glutaraldehyde (GA, EMS) in 0.1M sodium cacodylate (Sigma-Aldrich) buffer, pH7.4) at RT for 30 min. Fixative was removed by washing in 0.1M cacodylate buffer and samples were incubated in 1% osmium (OsO4, EMS), 1.5% potassium ferrocyanide (Sigma-Aldrich) in 0.1M cacodylate buffer for 40 min at RT. After washing in ddH2O, samples were incubated overnight at 4°C in 1:3 UAR in H_2_O (Uranyl Acetate Replacement, EMS). The next day, UAR was removed by washing in ddH2O. After final washing steps the samples were dehydrated using solutions of increasing EtOH concentration (30%, 50%, 70%, 90%, 2x 100%) for 3 min each. Subsequent infiltration with resin (Spurr’s, EMS) was done by first incubating in 50% resin in ethanol for 2 h, followed by at least 3 changes of fresh 100% resin (including 1 overnight incubation). Next, samples were embedded in fresh resin and cured in the oven at 65°C for 72 h.

For FIB-SEM imaging, embedded cells were mounted on aluminum SEM stubs (diameter 12 mm) using conductive epoxy (Circuit Works) and samples were coated with ~20nm of Platinum (Quorum Q150T ES). FIB-SEM imaging was performed using a Zeiss Crossbeam 540 system with Atlas5 software. The Focused Ion Beam (FIB) was set to remove 5nm sections by propelling gallium ions at the surface. Imaging was performed at 1.5kV and 1nA using an ESB (back-scattered electron) detector.

##### Lipid droplet analysis

The FIB-SEM data was segmented using deep convolutional neural networks, specifically U-Net (Ronneberger et al., 2015). In total, 2292 patches of size 256x256 were selected across 8 samples. The pixels in these patches that correspond to lipid droplets were labeled by an expert. The obtained labeled dataset was split in 66/34% train/test data. For training the network, we employed weighted cross entropy minimization (weight selected to balance classes) batch normalization, 16 initial feature maps (i.e., 4 times smaller as in (Ronneberger et al., 2015)) and standard data augmentations (small scaling, rotations, flips, random deformations and noise perturbations). A threshold is then applied to the final probability maps to obtain a segmentation of the droplets. This segmentation was further cleaned by removing noise components (objects smaller than 3x3x3 = 27 voxels) and applying a morphological opening with a spherical structure element (radius of 2 voxels). This final segmentation allowed us to extract the total volume of the droplets. The neural network was implemented in PyTorch and post-processing was performed using MATLAB. The code is publicly available on www.github.com/jorisroels/lipid-droplets.

##### Quantification of Microscopy

To detect the Macrophages, a custom groovy script (used with the eleventh milestone release on the path to QuPath v0.2.0) (Bankhead et al., 2017) has been written using the F4/80 marker, and then cells have been classified based on their CLEC4F, TIM4 and F4/ 80 expression. The script splits the image into tiles, extracts the F4/80 channel image, applies a median filter to remove the noise, applies a threshold to keep only the positive signal object and uses the Analyze Particles from ImageJ to filter the smallest particle by area. The ROIs (Region of Interest) are sent to Qupath as annotation, the adjacent annotations due to the tiling are merged back and holes within the annotations are filled and converted to cell detections. Script is available upon request.

Feature extraction was performed using QuPath and detected cells classified using QuPath based on their CLEC4F, TIM4 and F4/ 80 expression. Identification of Desmin^hi^ areas was performed using QuPath: based on pixel intensity from the Desmin channel, a pixel classifier was trained, the high/low Desmin Areas detected and the number of each cell type was then counted in Desmin^hi^ and Desmin^l¤^ areas. Large vessels were identified manually based on expression of Desmin and CD31 and these regions were excluded from the analysis.

#### Quantification And Statistical Analysis

In all experiments, data are presented as mean ± SEM and/or individual data points are presented unless stated otherwise. Statistical tests were selected based on appropriate assumptions with respect to data distribution and variance characteristics. Student’s t test (two-tailed) was used for the statistical analysis of differences between two groups. One-way ANOVA with Bonferroni’s multiple comparisons test was used for the statistical analysis of differences between more than two groups. Details of the precise test used for each analysis can be found in the figure legends. Statistical significance was defined as p < 0.05. Sample sizes were chosen according to standard guidelines. Number of animals is indicated as “n”. The investigators were not blinded to the mouse group allocation.

## Supplementary Material

Table S1

Table S2

Table S3

Table S4

Table S5

Table S6

Table S7

Supplemental Information Supplemental Information can be found online at https://doi.org/10.1016/j.immuni.2020.08.004.

## Figures and Tables

**Figure 1:**
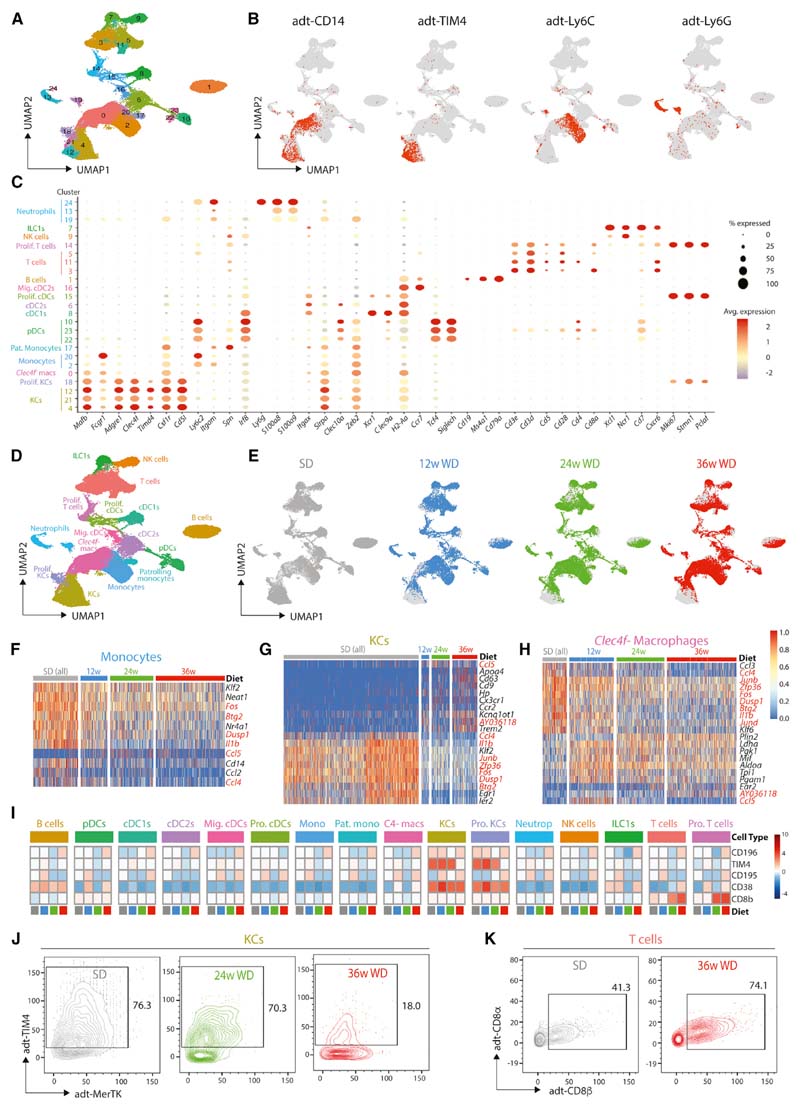
Hepatic Immune Cell Transcriptome and Surface Proteome in MAFLD C57BL/6 mice were fed either an SD or WD for 12,24, or 36 weeks, and livers were harvested. Total live CD45^+^ cells were sorted (1 mouse per time point per diet), stained with total-seq A antibodies, and loaded onto the 10X Chromium platform. After QC, 56407 cells remained. (A) UMAP showing distinct clusters among total CD45^+^ live cells. (B) Expression of indicated proteins based on CITE-Seq antibody binding. (C) Expression of indicated genes across the 25 clusters. (D) Annotation of the cell types within the UMAP based on both transcriptome and surface proteome. (E) Distribution of clusters from SD or WD, with SD data obtained from cells pooled after 12, 24, and 36 weeks. (F–H) Heatmapsshowingtop DEGsforMonocytes (F), KCs (G), and *Clec4f* Macrophages (H) asassessed by comparing SD and WD samples pooled from all time points. Genes in red are conserved across multiple cell types. (I) MEM heatmap showing surface proteins whose expression was altered in at least 1 cell type during MAFLD. (J and K) CITE-Seq datawere exported into FlowJo software, and (J) the KC clusterwasgated and TIM4 and MerTKexpression were examined at indicated time pointsonWD and in pooled SD-fed mice or (K)theT cell clusterwasgated and CD8α and CD8ß expression were examined at 36weekson WD and in pooled SD- fed mice. See also Figure S2.

**Figure 2:**
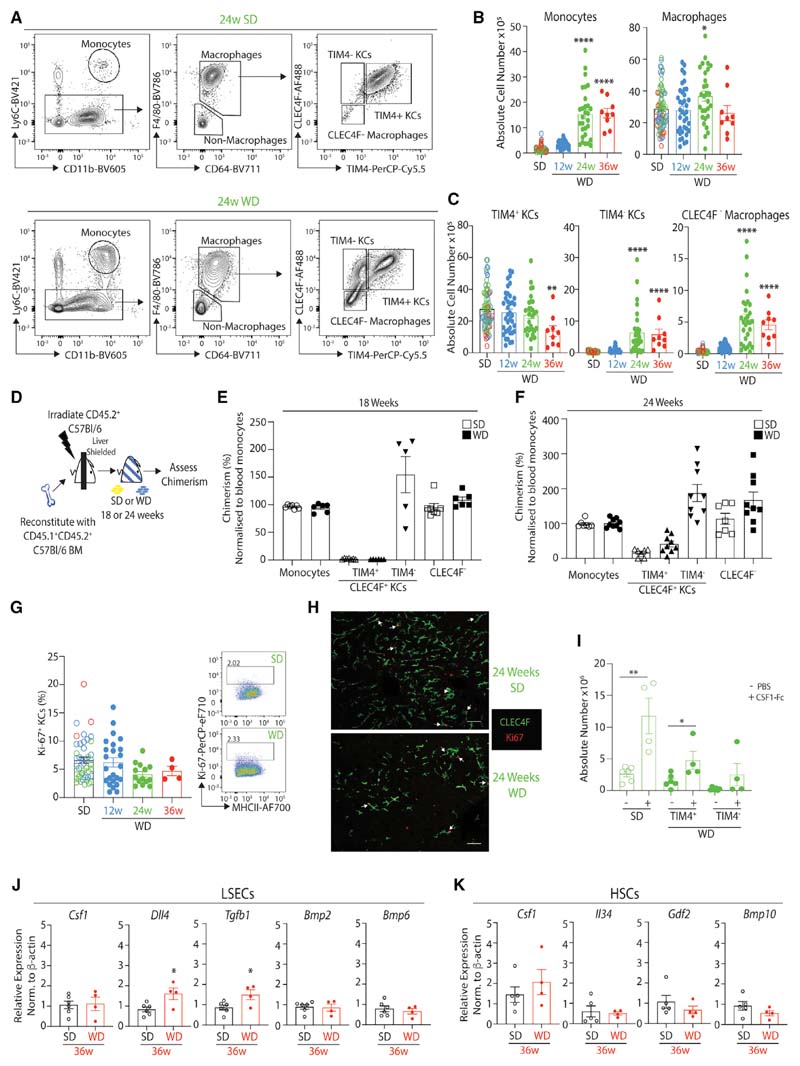
Loss of TIM4^+^ Resident KCs and Replacement from the BM in MAFLD (A) Gating strategy used to identify monocyte and mac populations in all figures (for full gating strategy, see Figure S3A). (B and C) Absolute cell numbers per liver of indicated cell types from mice fed the diets for 12(blue), 24 (green), or36 (red) weeks, excluding mice that developed HCC. Data are pooled from 3-7 independent experiments with n = 9-38. **p < 0.01, ***p < 0.001, ****p < 0.0001. One-way ANOVA compared with pooled SD. (D) Schematic showing generation of protected chimeras. (Eand F) % chimerism (compared with blood monocytes) in indicated hepatic populationswas assessed in protected chimeras18(E) or24(F) weeks after feeding the SD or WD. Data are pooled from 2 independent experiments with n = 5-9 per group. (G) % of Ki-67^+^ cells among Clec4F^+^ KCs in mice fed the WD for indicated time points, together with pooled results from SD-fed mice (left panel) and representative flow cytometry plots show Ki67 expression by Clec4F^+^ KCs from a mouse fed SD orWD for 24 weeks (right panels). Data are from 1 (36 weeks) or pooled from 3 (12 and 24 weeks) independent experiments with n = 3-24. (H) Confocal microscopy of livers of SD or WD-fed mice (24 weeks), showing expression of Clec4F (green) and Ki-67 (red). White arrows indicate Ki-67^+^ KCs. Images are representative of 2 mice per diet. (I) Absolute number of CLEC4F^+^TIM4^+^ ResKCs and CLEC4F^+^TIM4^-^ moKCs in SD- or WD-fed (24 weeks) mice injected with 1 mg/kg CSF1-Fc or PBS subcutaneously for 4 days before being sacrificed at day 6. Data are pooled from 2 independent experiments, with n = 4-6 per group. *p < 0.05, **p < 0.01, unpaired Student’s t test. (J and K) qPCR analysis for indicated genes in LSECs (J) and HSCs (K) sorted from SD- (black) or WD-fed (red) mice (36 weeks). Data are from 1 experiment, with n = 4-6 per group. *p < 0.05, Student’s t test. All error bars indicate SEM. See also Figure S3.

**Figure 3:**
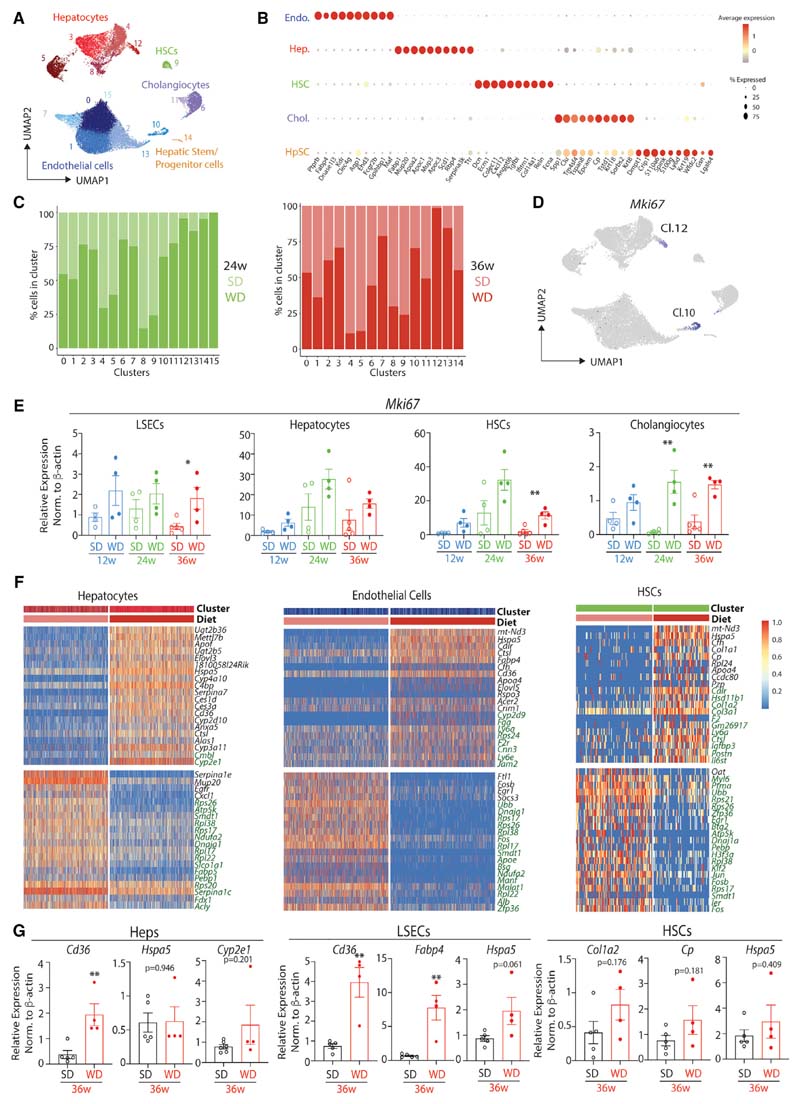
Changes in Hepatic Structural Cells in MAFLD C57B/6 mice were fed an SD or WD for 24 or 36 weeks, and livers were harvested. Live CD45^-^ cells were then sorted (1 mouse pertime point per diet) and loaded onto the 10X Chromium platform. After QC, 33,241 cells remained. (A) UMAP showing distinct clusters among total CD45^-^ live cells. (B) Expression of indicated genes across the 5 cell types. (C) Distribution of clusters from SD- or WD-fed mice at 24 weeks (green) or 36 weeks (red). (D) Expression of *Mki67* across the different clusters. (E) Expression of *Mki67* as determined by qPCR on indicated cells sorted from livers of SD- or WD-fed mice (12, 24, and 36 weeks). Data are from a single experiment, with n = 4–6 per group. *p < 0.05, **p < 0.01, Student’s t test. Error bars indicate ±SEM. (F) Heatmaps showing top 40 DEGs in the indicated cells types between SD- and WD-fed mice (24 and 36 weeks). Genes in green represent DEGs specifically altered at the 36-week time point. (G) qPCR analysis for indicated genes in indicated cell populations. Data are from a single experiment, with n = 4–5 per group. *p < 0.05, **p < 0.01. Error bars indicate ±SEM. See also Figure S4.

**Figure 4:**
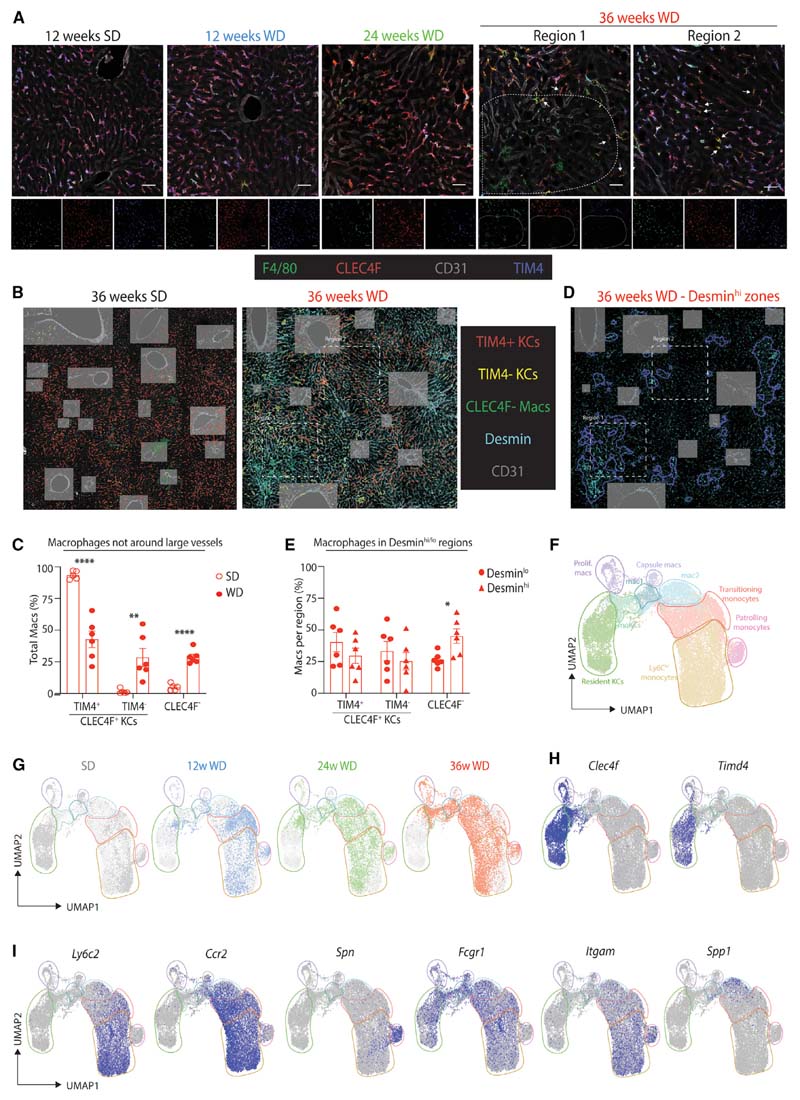
Localization and Heterogeneity of Macrophages in MAFLD (A) Confocal microscopy showing cells expressing CLEC4F (red), F4/80 (green), TIM4 (blue), and CD31 (gray) in the livers of SD- or WD-fed mice at the indicated time points. Smaller images show results for individual channels; the larger image is merged from all channels. Scale bar, 50 μm. Images are representative of 5-6 mice per time point and are extracted from 4 × 4 tiled images. White arrows point to CLEC4F^+^TIM4^-^ moKCs. Dashed line highlights the zones enriched for CLEC4F^-^ macs. (B) Tilescans(4x4) of livers from SD- and WD-fed mice(36weeks)showing annotation ofidentified macs per subset in indicated colors. Indicated regions(dashed lines) identify the areas from the WD-fed mouse used in (A). Shaded gray boxes identify large vessels (portal or central veins) that were excluded from quantification analysis in (C) and (E). Images are representative of 6 mice. (C) Quantification of indicated populations shown in (B) asa% oftotal F4/80^+^ macs. **p < 0.01, ****p < 0.0001, Student’s t test compared with SD control. Error bars indicate ±SEM. (D) Tile scan of liver from a WD-fed mouse (36 weeks; same mouse as from A and B) with identified Desmin^hl^ regions demarcated in blue. The rest ofthetissue is classified as Desmin^lo^, excluding the larger vessels, for quantification in (E). (E) Quantification ofindicated populations in Desmin^hi^ and Desmin^lo^zones(from D)asa% ofeach mac subset. *p < 0.05, Student’sttest compared with Desmin^lo^ area. Quantification data in (C) and (E) are pooled from 2 independent experiments with n = 6. Error bars indicate ±SEM. (F-I) Monocyte- and mac-containing clusters (based on expression of *Mafb, Ly6c2, Ccr2, Fcgr1*, *Adgre1)* were isolated from the CITE-Seq data (18,241 cells) and re-clustered. (F) UMAP showing annotated monocyte and macrophage clusters. (G) Distribution of cells on SD or WD at indicated time points, with SD data coming from cells pooled after 12, 24, and 36 weeks. (H and I) Expression of indicated genes by the different clusters (SD + WD pooled). See also Figure S5.

**Figure 5:**
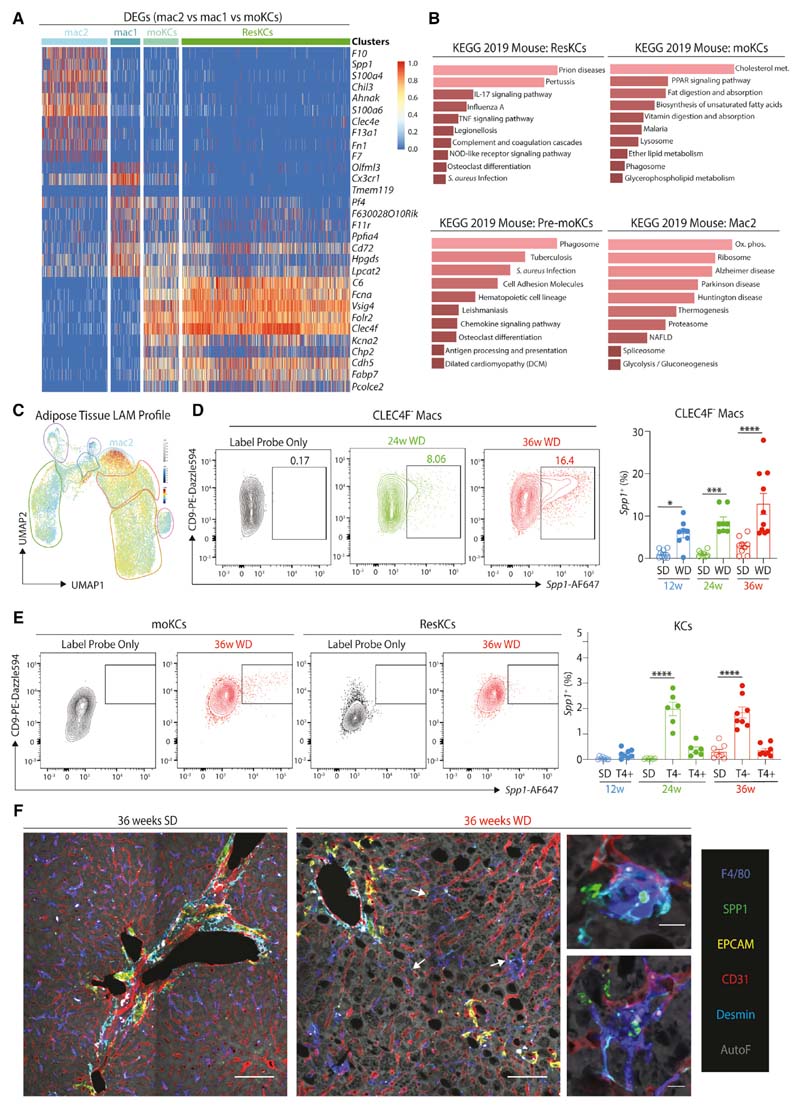
Hepatic LAMs in MAFLD Are Identified by Spp1 Expression (A) Heatmap showing DEGs between Mac2, Mac1, and moKC populationsfrom mice fed the WD for 24 and 36 weeks pooled and their expression by indicated populations. (B) KEGG pathway analysis on DEGs for each indicated subset (see Tables S1 and S3). (C) The adipose tissue LAM signature (Jaitin et al., 2019) was mapped onto the liver mac UMAP to identify cells with a similar profile using the Signature Finder algorithm (Pont et al., 2019). (D and E) Expression of *Spp1* by CLEC4F^-^ macrophages (D) and moKCs and ResKCs (E) at 24 and 36 weeks on WD as measured by Prime Flow (left panels, representative plots), and right, proportions of indicated populations (T4 = TIM4). Data are pooled from 2 experiments with 6 mice per group. *p < 0.05, ***p < 0.001, ****p < 0.0001. One-way ANOVA. Error bars indicate ±SEM. (F) Confocal microscopy (2x2 Tiles) showing expression of F4/80 (blue), SPP1 (green), EPCAM (yellow), CD31 (red), Desmin (cyan), and tissue autofluorescence (gray) in livers of SD- and WD-fed mice (36 weeks). Scale bar, 100 μm. White arrows identify SPP1^+^ macrophages. Inset shows zoomed in images showing colocalization of SPP1 and F4/80 signal (36 weeks WD). Scale bar, 10 μm. Images are representative of 6 mice from 2 independent experiments. See also Figure S6.

**Figure 6:**
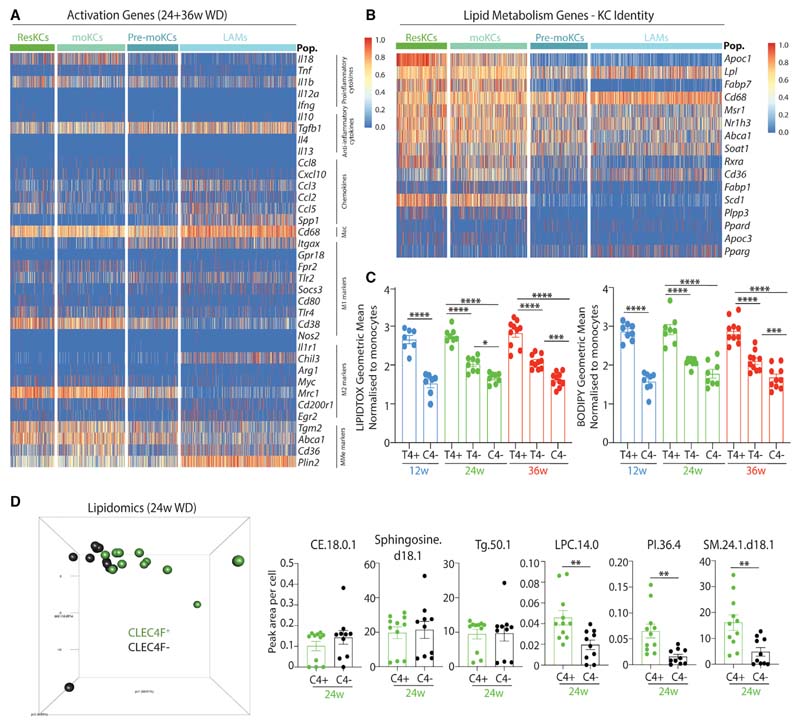
Characterization of Recruited Macrophages in MAFLD (A) Heatmap showing expression of immune activation-associated genes in ResKCs, moKCs, pre-moKCs and hepatic LAMs from WD-fed mice (24 and 36 weeks, pooled). (B) Heatmap showing expression of genes associated with lipid metabolism previously reported to be enriched in ResKCs (Scott et al., 2016) in ResKCs, moKCs, pre-moKCs, and hepatic LAMs from WD-fed mice (24 and 36 weeks, pooled). (C) Neutral lipid content of ResKCs (T4+), moKCs (T4-), and CLEC4F^-^ macs (C4-) after 12, 24, and 36 weeks on WD. Results shown are geometric mean for Lipidtox and BODIPY staining normalized to Ly6C^hl^ monocytes from the same liver. *p < 005, ***p < 0.001, ****p < 0.0001. One-way ANOVA compared with ResKCs at each time point. Error bars indicate SEM. (D) Lipidomics analysis of sorted CLEC4F^+^ KCs and CLEC4F^-^ macs from WD-fed mice (24 weeks). Left: PCA plot showing results for different macs. Right: indicated lipid species in CLEC4F^+^ KCs (C4+) or CLEC4F^-^ macs (C4-). **p < 0.01 Student’s t test. Error bars indicate ±SEM. See also Figure S6.

**Figure 7:**
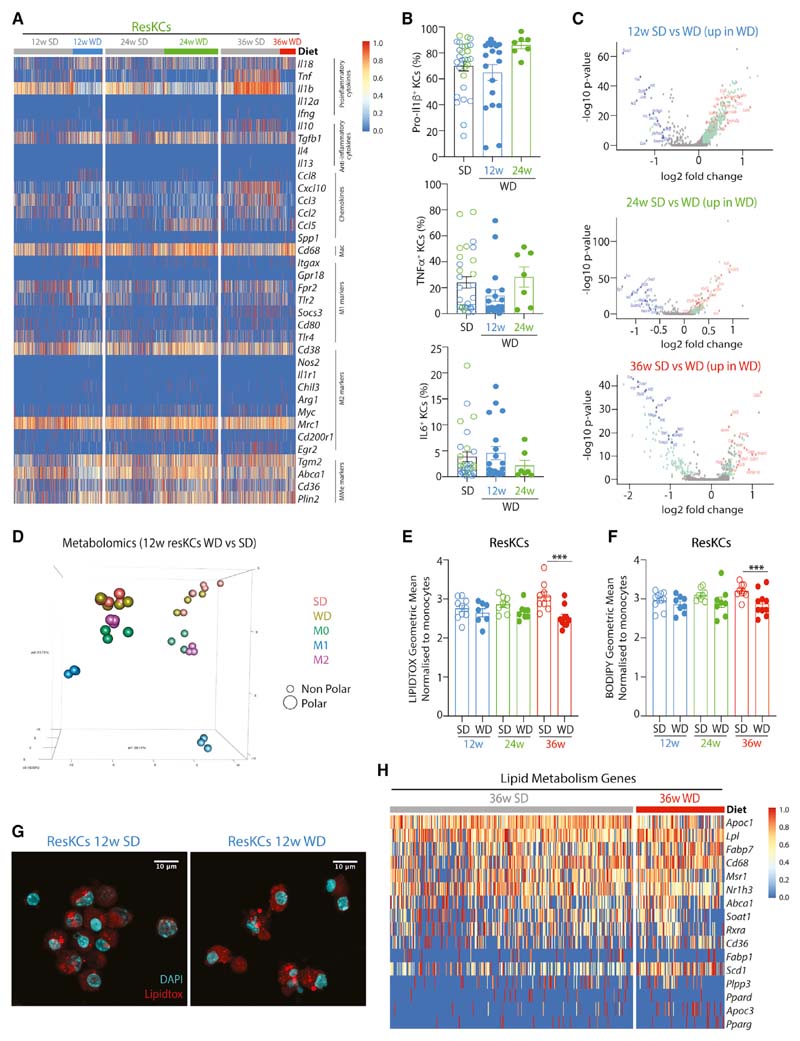
Features of ResKCs in MAFLD (A) Heatmap showing expression of immune activation-associated genes by ResKCs after 12, 24, and 36 weeks on the WD, compared with SD (gray) from the same time point. (B) Pro-inflammatory cytokine expression by ResKCs at indicated time points in either SD- or WD-fed mice as measured by intracellular cytokine staining. Data are pooled from 2 experiments, with n = 7-19 mice per group. Error bars indicate ±SEM. (C) Volcano plots showing DEGs between ResKCs (SD or WD) for indicated time points. (D) PCA plot showing metabolomic analysis (non-polarand polar metabolites) of ResKCs after12weekson SD orWD compared with *in vitro* polarized M0, M1 or M2 BM-derived macrophages. Data are from a single experiment, with n = 3-5 per group. (E and F) Neutral lipid content of ResKCs after 12,24, and 36 weeks on WD compared with SD. Results shown are geometric mean for(E) Lipidtox and (F) BODIPY staining normalized to Ly6C^hi^ monocytes from the same livers. *p < 0.05. One-way ANOVA compared with SD at each time point. Error bars indicate ±SEM. (G) Sorted ResKCs from SD- or WD-fed mice (12 weeks) were allowed to adhere to a coverslip and stained for Lipidtox and DAPI and imaged by confocal microscopy. (H) Heatmap showing expression of genes associated with lipid metabolism profile in ResKCs from the mice fed either the SD or WD (36 weeks). See also Figure S7.

## Data Availability

This study did not generate new unique reagents.

# Supplementary material for: Osteopontin Expression Identifies a Subset of Recruited Macrophages Distinct from Kupffer Cells in the Fatty Liver
**Source:** Immunity. Author manuscript; Available in PMC 2021 Jun 14.
**Supplement:** Supplemental Information

## **Supplemental Information**

### **Osteopontin Expression Identifies a Subset of Recruited Macrophages Distinct from Kupffer Cells in the Fatty Liver**

Anneleen Remmerie, Liesbet Martens, Tinne Thoné, Angela Castoldi, Ruth Seurinck, Benjamin Pavie, Joris Roels, Bavo Vanneste, Sofie De Prijck, Mathias Vanhockerhout, Mushida Binte Abdul Latib, Lindsey Devisscher, Anne Hoorens, Johnny Bonnardel, Niels Vandamme, Anna Kremer, Peter Borghgraef, Hans Van Vlierberghe, Saskia Lippens, Edward Pearce, Yvan Saeys, and Charlotte L. Scott

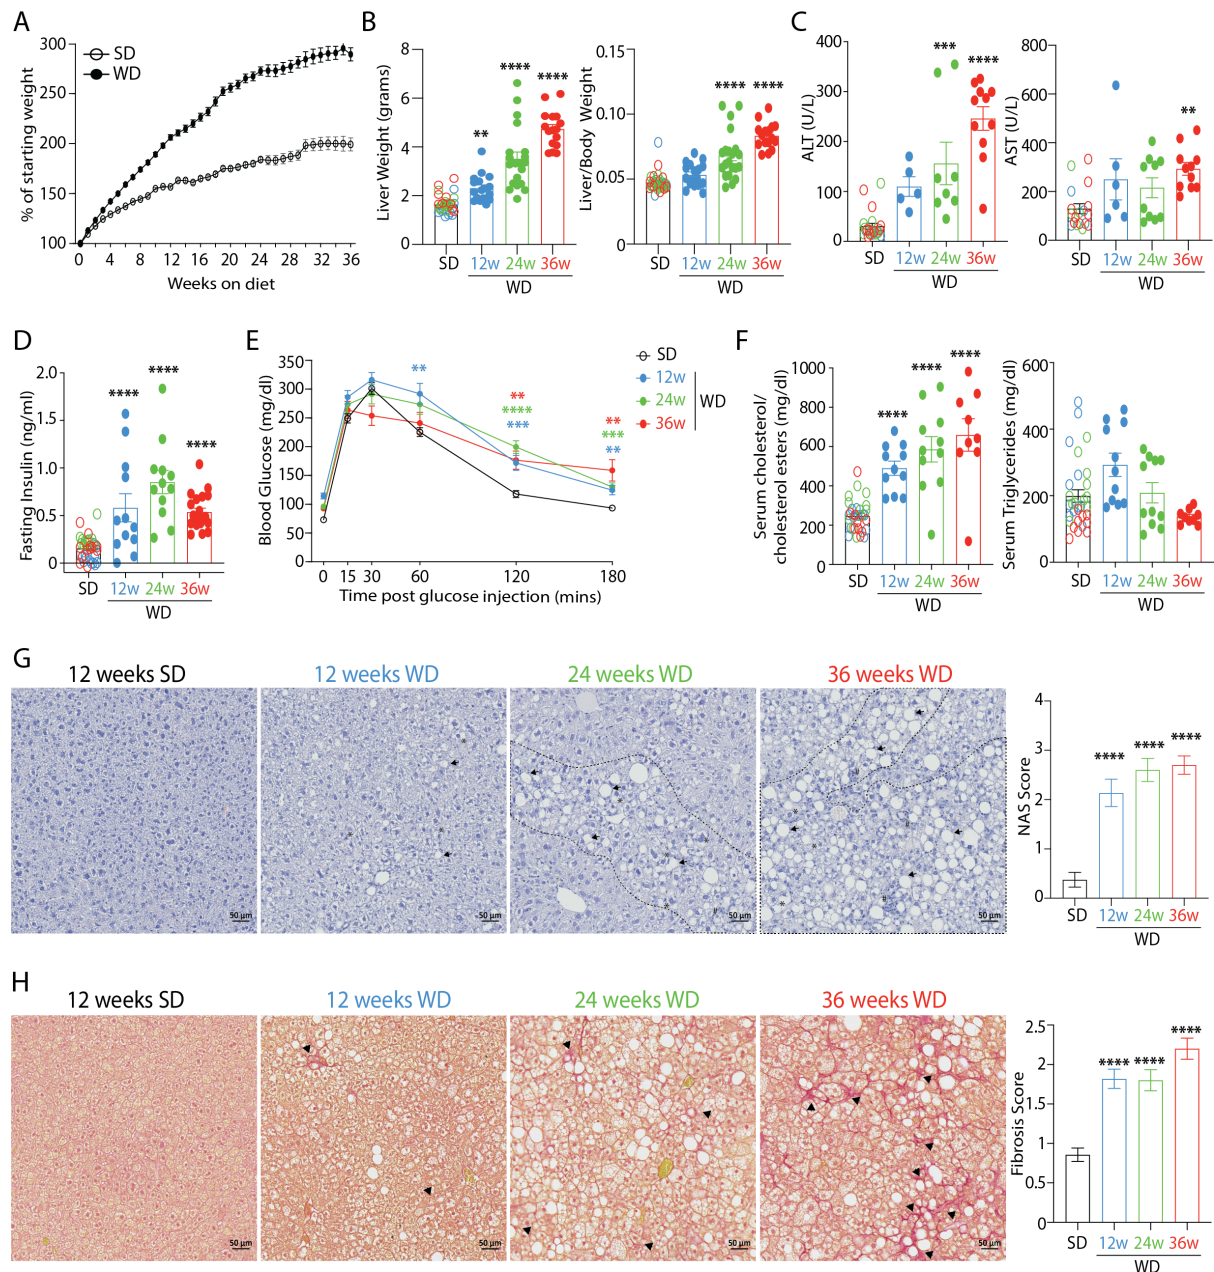

**Figure S1: Feeding mice a Western diet induces features of human MAFLD; related to Figure 1.**

C57BL/6 mice were fed either a standard diet (SD) or Western diet (WD) for 12, 24 or 36 weeks. (A) Body weights shown as a percentage of the starting weight of mice on the appropriate diet.  $n=11-37$  per timepoint. (B) Liver weight and liver-to-body weight ratio from mice fed the diets for 12 (blue), 24 (green) or 36 (red) weeks. Open circles show SD, closed circles show WD. Data are pooled from 2-4 independent experiments, with  $n=9-21$ . \*\*\*\* $p<0.0001$  One-way ANOVA compared with pooled SD. (C) Serum ALT and AST in mice on SD or WD at indicated time points. Data are pooled from 2 independent experiments with  $n=4-11$ . \*\* $p<0.01$ , \*\*\* $p<0.001$ , \*\*\*\* $p<0.0001$  One-way ANOVA compared with pooled SD. (D)

Insulin resistance was determined by measuring fasting insulin at the indicated time points on SD or WD. Data are pooled from 2 independent experiments with  $n=12-20$ . \*\*\*\* $p<0.0001$  One-way ANOVA compared with pooled SD. (E) Intraperitoneal glucose tolerance test in mice fed the SD (all times pooled - black, open circles) or WD for 12 (blue), 24 (green) or 36 (red) weeks. Data are pooled from 2 independent experiments with  $n=12-28$ . \*\* $p<0.01$ , \*\*\* $p<0.001$ , \*\*\*\* $p<0.0001$  Two-way ANOVA compared with pooled SD. (F) Serum cholesterol and cholesteryl esters (left) and serum triglycerides (right) measured in mice at indicated time points on SD or WD. Data are pooled from 2 independent experiments with  $n=9-11$ . \*\*\*\* $p<0.0001$  One-way ANOVA compared with pooled SD. (G,H) Histological appearance and scoring of livers as assessed by (G) H&E staining, with dashed lines indicating zones with more established steatosis (indicated with arrow), hepatocyte ballooning (indicated with \*) and inflammatory infiltrates (indicated with #). (H) Sirius Red staining, with arrow heads indicating fibrosis as assessed by deposition of collagen. Images are representative of 9-11 mice per timepoint per diet. NAS and fibrosis scores are calculated from each mouse. \*\*\*\* $p<0.0001$  One-way ANOVA compared with pooled SD. All error bars indicate  $\pm$ SEM.

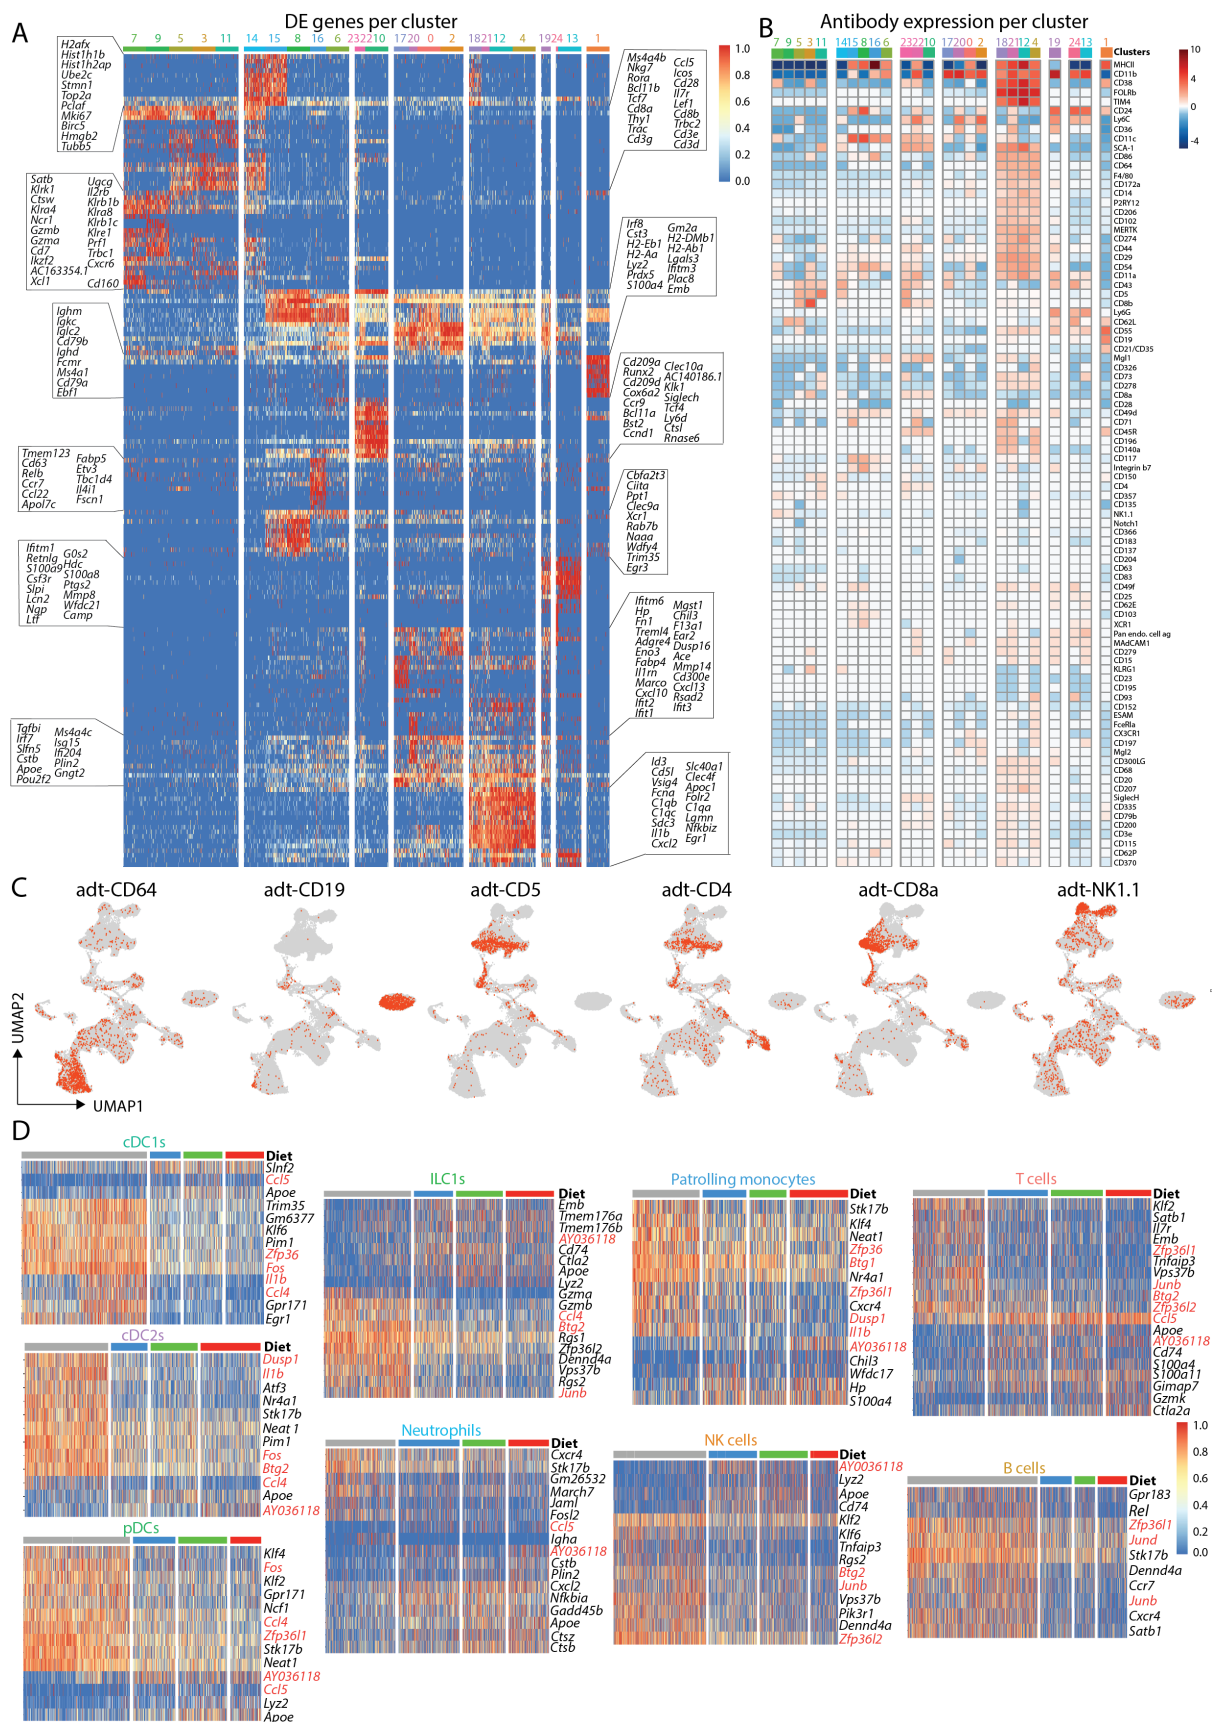

**Figure S2: Identification of distinct immune populations in MAFLD liver; related to Figure 1.**

Total live CD45<sup>+</sup> cells were sorted from livers of mice fed the SD or WD for 12, 24 or 36 weeks, (1 mouse per timepoint per diet) stained with total-seq A antibodies and loaded onto the 10X Chromium platform. After QC and exclusion of doublets, 56407 cells remained. (A) Heatmap showing top 10 distinguishing genes per cluster. (B) Marker Enrichment Modelling (MEM) heatmap showing enriched protein expression per cluster determined using CITE-seq after removal of antibodies with expression profiles similar to appropriate isotype controls. (C) UMAP showing expression of indicated proteins based on antibody mapping of each cluster. (D) Heatmaps showing top DEGs for the indicated cell types as assessed by comparing SD and WD samples pooled from all timepoints. Genes in red are DEGs conserved in multiple cell types.

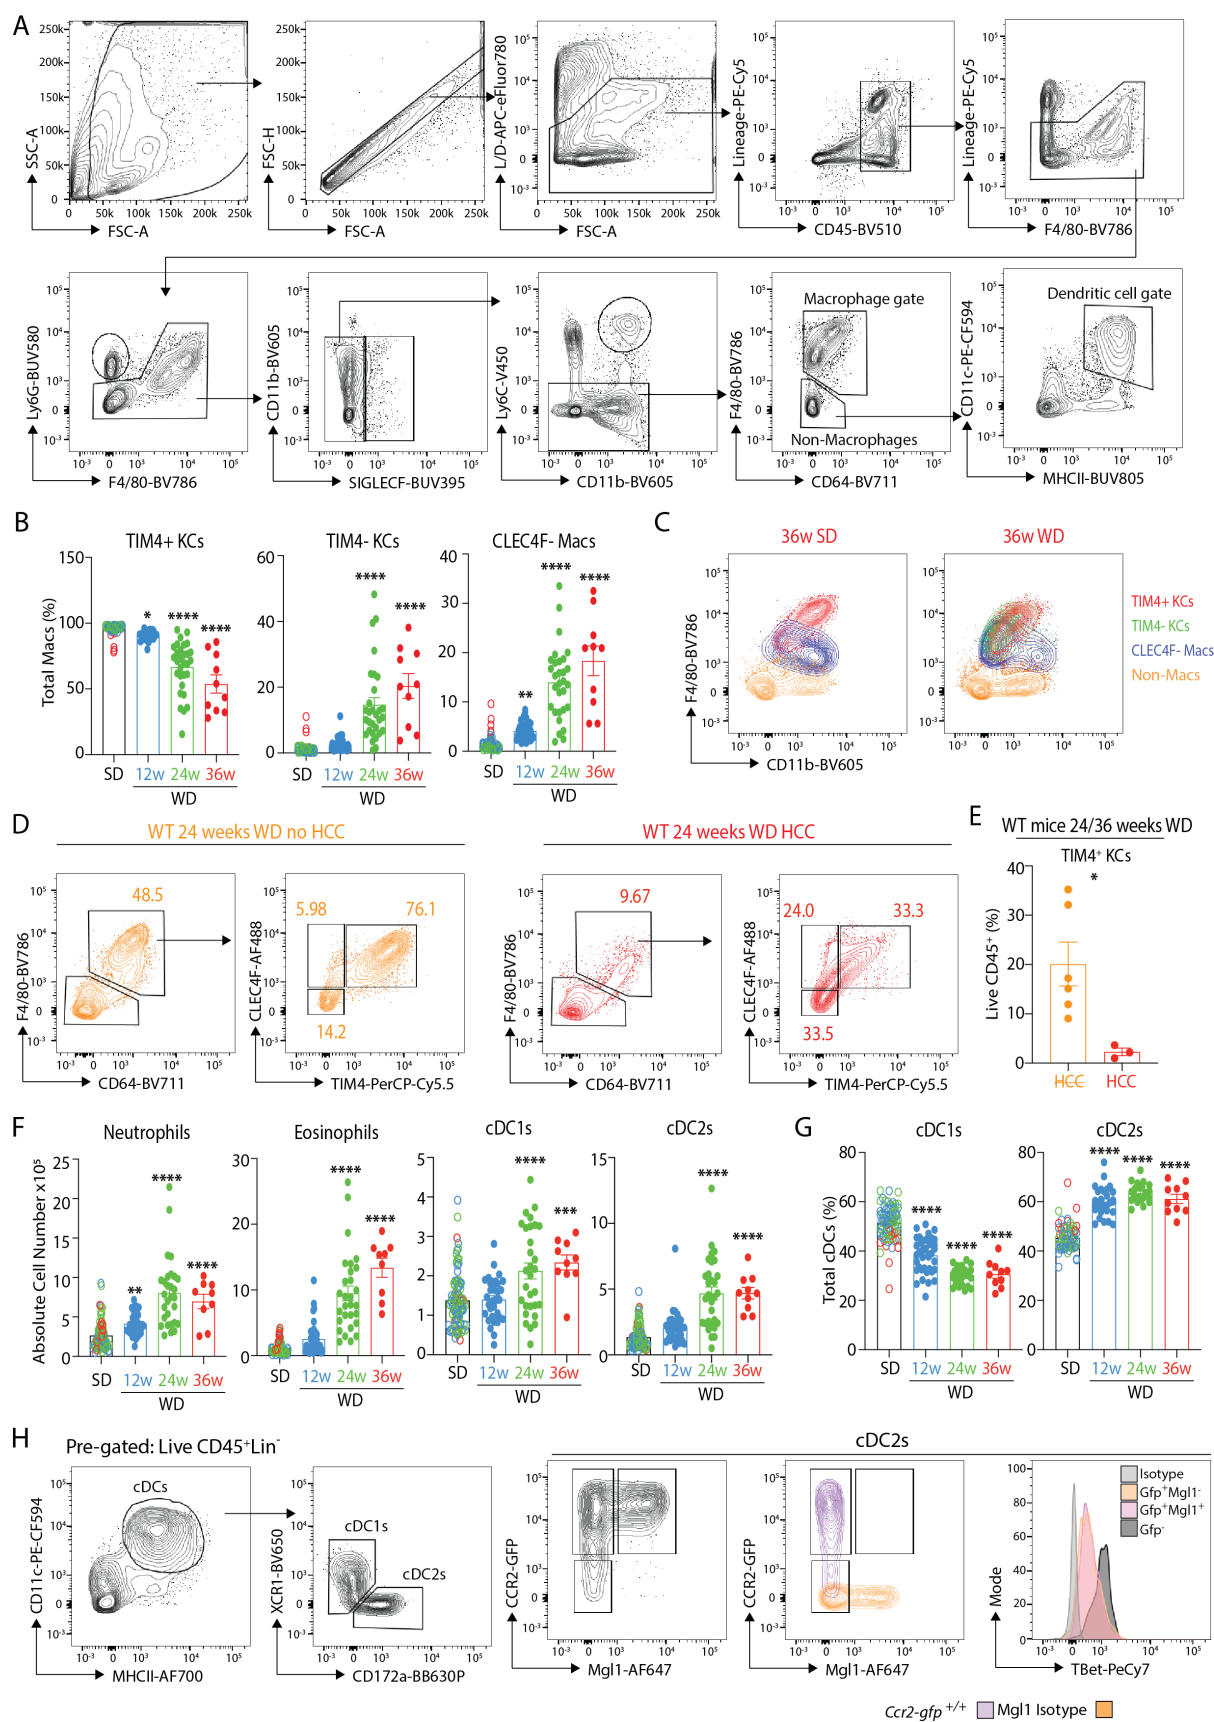

**Figure S3: Additional myeloid cells in MAFLD; related to Figure 2.**

(A) Flow cytometry gating strategy to identify indicated myeloid cell populations. (B) % of indicated macrophage populations amongst total macs at indicated timepoints on SD or WD. Data are pooled from 3-7 independent experiments with n=9-38. \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, \*\*\*\*p<0.0001 One-way ANOVA compared with pooled SD as a control. (C) Expression of F4/80 and CD11b by indicated macrophage populations and non-macrophages as gated in A. (D) Flow plots from mice with (red) or without (orange) spontaneous development of HCC after 24 weeks on WD. Numbers represent % of parent population. (E) TIM4<sup>+</sup> ResKCs as a % of total Live CD45<sup>+</sup> cells in mice with (red) or without (orange) spontaneous development of HCC after 24 or 36 weeks on WD. Mice without HCC are taken from the same experiments as the mice where spontaneous HCC was observed. \*p<0.05 Student's t test. Data are pooled from 2 independent experiments with n=3-6. (F) Absolute cell numbers per liver of indicated cell types after 12 (blue), 24 (green) or 36 (red) weeks on diets as determined by flow cytometry. Open circles = SD, closed circles = WD. (G) % of cDC1s and cDC2s amongst total cDCs after different times on SD or WD. Data are pooled from 3-7 independent experiments with n=9-38. \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, \*\*\*\*p<0.0001 One-way ANOVA compared with pooled SD as a control. (H) Flow cytometry gating showing heterogeneity of cDC2s based on expression of Mgl1, CCR2-GFP and Tbet in steady state *Ccr2-gfp*<sup>Tg/+</sup> mice. Data are representative of 3 mice. All error bars indicate ±SEM.

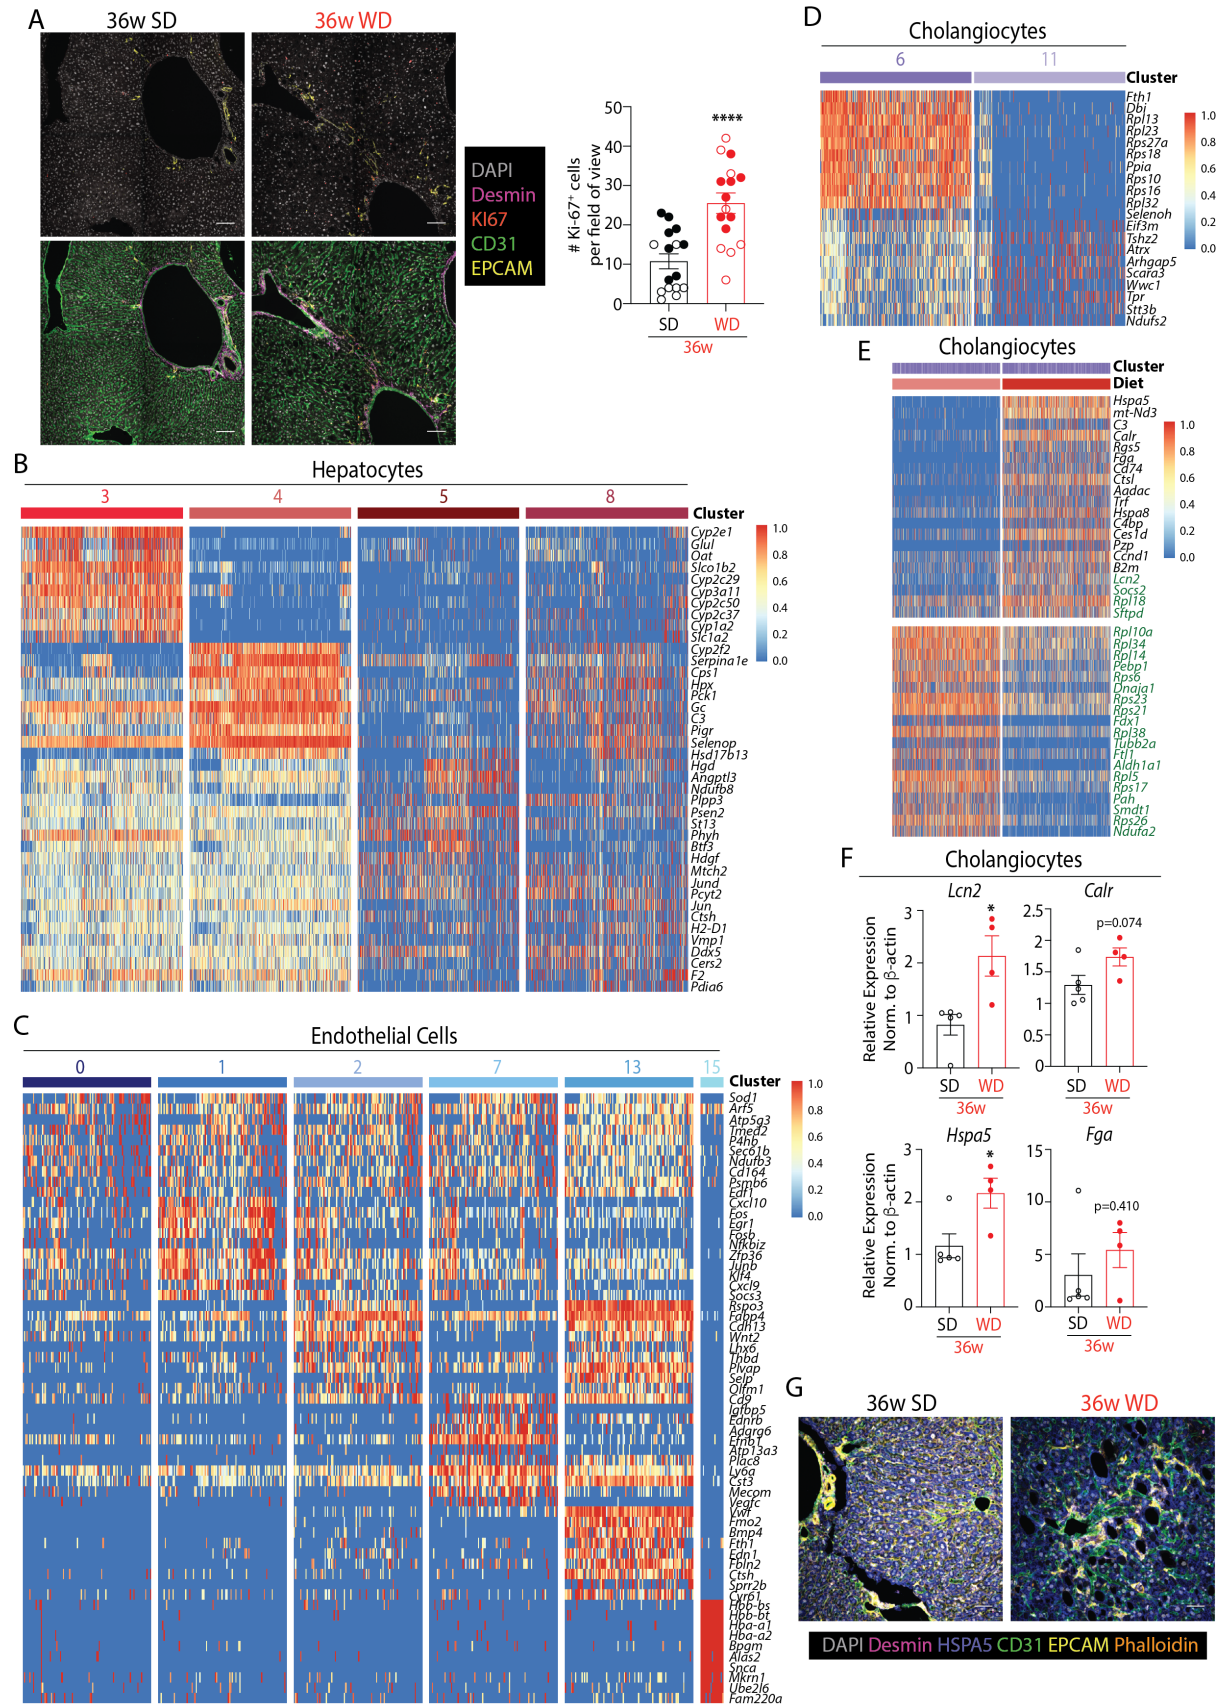

**Figure S4: CD45<sup>+</sup> cell responses in MAFLD; related to Figure 3.**

(A) Confocal microscopy images showing expression of DAPI (grey), Ki67 (red) and EPCAM (yellow) (top panel) and CD31 (green) and Desmin (magenta) (bottom panel) in livers of mice fed the SD or WD for 36 weeks. Scale bar is 100um. Images shown represent 4 fields of view. Number of Ki-67<sup>+</sup> cell per field of view quantified from 8 fields of view (from 3 different liver slices and stains) per mouse with 2 mice per diet. Different mice are shown in filled or empty circles. \*\*\*\* $p < 0.0001$  Student's t test. Error bars indicate  $\pm$ SEM. (B) Heatmaps showing top DEGs in between the different clusters of hepatocytes identified (SD and WD pooled). (C) Heatmaps showing top DEGs in between the different clusters of endothelial cells identified (SD and WD pooled). (D) Heatmaps showing top DEGs in between the different clusters of cholangiocytes identified (SD and WD pooled). (E) Heatmaps showing top 20 up- and down-regulated DEGs in cholangiocytes between SD and WD fed mice (24 and 36 weeks). Genes in green represent those DEGs specifically altered at the 36 week timepoint. (F) qPCR analysis for indicated genes in cholangiocytes. Data are from a single experiment with  $n=4-5$  per group. \* $p < 0.05$  Student's t test. Error bars indicate  $\pm$ SEM. (G) Confocal microscopy showing expression of HSPA5 (blue), DAPI (grey), Desmin (magenta), CD31 (green), EPCAM (yellow) and Phalloidin (orange) in a mouse fed the SD or WD for 36 weeks. Data are representative of 2 mice per diet.

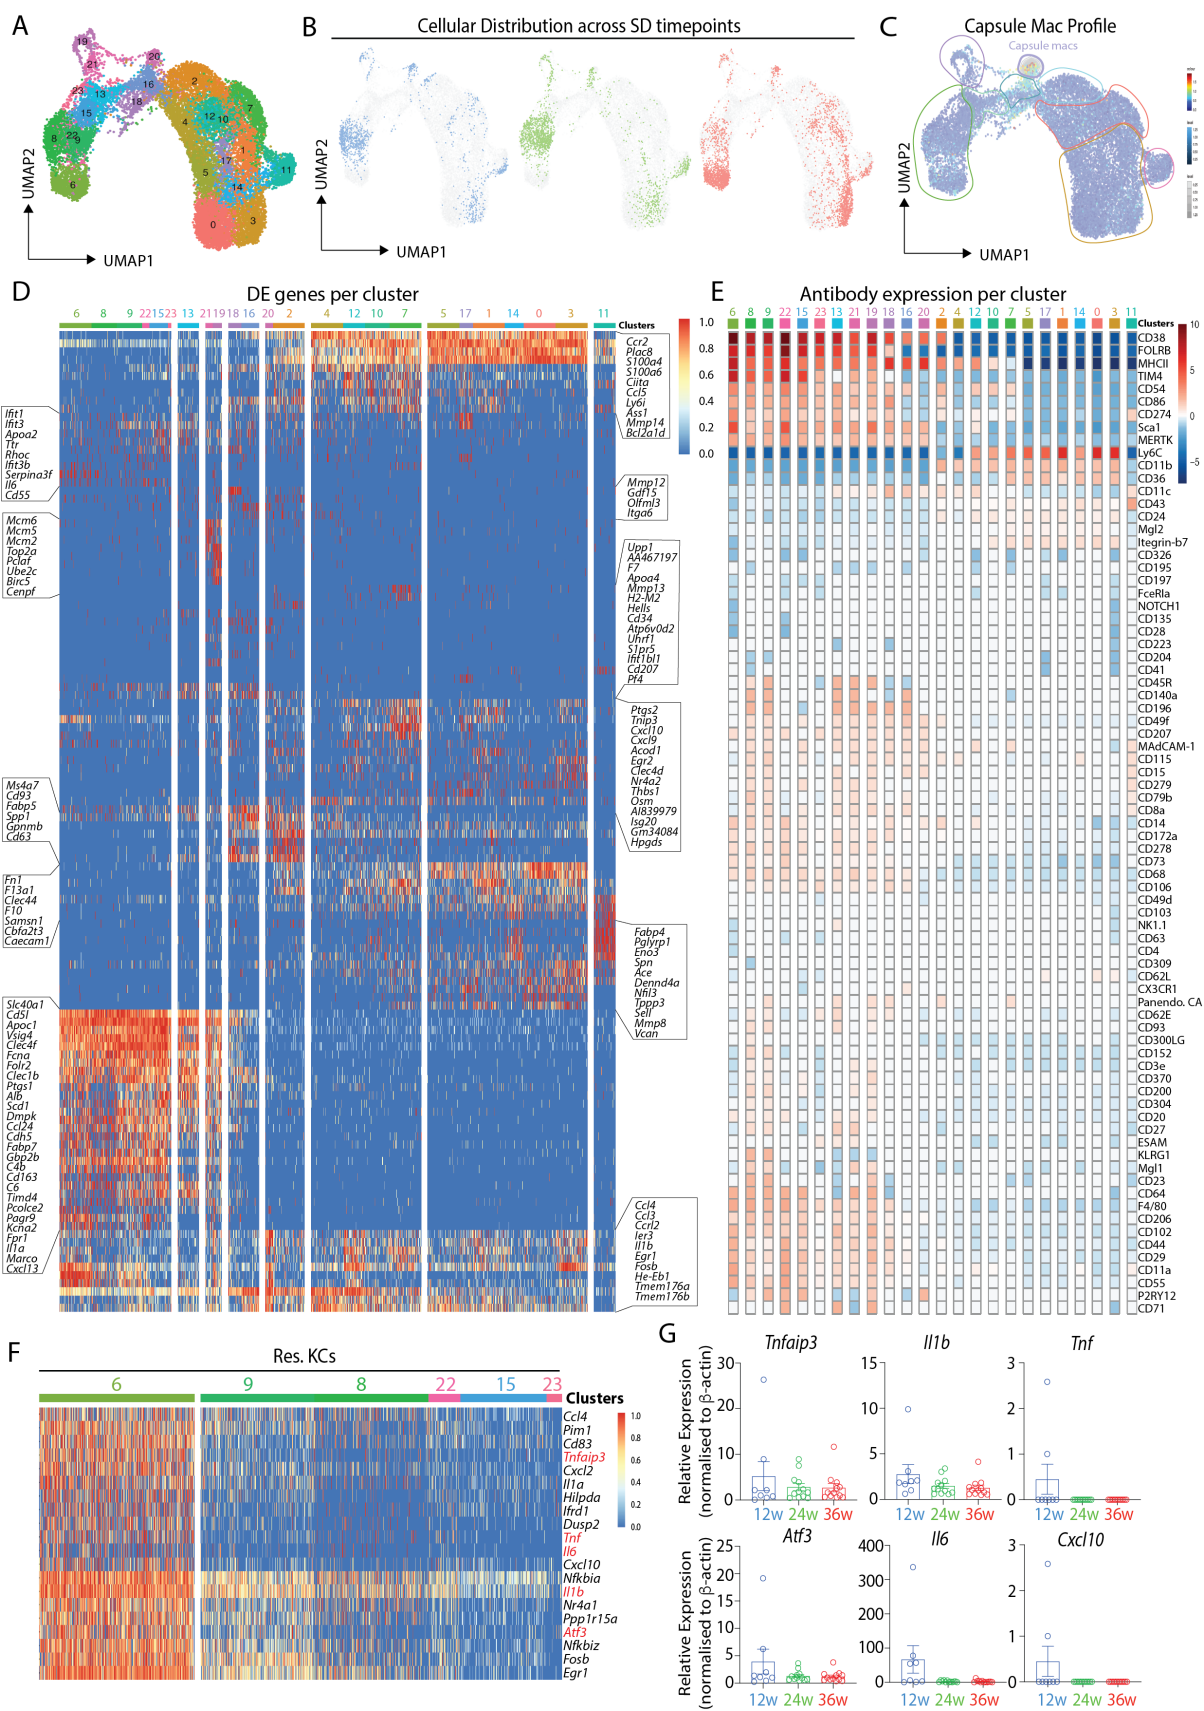

**Figure S5: Macrophage Heterogeneity in MAFLD; related to Figure 4.**

(A) UMAP showing all clusters identified amongst cells of monocyte and macrophage lineage pooled from SD and WD fed mice at 12, 24 and 36 weeks (1 mouse per timepoint). (B) Distribution of cells on SD at indicated timepoints. (C) The capsule macrophage signature (Sierro et al., 2017) was mapped onto the liver mac UMAP to identify cells with a similar profile using the Signature Finder algorithm (Pont et al., 2019). (D) Heatmap showing top 5 DEGs in each cluster from UMAP in Fig. S4A with all cells from all diets and timepoints pooled. (E) MEM heatmap showing enriched expression of indicated surface proteins per cluster identified in monocyte/macrophage UMAP (Fig. S4A). (F) Heatmap showing top 20 DEGs between cluster 6 and other ResKC clusters (9,8,22,15 and 23). (G) qPCR analysis for indicated genes on sorted ResKCs from mice fed the SD for 12,24 or 36 weeks. Data are pooled from 2 independent experiments with n=8-12. Error bars indicate  $\pm$ SEM.

A

Bulk RNA Seq

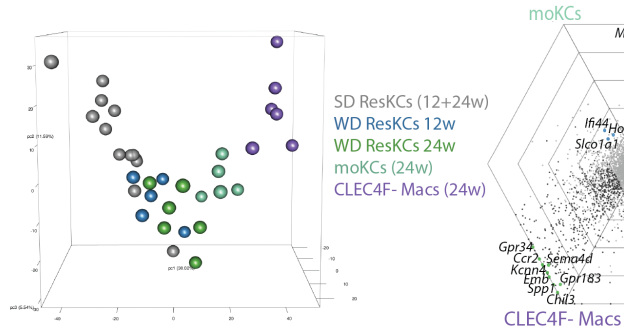

C

scRNA-Seq

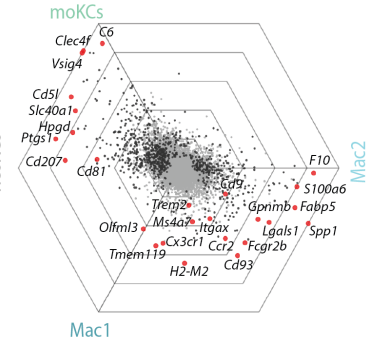

B

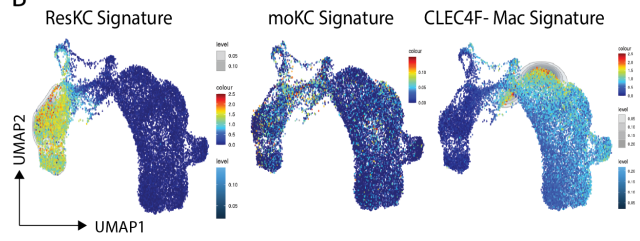

D

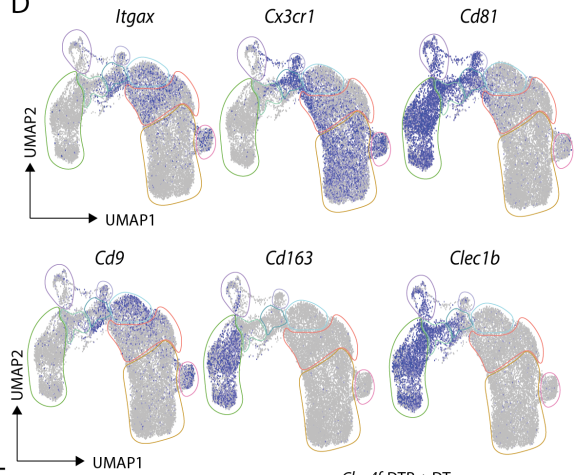

E

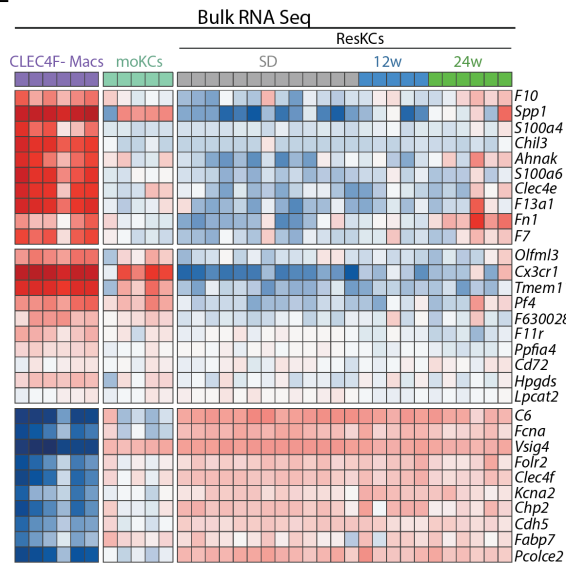

F

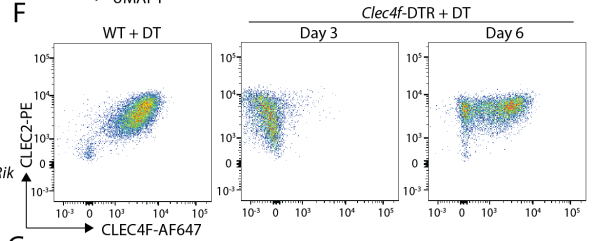

G

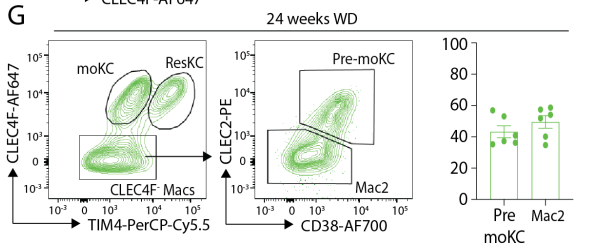

H

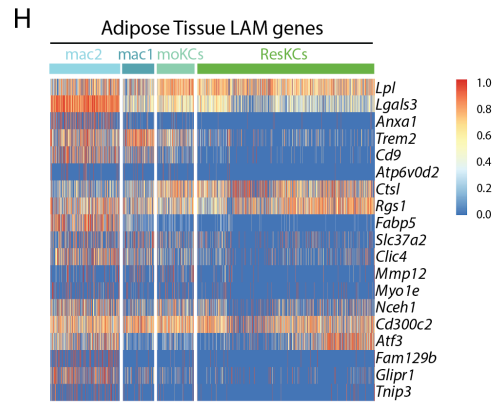

I

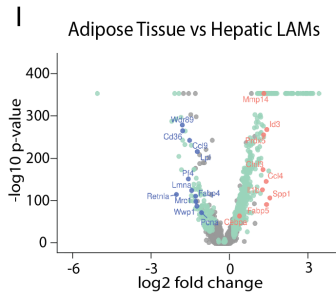

J

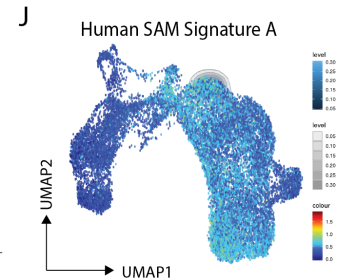

**Figure S6: Localization of hepatic LAMs in MAFLD; related to Figure 5.**

TIM4<sup>+</sup> ResKCs, TIM4<sup>-</sup> moKCs and CLEC4F<sup>-</sup> macs were sorted from mice (n=5/6 per population) fed the SD or WD for 12 (ResKCs only) or 24 weeks for Bulk RNA-seq analysis. (A) PCA plot of bulk RNA-seq data (left) and Triwise plot (right) showing DEGs between moKCs, ResKCs (SD and WD) and CLEC4F<sup>-</sup> macs from the 24 week timepoint. 

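In a PCA of log2 CPM over the genes that passed the filter, PC1 held 34.8% of the variance, PC2 10.9% and PC3 6.31%. By their means, PC1 ordered the groups from SD ResKCs to CLEC4F- macs. Its mean was -39.5 ± 5.97 (SD, n = 6) in SD ResKCs and -2.95 ± 10.6 (SD, n = 6) in WD ResKCs at 24 weeks, 28.7 ± 11.8 (SD, n = 5) in moKCs and 79.5 ± 12.5 (SD, n = 6) in CLEC4F- macs. At 12 weeks it was -38.2 ± 13.9 (SD, n = 7) in SD ResKCs and -19.7 ± 11.5 (SD, n = 5) in WD ResKCs. No CLEC4F- mac sample (56.2 to 90.9) overlapped the moKC samples (10.1 to 41.8) on PC1. With the 500 most variable genes alone PC1 held 59.1%, and with a prior count of 0.5 in place of 2 it held 32.4%.

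**Figure D5:**
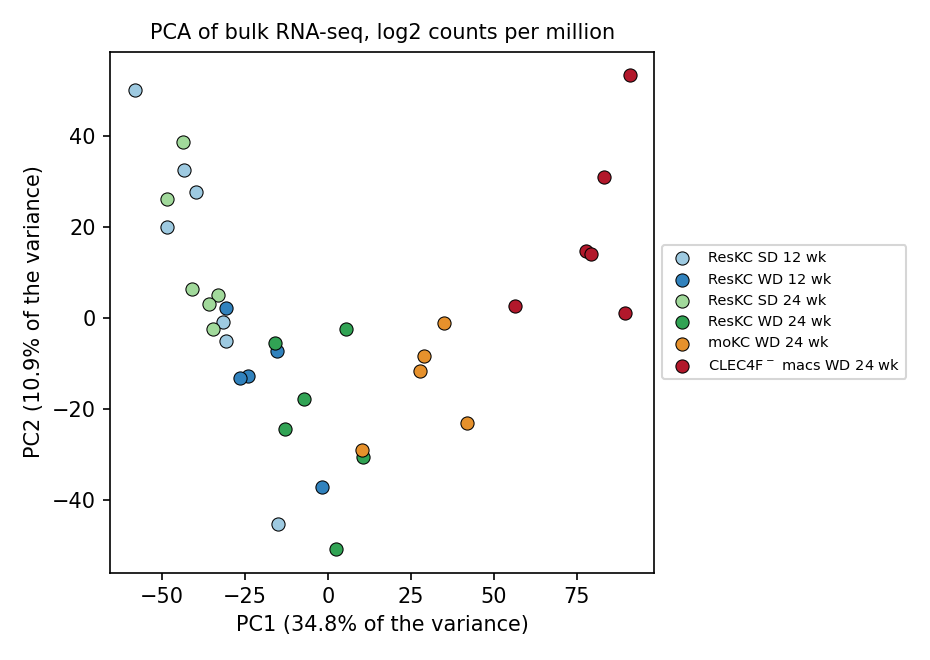
Scores of the 35 samples on PC1 (34.8% of the variance) and PC2 (10.9%), coloured by population, diet and time. The CLEC4F- macs lie at the right end of PC1, and most SD ResKCs lie at the left end.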

(B) The signature of each population used for the bulk analysis (from mice fed the WD for 24weeks) was mapped onto the liver mac UMAP to identify cells with a similar profile using the Signature Finder algorithm (Pont et al., 2019). 

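Signature lists of Table S5 were looked up in the sorted WD populations at 24 weeks. Of the 314 genes listed for the CLEC4F- macs, 311 were higher there than in ResKCs (median log2 fold change 2.61) and 308 higher than in moKCs (median 1.80), with 221 and 139 over 2. Of the 154 genes listed for the ResKCs, all 154 were higher in ResKCs than in CLEC4F- macs (median 3.29) and 150 higher than in moKCs (median 1.63), with 131 and 57 over 2. The lists come from these samples, so the directions are no independent check of them.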

(C) Triwise plot showing expression of DEGs from scRNA-seq analysis between the Mac1, Mac2 and moKC populations. (D) Expression of indicated genes by all monocytes and macrophages across diets and timepoints. (E) Heatmap showing top DEGs between Mac2, Mac1 and moKC populations from mice fed the WD for 24 and 36 weeks pooled (from scRNA-seq, see Fig. 5A) and their expression by the sorted populations in the bulk RNA-seq analysis. 

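The genes shown in Figure S6E were compared between the sorted WD populations at 24 weeks. Of the 10 Mac2 genes, 9 were lower in ResKCs than in CLEC4F- macs with an adjusted p under 0.05 (edgeR's quasi-likelihood test) and all 10 were lower in moKCs than in CLEC4F- macs. Of the 8 Mac1 genes, 6 were lower in ResKCs and 5 lower in moKCs than in CLEC4F- macs. All 10 moKC genes were higher both in ResKCs and in moKCs than in CLEC4F- macs. Between ResKCs and moKCs, 1 Mac2 gene, 2 Mac1 genes and 0 moKC genes had an adjusted p under 0.05 over all genes; with adjustment over each list alone the counts were 1, 5 and 5. In CLEC4F- mac replicate 4, 9 of the 10 moKC genes lay between 28.0% and 56.3% of the way from the other CLEC4F- macs to the moKCs on the CPM scale, and *Vsig4* at 0.648%.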

(F) *Clec4f*-DTR mice or WT littermate controls fed normal chow were given DT 3 or 6 days prior to analysis for expression of CLEC2 and CLEC4F expression. Data are representative of 2 experiments with n=4-6 per group. (G) *Nr1h3*<sup>fl/fl</sup> mice (no CRE; WT) were fed the WD for 24 weeks and CLEC4F, TIM4, CLEC2 and CD38 expression were examined. Left; flow cytometry plots. Right; % of total CLEC4F<sup>-</sup> macs expressing CLEC2 and CD38 (pre-moKCs) or lacking expression of both markers (Mac2). Data are from a single experiment with n=6. Error bars indicate  $\pm$ SEM. (H) Heatmap showing expression of top genes associated with adipose tissue LAMs (Jaitin et al., 2019) by the indicated macrophage populations. (I) Volcano plot showing differences between adipose tissue and hepatic LAMs. (J) Signature A of the Scar-associated macrophages in human fibrotic liver (Ramachandran et al., 2019) was mapped onto the liver mac UMAP to identify cells with a similar profile using the Signature Finder algorithm (Pont et al., 2019).

A

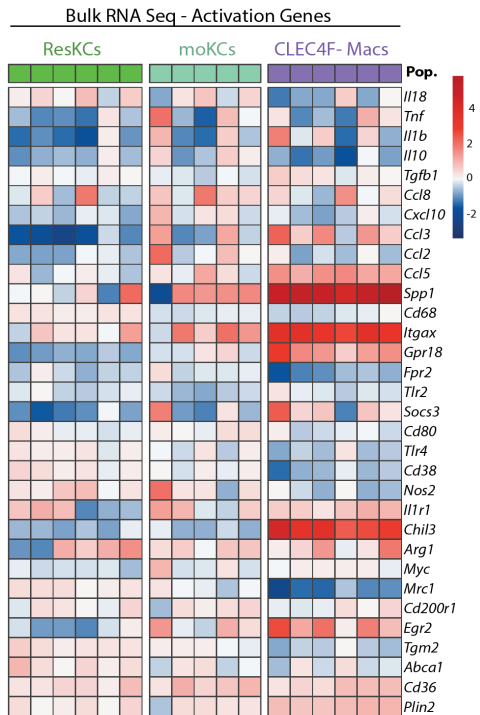

B

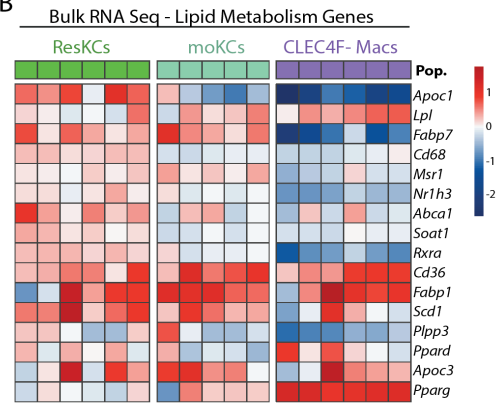

C

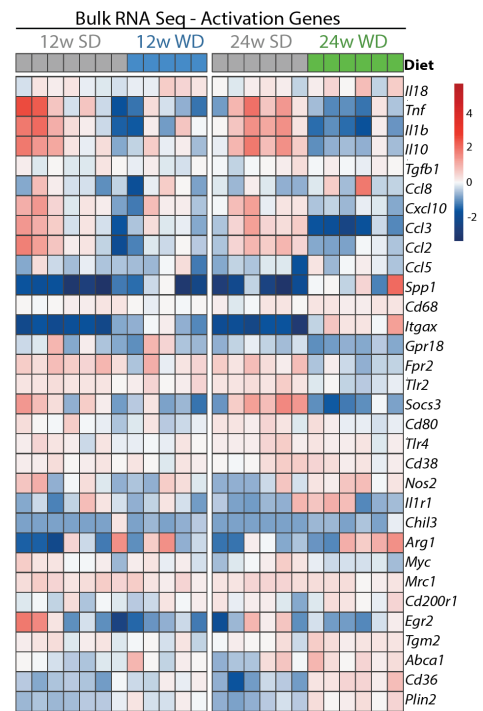

D

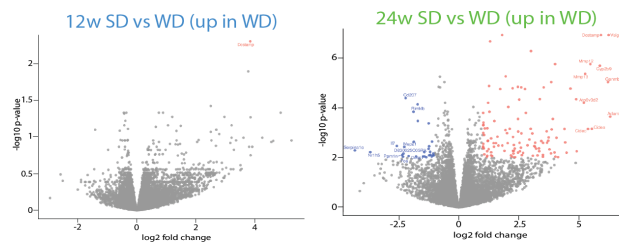

E

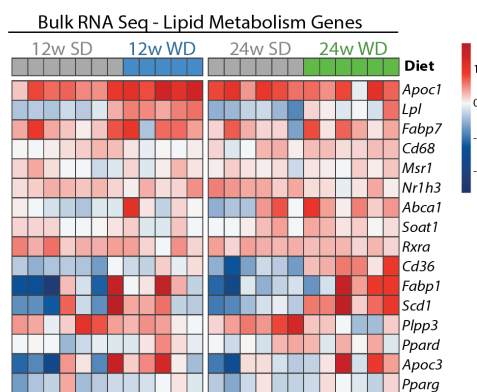

F

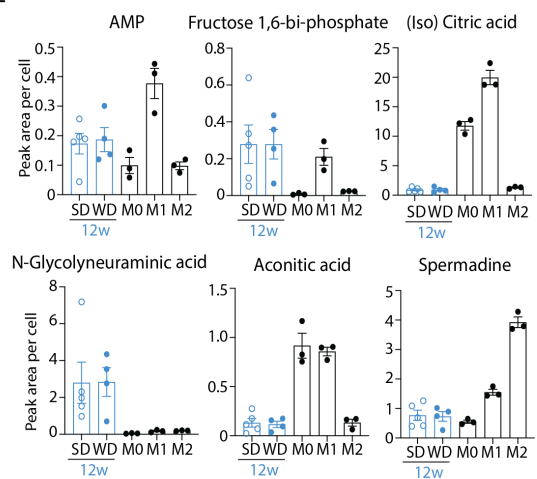

G

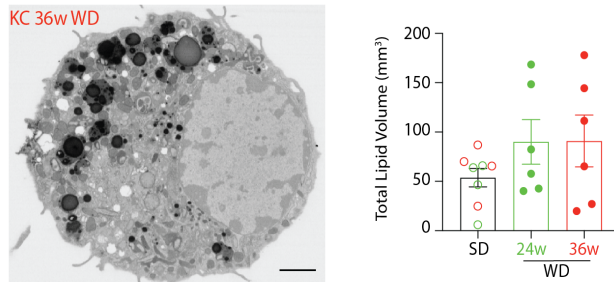

**Figure S7: Features of ResKCs in MAFLD; related to Figures 6 and 7.**

(A-C) Heatmaps showing expression (measured by bulk RNA-seq) of (A,C) prototypical immune activation genes or (B) lipid metabolism associated genes by ResKCs, moKCs and CLEC4F<sup>-</sup> macs from mice fed the WD for 24 weeks (A,B) or ResKCs from mice fed either the SD or WD for 12 or 24 weeks. (D) Volcano plot showing DEGs between ResKCs fed the SD and WD for either 12 (top) or 24 (bottom) weeks. 

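At 24 weeks the DEGs picked by the highest fitted rise on the WD, among those whose samples did not overlap, were *Cyp2b9*, *Dcstamp* and *Cidea*, a ranking that favours genes near 0 counts. All 3 were at or under 3 counts in every SD sample, and at least 20.3-fold, 16.2-fold and 8.77-fold higher on the WD. Among the same non-overlapping DEGs, those picked for a fall were *Serpina1e* with a log2 fold change of -3.72 (standard error 0.74, adjusted p = 0.00185, edgeR's quasi-likelihood test), *Ephb6* with -2.41 (standard error 0.50, adjusted p = 0.00282) and *Mup21* with -2.31 (standard error 0.49, adjusted p = 0.00314). *Serpina1e* and *Mup21* belong to families of near-identical genes among which the authors' counting could split reads. *Cd207*, chosen after its values were seen, had 681 ± 302 CPM on the SD (SD, n = 6) and fell by 2.23 on the log2 scale (standard error 0.32, adjusted p = 3.14e-05). At 12 weeks *Dcstamp* had a log2 fold change of 3.46 (standard error 0.74, adjusted p = 0.0897), with 1.24 ± 0.362 CPM on the WD (SD, n = 5) and 0.103 ± 0.141 CPM on the SD (SD, n = 7), and all 5 WD samples exceeded all SD samples.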

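In ResKCs at 24 weeks, 3 of the 16 lipid metabolism genes were higher and 1 lower on the WD with an adjusted p under 0.05 over all genes, and 4 and 2 with adjustment over the list alone. *Lpl* (chromosome 8, 68880491 to 68907448 in mm10) had 1088 ± 198 CPM on the SD and 1748 ± 355 CPM on the WD (SD, n = 6 each), a log2 fold change of 0.68 (standard error 0.14, adjusted p = 0.00288, edgeR's quasi-likelihood test). *Scd1* had a log2 fold change of 1.30 (standard error 0.38, adjusted p = 0.0265), and *Plpp3* was the gene that fell (log2 fold change -0.67, standard error 0.21, adjusted p = 0.0375). In a fit with the mean of 10 immediate-early and heat-shock genes as a covariate none of the 3 passed 0.05: the fold change was 0.46 for *Lpl* (adjusted p = 0.0896), 0.60 for *Scd1* (adjusted p = 0.451) and -0.64 for *Plpp3* (adjusted p = 0.155). *Plpp3* passed in 6 of 10 other settings and failed in 5 of the 12 fits without 1 replicate (adjusted p up to 0.114). *Scd1* passed in 8 of 10 other settings and failed in 3 of the 12 fits (up to 0.0784). At 12 weeks *Lpl* alone of the 16 genes passed, from 1387 ± 302 CPM on the SD (SD, n = 7) to 2285 ± 137 CPM on the WD (SD, n = 5), and all 5 WD samples exceeded all SD samples. Its adjusted p was 0.0474 and rose over 0.05 in 11 of the 12 fits without 1 replicate (up to 0.164) and in 5 of 10 other settings (range 0.00236 to 0.116).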

(E) Heatmap showing expression of lipid metabolism associated genes by ResKCs from mice fed the SD or WD for 12 or 24 weeks as measured by bulk RNA-seq. (F) Generation of indicated metabolites by ResKCs isolated from the livers of mice fed a SD or WD for 12 weeks, and by *in vitro* polarized M0 or M1 and M2 BM-derived macrophages. Data are from a single experiment with n=3-5 per group. Error bars indicate  $\pm$ SEM. (G) CLEC4F<sup>+</sup> KCs were sorted from mice fed either the SD or the WD for 24 or 36 weeks and FIB-SEM imaging was performed. Left; image of a KC from a mouse fed the WD for 36 weeks. Right; total lipid volume (mm<sup>3</sup>) in CLEC4F<sup>+</sup> KCs as defined by machine learning from FIB-SEM images, each point represents a cell. 2-3 cells were imaged from 2 different mice per diet and timepoint. Error bars indicate  $\pm$ SEM.

How the deposited data were processed for this re-analysis (not part of the article)

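Bulk RNA-seq was measured in 35 samples of liver macs sorted on CLEC4F and TIM4: ResKCs from SD-fed and WD-fed mice at 12 weeks and at 24 weeks, and moKCs and CLEC4F- macs from WD-fed mice at 24 weeks. Samples were grouped by population, diet and time as their titles and descriptions give them. The label field that names the standard diet for the 5 WD ResKC samples at 12 weeks was not followed, because title, description and the figures name the WD.

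The authors mapped single reads to mm10 with HiSat2 and counted them per gene with FeatureCounts, and the deposited values are their whole-number counts per gene symbol, without a filter or normalization. The annotation, the strand setting and the handling of reads that map to several places are not given in the paper's text, so genes with near-identical copies, such as the major urinary protein and *Serpina1* families, are uncertain. The totals per sample lay between 11568590 and 15163845 counts, at which 3 counts are 0.198 to 0.259 CPM.

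From the deposited counts, genes over 1 CPM in at least 5 samples were kept, as in the paper's methods, which left 13421 genes. TMM factors and the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 were used, with 1 fit of 6 group means over all 35 samples, so that all groups share 1 estimate of the spread, and p-values were adjusted after Benjamini and Hochberg. The comparisons were WD against SD ResKCs at 12 and at 24 weeks, ResKCs against CLEC4F- macs, ResKCs against moKCs and moKCs against CLEC4F- macs on the WD at 24 weeks, SD ResKCs at 24 against 12 weeks, and the difference of the diet effects at 24 and 12 weeks. A gene was called at an absolute log2 fold change over 1.5 and an adjusted p under 0.01, and in the difference of diet effects at an adjusted p under 0.05. The first pair of limits follows the fold change the paper gives for its counts and the largest adjusted p in Table S6. The methods define differential expression by an absolute log2 fold change over 1 and an adjusted p under 0.05, which was an alternative.

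Log2 CPM used a prior count of 2. List scores are the mean over a list of log2 CPM centred per gene, compared between groups with two-sided exact permutation tests, and the 9 scores form 1 family. In the triwise comparison, genes past the methods' limits in any pair of populations were assigned to the population farthest from the mean of the 3. PCA used all genes that passed the filter. Gene positions are from GENCODE M21, in which 54183 of the 54735 symbols were found.

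Genes named in the text are those the paper names for the bulk samples and, for each comparison of a pair of groups, the 3 highest fitted rises and the 3 highest fitted falls among called genes whose groups do not overlap, a ranking that favours genes near 0 counts in 1 group. Genes outside this rule are marked as chosen after their values were seen.

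The alternatives were DESeq2 1.42.0 with its size factors, limma-voom (limma 3.58.1), no filter, library size alone, robust dispersion, other limits, a fit of the compared groups alone, replicate number as a block, each replicate left out in turn, and a covariate for hepatocyte genes or for immediate-early and heat-shock genes. A covariate for the 2 naming schemes of the alignments was added after the data were seen. The replicate numbers are those of the sample labels, and neither labels nor paper say that they pair mice. The tests were run on simulated data in which 200 of 13421 genes were changed 4-fold, except that ResKCs against CLEC4F- macs, moKCs against CLEC4F- macs and SD ResKCs at 24 against 12 weeks had no simulation of their own. edgeR recovered 193 of them (96.5%) in the 24-week diet comparison and 193 (96.5%) in the 12-week one. It recovered 190 (95.0%) between ResKCs and moKCs and 184 (92.0%) in the difference of diet effects. Recovery was scored at the limits for a DEG throughout, not at the looser limit used to call the difference of diet effects. At the limits for a DEG the real data gave 1 gene for that difference, not 38, so its recovery does not apply to that call. Recovery was not split by expression level, so it cannot be read for genes with few counts. The scRNA-seq, metabolomics and lipidomics of the paper were left out, since the count tables do not hold them.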

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

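In this part, the regroupings of samples and the test of moKC RNA in WD ResKC replicate 4 were set before their result was seen. So were the other settings for the count between moKCs and CLEC4F- macs, apart from the naming scheme. All other tests were chosen only after their result was seen. Among 199 groups of values, 15 had 1 sample far from the rest (7.54%), where chance gives about 9.95, so that single cases carry little weight. Below, the gap of such a sample to its nearest neighbour is given as a share of the range of its group.

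Replicate 1 of the moKCs stood apart in 5 measures. It was highest in *C4b* (0.764) and *Mmp9* (0.819) and lowest in *Pparg* (0.790), *Spp1* (0.948) and the score of the adipose LAM signature (0.840). ResKC RNA in this sample would raise all ResKC genes by 1 share. *C6* and *C4b* lay at least 93.4% of the way to the ResKCs, whereas *Timd4*, *Marco* and *Cd163* lay at -0.574%, -2.02% and 3.86%, which speaks against ResKC RNA. A candidate explanation is a sample further along from the CLEC4F- mac to the Kupffer cell profile. Replicate 1 was the moKC sample nearest the ResKCs in 353 of 727 genes (48.6%), where chance gives 20%, and the other samples reached 6.88% to 21.9%. That is short of most genes, so this explanation could not be told apart from other differences of 1 sample.

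Replicate 4 of the CLEC4F- macs was highest in *C6* (0.745) and *Cd163* (0.644). It may hold Kupffer cell RNA: of the 10 moKC genes of Figure S6E, 9 implied a share between 28.0% and 56.3%, but *Vsig4* implied 0.648%. On PC1 it lay 50.3% of the way from the other CLEC4F- macs to the moKCs, and its *Spp1*, *Chil3*, *Ccr2* and *Gpr183* were higher than in any moKC sample. This speaks against an exchange with a moKC sample. A mix would raise all 10 genes by 1 share, so *Vsig4* speaks against moKC RNA as the only cause, and what sets this sample apart cannot be told. No biological explanation was tested.

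Replicate 4 of the WD ResKCs at 24 weeks was lowest in *C4b* (0.668), *Ric3* (0.711) and *Xlr* (0.694). A candidate explanation is moKC RNA in the sample. *Timd4*, *Marco* and *Cd163* implied shares of 29.4%, 39.9% and 47.4%, and *Xlr* 52.6%. *Cd207* and *Ccr3*, which are high in moKCs, implied 13.0% and 15.4%, which is less than the genes that are low there, so moKC RNA alone leaves part of the pattern open.

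Replicate 7 of the SD ResKCs at 12 weeks was highest in *Plin2* (0.640) and in the MMe score (0.585). A score of the genes called at 24 weeks put it 115% of the way from the other 6 SD samples to the WD samples of 12 weeks, and 105% without the genes that follow the hepatocyte score. Its profile is in line with that of a WD sample by this test, and the data do not tell an exchanged label from an SD-fed mouse with such a profile.

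Other single samples were the lowest *Ccr2* in WD ResKC replicate 5 at 24 weeks (0.62), the lowest *Mmp9* in WD ResKC replicate 1 (0.681) and the lowest total counts in CLEC4F- mac replicate 5 (0.702). No explanation was tested for these 3 cases.

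The diet effect differed between 24 and 12 weeks in 38 genes (9 higher and 29 lower at 24 weeks, edgeR's quasi-likelihood test, adjusted p under 0.05). Of 64 regroupings of the samples by time, 2 gave as many genes, the real one included, and the other gave 145. *Serpina1e* had a difference of -4.41 (adjusted p = 0.0320), with all 6 WD samples below all 6 SD samples at 24 weeks; its reads can be shared with paralogs, and no explanation was tested. The MMe score rose more at 24 than at 12 weeks by 0.42 (exact permutation test, p = 0.0452), which was 0.181 after adjustment over 4 scores and so failed it.

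Between moKCs and CLEC4F- macs, for which Table S6 gives no list, 319 genes were called. Of 32 regroupings, 1 gave as many genes, the real one, and the next gave 192, while 30 other draws, which part fewer same-numbered samples, gave at most 4. The genes picked by the highest fitted rise in moKCs, a ranking that favours genes near 0 counts, were *Vsig4* (log2 fold change 6.59), *Dleu7*, at least 15.1-fold higher, and *Mmp9*, and those picked for a fall were *Gm37199*, *Rapsn* and *Fam83f*, at least 17.2-fold, 5.77-fold and 26.1-fold lower. The count was 324 with the hepatocyte covariate (299 shared), 319 with the immediate-early covariate (306 shared) and 319 with the naming scheme as a covariate (305 shared), so these 3 do not account for it. The count was 322 with library size alone, 300 without a filter, 225 in a fit of the compared groups alone and 5 with replicate number as a block. The fold changes had a Spearman correlation of -0.011 with exon length across genes.

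*Cd207* fell by 2.23 on the log2 scale in WD ResKCs at 24 weeks, in 6 of 6 samples, a gene that Table S6 lists for this comparison and the paper's text does not discuss. Its fold change was -2.11 with a hepatocyte covariate, -2.10 with an immediate-early covariate and -2.53 with the naming scheme as a covariate, so none of these 3 accounts for it. At 12 weeks it was -1.38 (adjusted p = 0.0938), and the diet effects did not differ between the times (-0.85, adjusted p = 0.379). At 24 weeks its fold change ran from -2.53 to -2.10 over the 10 other settings and from -2.43 to -1.97 over the fits without 1 replicate. An effect of the diet on *Cd207* remains as a hypothesis, since it was found and tested on the same data. Technical explanations beyond these settings were not tested for this gene alone.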

How the results depend on the processing

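Every test in this part but the one with the naming scheme as a covariate was chosen before the data were examined, and that one was chosen only after the results were seen. Unless a value below shows the cause of a change, the cause was not tested.

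With limits of 1.5 on the absolute log2 fold change and 0.05 on the adjusted p, 305 genes were called for the diet at 24 weeks and 117 between ResKCs and moKCs. With limits of 1 and 0.05 the counts were 450 and 186, 1399 between ResKCs and CLEC4F- macs, and 678 between moKCs and CLEC4F- macs. With DESeq2 they were 1 for the diet at 12 weeks, 223 for the diet at 24 weeks, 107 between ResKCs and moKCs, and 187 for the difference of diet effects (81 higher and 106 lower, against 9 and 29 of 38 with edgeR). With limma-voom 1 gene was called at 12 weeks and 50 at 24 weeks. Without a filter, the difference of diet effects held 11 genes, and with library size alone it held 21 higher and 12 lower genes.

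With the hepatocyte covariate, 1 gene was called for the diet at 12 weeks and 75 for the difference of diet effects. With the immediate-early and heat-shock covariate, 44 genes were called for the diet at 24 weeks and 64 for the difference of diet effects, and with the naming scheme 71 and 87. In a fit of the compared groups alone, 29 genes were called between ResKCs and moKCs and 24 for the difference of diet effects. With the replicate number as a block, 1 gene was called for the diet at 12 weeks, 11 between ResKCs and moKCs, 5 between moKCs and CLEC4F- macs and 4 for the difference of diet effects. Same-numbered samples had correlations of 0.0560 for the diet at 24 weeks, 0.000664 between ResKCs and moKCs, -0.0320 between moKCs and CLEC4F- macs and 0.0483 between SD ResKCs of 24 and 12 weeks. Between SD ResKCs of 24 and 12 weeks no gene was called under any of the 12 settings, and 1208 genes had an unadjusted p under 0.05 in the fit of all samples.

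The triwise share of the CLEC4F- macs (62.7%) was 68.2% with WD ResKCs alone, 59.4% with limma-voom, 65.8% without a filter and 60.0% with library size alone. Library size alone moved the median log2 fold change of all genes between ResKCs and CLEC4F- macs to -0.14.

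The activation score at 24 weeks was -0.0218 (exact permutation test, p = 0.907) with each gene divided by its standard deviation and 0.386 (p = 0.00433) with the immediate-early covariate, and the adipose LAM score of the diet at 24 weeks was -0.0187 (p = 0.879) with genes so divided. The immediate-early covariate was itself lower on the WD at 24 weeks, so no activation can be read from the 0.386. The lipid score at 12 weeks was 0.291 (exact permutation test, p = 0.0530) with DESeq2's size factors and 0.375 with the replicate block, and at 24 weeks 0.228 (p = 0.0996) with the immediate-early covariate. The MMe score at 12 weeks was 0.455 with the replicate block. The adipose LAM score of CLEC4F- macs against moKCs was 0.484 (exact permutation test, p = 0.0606) with genes so divided and 0.243 with the replicate block. Each of these block results has a p of 0.0625, the smallest that 5 pairs allow.

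The log2 fold change of *Tnf* at 24 weeks was 0.227 and that of *Cd163* 0.0169 with the immediate-early covariate, against -1.61 and -0.16 without it. Over 96 results of single genes, the other settings gave 953 values, of which 901 kept direction and side of the threshold, 28 became weaker, 22 stronger and 2 reversed.

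With each replicate left out in turn, the counts ran from 0 to 16 for the diet at 12 weeks, from 76 to 124 for the diet at 24 weeks, from 673 to 877 between ResKCs and CLEC4F- macs, from 46 to 96 between ResKCs and moKCs, from 234 to 393 between moKCs and CLEC4F- macs, from 0 to 0 between SD ResKCs of both times, and from 8 to 98 for the difference of diet effects. The 16 genes at 12 weeks came without SD replicate 7. The triwise share ran from 54.6% to 68.4%. The activation score ran from -0.169 to -0.003 at 12 weeks and from -0.0525 to 0.0893 at 24 weeks, where it was -0.0525 without SD replicate 1 and -0.00189 without WD replicate 6. The lipid score ran from 0.250 to 0.384 at 12 weeks (exact permutation tests, p from 0.00433 to 0.100) and from 0.285 to 0.395 at 24 weeks, and the MMe score from 0.343 to 0.470 and from 0.739 to 0.940. The adipose LAM score ran from 0.139 to 0.187 for the diet, from 0.270 to 0.318 against ResKCs and from 0.197 to 0.288 against moKCs. Of 1125 values of single genes, 32 became weaker, 9 stronger and none reversed (1084 kept direction and side).

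At the depth of these samples, a gene under 3 counts in a whole group has no fold change but a lower bound, which holds for *Dcstamp* and *Chil3* in SD ResKCs at 24 weeks.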

Differences from the paper's values

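No test in this part was chosen after its result was seen. For the diet at 12 weeks the paper's text gives 1 differentially expressed gene, and 0 genes were called here, with 1172 at an unadjusted p under 0.05. With DESeq2, limma-voom, the hepatocyte covariate and the replicate block, all set before the data were examined, 1 gene was called. The gene was *Dcstamp* with DESeq2 (log2 fold change 3.56, adjusted p = 0.00210), which the fit of all samples left at an adjusted p of 0.0897, and *Mmp12*, *Bhmt* and *Mup9* in the others. The adjusted p of *Dcstamp* ran from 0.00210 to 0.517 over the alternatives. The other alternatives gave 0 genes, apart from 16 without SD replicate 7.

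Of 48 log2 fold changes of Table S6 that were compared, all had the same direction and 3 differed, that is, lay farther from the paper's value than the standard error of the fit of all samples. For *C6* in ResKCs against CLEC4F- macs the paper's value is 5.80 and the value here 5.05. Limma-voom gave 5.82 and the replicate block 5.91, and none of the other alternatives set before the data were examined came within the standard error. For *Timd4* in ResKCs against moKCs the paper's value is 6.42 and the value here 5.88. Limma-voom (6.44), the replicate block (6.32) and the fit without moKC replicate 4 (6.51) closed the gap. The fit without moKC replicate 2 (6.02) came within the standard error (0.41) but left most of the gap, and the others did not come within it. For *C4b* in the same comparison the paper's value is 1.82 and the value here 1.25. Limma-voom (1.82) and the replicate block (1.87) closed the gap. The immediate-early covariate (1.46) came within the standard error (0.38) but left most of the gap, and the others did not come within it.

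The paper states that *Pparg* is higher in moKCs than in ResKCs. It cites scRNA-seq pooled over the later times on the WD for this, besides the bulk samples. Here the log2 fold change of *Pparg* for ResKCs against moKCs was -0.19 (adjusted p = 0.683), and the adjusted p ran from 0.494 to 0.83 over the settings that keep all samples. In edgeR fits without 1 replicate it ran from 0.196 to 0.933. The paper lists *C6* among genes specific to the ResKCs; against the moKCs it had an adjusted p of 0.111, and passed 0.05 with limma-voom (0.00265), with the replicate block (0.0348) and without moKC replicate 1 (0.0110), with a range of 0.00265 to 0.206 over the settings that keep all samples. The paper names *C4b* among genes that differ between moKCs and ResKCs. Its adjusted p was 0.0621, and it passed with DESeq2 (0.0340), limma-voom (0.000963), the hepatocyte covariate (0.0344), the immediate-early covariate (0.0466) and without moKC replicate 1 (3.86e-08), with a range of 0.000963 to 0.247 over the same settings. The paper describes a fall of *Tnf* in WD ResKCs; at 24 weeks its adjusted p was 0.0922, and it passed in a fit of the compared groups alone (0.0242) and with the replicate block (0.0428), with a range of 0.0242 to 0.812. For *Abca1* and *Lpl* the paper speaks of hepatic LAMs, a cluster of its scRNA-seq. It describes the CLEC4F- macs as heterogeneous, with pre-moKCs beside the LAMs, so the sorted samples measure the LAMs only in part. The paper lists *Abca1* as lower in hepatic LAMs. For CLEC4F- macs its adjusted p was 0.0600, and it passed with DESeq2 (0.0408), limma-voom (0.0476), the compared groups alone (0.0347) and the replicate block (0.0390), with a range of 0.0347 to 0.130. It also passed without WD ResKC replicate 3 (0.0442) and without CLEC4F- mac replicate 4 (0.0247). The paper names *Lpl* as an exception to the lower lipid genes of hepatic LAMs; for ResKCs against CLEC4F- macs its adjusted p was 0.0602. It passed with DESeq2 (0.0437), library size alone (0.00837), the hepatocyte covariate (0.0465), the immediate-early covariate (0.00771), the replicate block (0.0386), without WD ResKC replicate 6 (0.0118) and without CLEC4F- mac replicate 1 (0.0246), with a range of 0.00771 to 0.116 over the settings that keep all samples.

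For ResKCs against moKCs the paper's text gives 72 genes and its Table S6 lists 73 with a log2 fold change over 1.5. The legend of Figure S6 gives 5 or 6 samples per population, whereas the SD ResKCs at 12 weeks have 7.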

Other observations

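In this part the regroupings of samples were set before their result was seen, and all other tests were chosen only after it was seen.

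For the diet at 12 weeks, 4 of 32 regroupings that part as many same-numbered samples gave at least as many genes at an unadjusted p under 0.05 as the real one (1172), which is itself counted among the 4, so the number cannot be told from other groupings of the samples. Only regroupings that part as many same-numbered samples as the real one were compared; 30 other draws, which part fewer of them, gave up to 1403 genes. Group size is no candidate explanation for the low count of called genes: with 5 WD and 5 SD samples at 24 weeks, 36 fits called between 51 and 115 genes, with a median of 71.5. For the diet at 24 weeks, for ResKCs against CLEC4F- macs and for ResKCs against moKCs, 1 of 32 regroupings gave as many genes, the real one, and the next gave 5, 430 and 10; the 30 other draws gave at most 3, 126 and 23. For SD ResKCs at 24 against 12 weeks, 5 of 64 gave at least as many genes at an unadjusted p under 0.05 as the real one (1208), itself counted among the 5, and the 30 other draws up to 1631. For the triwise comparison, 1 of 64 gave as many genes, the real one (1734), and the next gave 1519.

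*Tnf*, *Il1b* and *Il10* were lower in WD ResKCs at 24 weeks, by a mean log2 difference of -1.68. A candidate explanation is an immediate-early response of the cells before lysis. Within groups, the mean of the 3 genes followed the immediate-early score over 24 ResKC samples (Pearson's r 0.884, permutation p = 2e-05; Spearman's rho 0.836, permutation p = 3e-05). Without the 2 samples farthest from the median r was 0.813, and within the naming schemes it was 0.849 over 17 samples and 0.962 over 7. With the score as a covariate 12.9% of the fall was left, and with the hepatocyte score 89.3%. With the naming scheme as a covariate 82.4% was left. The 3 WD samples of the naming scheme of the SD samples showed a difference of -1.88, so the scheme does not account for most of the fall. The fall is therefore consistent with a response during tissue processing, and a response of the same genes in the mouse could not be told apart from it.

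The rises in WD ResKCs at 24 weeks could hold hepatocyte RNA: 20 of the 94 (21.3%) followed the hepatocyte score within groups, against 861 of 13406 genes (6.42%; Fisher's exact test, p = 1.65e-06), which leaves this open for a part of them. With every sample thinned to the lowest total, 116 genes were called, of which 103 were shared with the 109, so depth is no explanation. The fold changes had a Spearman correlation of 0.126 with exon length across genes, which are not independent replicates, and the median exon length was 4191 for rises, 2352 for falls and 4202 for all genes. A length effect on the falls cannot be ruled out from this. Carry-over of CLEC4F- macs would raise all their genes by 1 share. *Gpnmb*, *Mmp12*, *Dcstamp*, *Cd9* and *Trem2* implied a median of 28.9% (14.9% to 68%). *Ccr2*, *Chil3* and *Gpr183*, chosen from the paper's CLEC4F- mac genes after the results were seen, implied a median of 0.340%. The other 5 of 8 CLEC4F- mac markers listed beforehand implied more: *Cx3cr1* 1.65%, *S100a6* 1.91%, *S100a4* 4.03%, *F13a1* 8.66% and *Ahnak* 15.1%, the last above *Gpnmb*. Shares this unequal speak against carry-over as the only cause, and a small carried-over share remains possible.

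Of the 31 genes of the moKC signature, 3 (9.68%) followed the hepatocyte score, against 6.42% of all genes, an excess that cannot be told from chance with so few genes (Fisher's exact test, p = 0.448). Between the naming schemes, 164 genes differed at an adjusted p under 0.05 (75 higher and 89 lower in the second), 8 of them by over 1 on the log2 scale. These differences had a Spearman correlation of -0.278 with exon length across genes, so that a difference in library preparation or sequencing cannot be told apart from other causes; no biological explanation was tested.

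The score of the adipose LAM signature of Table S7 (409 genes) was higher in WD than in SD ResKCs at 24 weeks by 0.16 (two-sided exact permutation test, p = 0.00649, adjusted over 9 scores 0.00974, 5 of 6 WD samples above all SD samples). It was higher in CLEC4F- macs than in ResKCs by 0.30 and than in moKCs by 0.26 (exact permutation tests, p = 0.00216 for both, the smallest these groups allow, 6 of 6 samples). The diet result depended on the scaling. With each gene divided by its standard deviation the difference was -0.0187 (exact permutation test, p = 0.879), while 8 of 9 other settings kept the result. The result against the moKCs was kept in 7 of 9. Of the genes the paper lists from scRNA-seq of WD against SD ResKCs, 628 of 982 (64%) changed in the same direction in the sorted ResKCs at 12 weeks and 138 of 216 (63.9%) at 24 weeks. Listed falls matched in 25 of 27 and 27 of 27 genes, and listed rises in 603 of 955 and 111 of 189. Of the genes with the same direction, 48 had an adjusted p under 0.05 at 24 weeks and 0 at 12 weeks, where 1172 of all genes had an unadjusted p under 0.05.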
